# Generation of the organotypic kidney structure by integrating pluripotent stem cell-derived renal stroma

**DOI:** 10.1038/s41467-022-28226-7

**Published:** 2022-02-01

**Authors:** Shunsuke Tanigawa, Etsuko Tanaka, Koichiro Miike, Tomoko Ohmori, Daisuke Inoue, Chen-Leng Cai, Atsuhiro Taguchi, Akio Kobayashi, Ryuichi Nishinakamura

**Keywords:** Stem-cell differentiation, Organogenesis, Kidney, Cell signalling

## Abstract

Organs consist of the parenchyma and stroma, the latter of which coordinates the generation of organotypic structures. Despite recent advances in organoid technology, induction of organ-specific stroma and recapitulation of complex organ configurations from pluripotent stem cells (PSCs) have remained challenging. By elucidating the in vivo molecular features of the renal stromal lineage at a single-cell resolution level, we herein establish an in vitro induction protocol for stromal progenitors (SPs) from mouse PSCs. When the induced SPs are assembled with two differentially induced parenchymal progenitors (nephron progenitors and ureteric buds), the completely PSC-derived organoids reproduce the complex kidney structure, with multiple types of stromal cells distributed along differentiating nephrons and branching ureteric buds. Thus, integration of PSC-derived lineage-specific stroma into parenchymal organoids will pave the way toward recapitulation of the organotypic architecture and functions.

## Abstract (web summary)

Organs consist of parenchyma and stroma. Nishinakamura and colleagues induce renal stromal progenitors from mouse pluripotent stem cells (PSCs), and generate completely PSC-derived organoids that reproduce complex kidney structure.

## Introduction

Recent progress in stem cell biology has enabled the generation of “organoids” from pluripotent stem cells (PSCs), but most of the currently available organoids lack the organotypic “higher-order structure”, in which functional units are distributed at the periphery of a branching epithelial backbone. One of the essential pieces for this organization is the stroma, which develops with epithelial parenchymal cells. However, previous studies mainly focused on generating the parenchyma and paid little attention to the authenticity of the stroma co-induced in the organoids^1^. Because it has become apparent that the stroma of individual organs exhibits distinct characteristics and gene expression patterns^2–4^, we focused on the development of organ-specific stroma.

The embryonic kidney, the metanephros, forms its complex structure by mutual interactions of the metanephric mesenchyme (MM; including nephron progenitors [NPs] and stromal progenitors [SPs]) and the ureteric bud (UB)^5–8^. NPs and UBs are the parenchymal precursors. NPs form the capping mesenchyme around the UB tips and secrete GDNF to induce continuous branching of UBs that eventually develop into the urine-collecting system: the collecting ducts and ureter. In turn, UBs emit WNT and FGF signals that maintain NPs while inducing a subset of NPs to differentiate into nephrons composed of glomeruli and renal tubules^9,10^. Meanwhile, SPs located in the periphery of the metanephros produce GDNF and ALDH1A2, the latter of which maintains GDNF receptor Ret expression in UB tips via retinoic acid (RA) signaling to support UB branching^11^. SPs also express FAT4 to suppress excessive NP proliferation^12^, allowing balanced nephron differentiation. In addition to their roles in UB branching and NP differentiation, SPs themselves differentiate into multiple types of interstitial cells. Lineage-tracing experiments showed that SPs expressing the transcription factor FOXD1 differentiate into the majority of the intrarenal stroma (interstitial cells), which is organized in a corticomedullary manner and surrounds the NP- and UB-derived epithelial parenchyma^3,7^. SPs also differentiate into functionally specialized stromal cells such as mesangial cells and renin cells, which regulate glomerular filtration and systemic blood pressure, respectively^7,13^. Thus, this triad (NP-UB-SP) interaction is essential for the formation of the organotypic “higher-order structure” of the kidney: numerous nephrons distributed at the periphery of branching UB/collecting ducts, all surrounded by multiple types of stromal cells.

We and others reported the induction of kidney organoids from mouse and human PSCs^14–16^. Most of these studies involved induction of NPs, resulting in nephron formation in the organoids (NP organoids). We subsequently reported a protocol for selective induction of UBs, which show branching morphogenesis in gels (UB organoids), from mouse embryonic stem cells (ESCs) and human induced pluripotent stem cells (iPSCs)^17^. Notably, when NPs and UBs differentially induced from mouse ESCs were combined with stromal cells isolated from mouse embryonic kidneys, the organotypic “higher-order structure” was reproduced, namely the peripheral progenitor niche and internally differentiated nephrons interconnected by a dichotomously branching ureteric epithelium. However, this structure was not formed in the absence of stromal cells^17^, as expected from the accumulated knowledge in vivo^12,18^. Recently, several groups generated human iPSC-derived UB organoids and combined them with NP organoids^19–21^, but proper UB branching or differentiation of kidney-specific stromal cell types was not observed. Although all conventional organoids contain non-parenchymal “stroma-like” cells, their identity and differences from the in vivo counterparts remain obscure. Thus, the establishment of protocols for SP induction from PSCs precisely following the in vivo developmental trajectory is essential to recapitulate the generation of kidney-specific stromal cells and the organotypic architecture.

We previously identified spatiotemporally distinct origins for the MM (NPs + SPs) and the UB in mice^14^, which enabled us to establish induction protocols for NP and UB organoids^14,17^. The *T*^*+*^ immature mesoderm at embryonic day (E) 7.5 turns into the *Osr1*^*+*^ anterior intermediate mesoderm (IM) at E8.5, and eventually differentiates into the UB. Meanwhile, the MM precursor is maintained in the caudal *T*^*+*^ immature state for a longer period up to E8.5, and then differentiates into the *Osr1*^*+*^ posterior IM at E9.5. As the *Osr1*^*+*^ posterior IM further develops into *Six2*^*+*^ NPs and *Foxd1*^*+*^ SPs at E11.5^14,22^, we hypothesized that modification of our NP induction protocol after the E9.5 posterior IM stage would lead to the establishment of SP induction and eventually generate the “higher-order structure” of the kidney.

In this work, we use the reverse induction approach established in our previous NP and UB lineage induction studies^14,17^. Briefly, we initially focus on the last step of SP differentiation (from E9.5 *Osr1*^*+*^ posterior IM to E11.5 *Foxd1*^*+*^ SPs) and then combine the protocol with that for the earlier stages (from mouse ESCs to posterior IM). Finally, the obtained ESC-derived SPs are combined with ESC-derived NPs and UBs to show the generation of the organotypic kidney structure, as well as the differentiation into kidney-specific stromal cell types.

## Results

### Contribution of dorsal SPs to UB branching and renal stroma

In a previous study^17^, we showed that combining E11.5 embryonic kidney-derived PDGFRA^+^ stromal cells with NPs and an isolated UB reconstituted the well-branched collecting duct structure in vitro. Because the *Foxd1*^*+*^ subpopulation among PDGFRA^+^ stromal cells gives rise to most of the kidney stroma^7^, we sorted GFP^+^PDGFRA^+^ SPs from E11.5 *Foxd1-GFP* mice and aggregated them with NPs and UBs (Supplementary Fig. 1a, b). The results showed that *Foxd1*^*+*^ SPs induced UB branching more efficiently than *Foxd1*^*−*^ cells (Supplementary Fig. 1c), proving that inclusion of *Foxd1*^+^ SPs was essential for the generation of the organotypic structure. Immunostaining of the E11.5 kidney revealed that stromal domains expressing FOXD1, TBX18, and ISL1 were aligned along the dorsoventral axis, with the FOXD1^+^ domain located most dorsally and adjacent to SIX2^+^ NPs (Fig. 1a). We genetically labeled the three stromal domains at this stage using *Foxd1CreER*^*T2*^, *Tbx18MerCreMer*, and *Isl1MerCreMer* mice, and confirmed that *Foxd1*^*+*^ SPs contributed to the majority of the intrarenal stroma at E15.5, *Tbx18*^*+*^ SPs mainly contributed to the stroma surrounding the ureter, and *Isl1*^*+*^ SPs contributed to the lower urinary tract including the bladder and urethra (Supplementary Fig. 1d), consistent with the previous reports^7,23,24^.

**Fig. 1:**
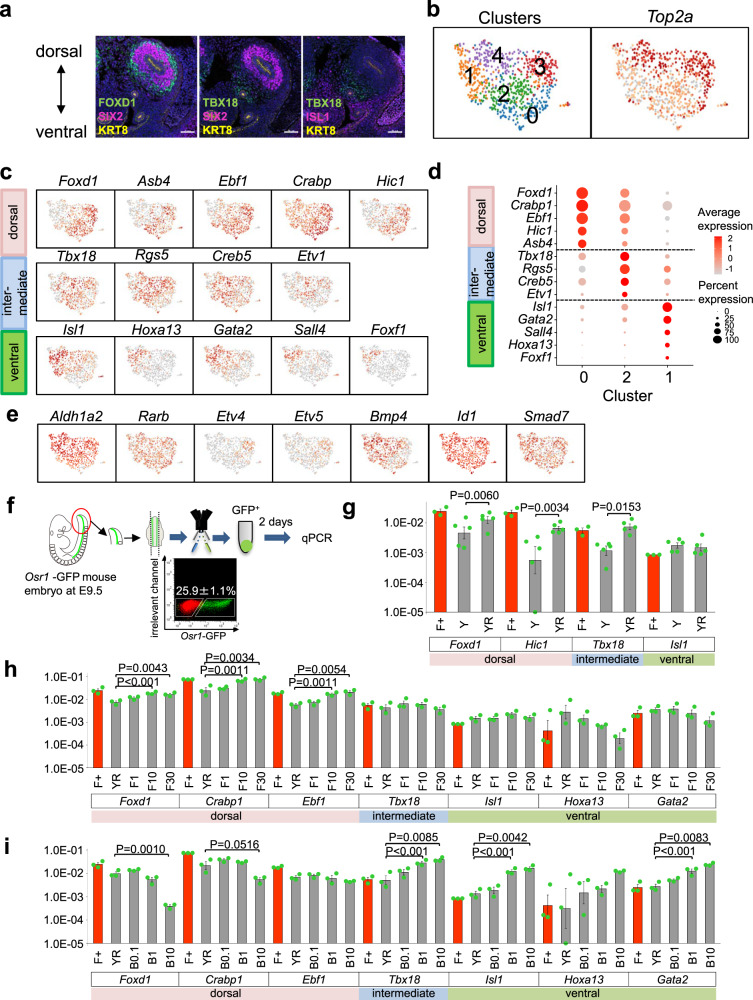
RA, FGF, and BMP signaling regulate dorsoventral patterning of renal SPs. **a** Three domains of SPs, shown by immunostaining of the kidney at E11.5. Two biologically independent mice were examined in two separate experiments. Left panel: FOXD1^+^ dorsal SPs (green); middle panel: TBX18^+^ intermediate SPs (green); right panel: ISL1^+^ ventral SPs (magenta). SIX2 and KRT8 are also stained to mark NPs and UBs, respectively. Scale bars: 15 μm. **b**–**e** scRNA-seq analysis of the stromal cells in the mouse E11.5 kidney. **b** UMAP plots showing five clusters, with two representing *Top2a*^+^ proliferating cells. Representative genes in dorsal, intermediate, and ventral SPs, shown as UMAP plots (**c**) and dot plots (**d**). **e** UMAP plots showing signal-related genes. **f** Schematic diagram of isolation of *Osr1-GFP*^*+*^ cells from E9.5 embryos, followed by a 2-day culture. **g**–**i** Expression of stromal domain-related genes after the culture, analyzed by qRT-PCR. **g** RA induces dorsal SP-related genes (*n* = 5 biologically independent experiments). **h**, **i** RA and FGF9 induce dorsal SP-related genes, while RA and BMP4 induce intermediate and ventral SP-related genes (*n* = 3 biologically independent experiments). Relative mRNA expression levels normalized to β-actin gene expression are shown as mean ± SEM. Two-sided Student’s *t*-test was performed in (**g**) and Dunnett’s multiple comparison test (two-sided) was performed in (**h**, **i**). The source data are provided as a Source Data file. F+: Foxd1-GFP^+^PDGFRA^+^ dorsal SPs harvested at E11.5 (non-cultured; presented as a reference); Y: Y27632 (10 μM ); R: RA (0.1 μM); F1: FGF9 (1 ng/ml); F10: FGF9 (10 ng/ml); F30: FGF9 (30 ng/ml); B0.1: BMP4 (0.1 ng/ml); B1: BMP4 (1 ng/ml); B10: BMP4 (10 ng/ml).

### Dorsoventral SP patterning by FGF/BMP signaling

To understand the development of SPs along the dorsoventral axis, we performed single-cell RNA-sequencing (scRNA-seq) of the E11.5 kidney, which revealed separate clusters of NPs (*Six2*^+^), UBs (*Ret*^+^), stromal cells (*Pdgfra*^+^), and endothelial cells (ECs; *Pecam1*^+^) in UMAP plots (Supplementary Fig. 1e). 

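The E11.5 kidney was sequenced as 1 library with a 10x Genomics 3′ kit on an Illumina HiSeq, and the authors counted unique molecular identifiers (UMIs) per gene and barcode with Cell Ranger 3.0.2. They deposited these counts without normalization for 1261 barcodes called as cells and 20672 genes, with 42994482 UMIs in all, and the paper gives 1294 cells. Each condition of the study has 1 library, so no test between conditions was made, and intervals cover counting error only unless stated otherwise. Cells with at least 500 genes and at most 20% mitochondrial UMIs were kept, which left out none, and the median depth was 31478 UMIs. The counts of each cell were scaled to 10000 and log-transformed, and the 2000 most variable genes, without the genes reported as results, were reduced to 46 principal components. Leiden clustering at resolution 2 on a graph of the 20 nearest neighbours gave 18 clusters. A cluster was named "X-like" after the marker list with the highest mean log2(CPM + 10) relative to the clusters of all kidney, organoid and culture libraries, where CPM were computed from the UMIs summed over its cells, and it stayed unnamed below a score of 0.5. No doublets were removed in the main analysis. Stroma-like clusters held 606 cells, or 48.1% (exact binomial 95% interval 45.3 to 50.9), NP-like clusters 366, UB-like clusters 73 and endothelium-like clusters 32, and 159 cells (12.6%) stayed unnamed. *Six2* (ENSMUSG00000024134) was at 186 CPM (179 to 193) in NP-like cells, where the interval is the exact 95% Poisson interval of the count, and at 8.36 (7.10 to 9.78) in stroma-like cells. *Ret* (ENSMUSG00000030110) was at 147 CPM (134 to 161) in UB-like and 1.39 (0.911 to 2.04) in stroma-like cells. *Pdgfra* (ENSMUSG00000029231) was at 114 CPM (109 to 119) in stroma-like and 6.36 (5.11 to 7.82) in NP-like cells. The 159 unnamed cells held *Pdgfra* at 107 CPM (97.8 to 117), and they are left out of every stroma-like value. *Pecam1* (ENSMUSG00000020717) was at 210.3 CPM (190.4 to 232) in endothelium-like and 2.68 (1.99 to 3.53) in stroma-like cells.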

Re-clustering of the extracted stromal cells showed that the stromal cells could be further divided into five subdomains: two with proliferation-related signatures and three likely representing *Foxd1*^*+*^, *Tbx18*^+^, and *Isl1*^+^ progenitors (Fig. 1b, c). 

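The stroma-like cells were clustered again by themselves at resolution 1, which gave 8 subclusters of 134, 96, 86, 79, 61, 58, 52 and 40 cells. *Foxd1* (ENSMUSG00000078302) was highest in the subcluster of 86 cells, at 412 (391 to 434) CPM, and was between 289.7 and 358 CPM in the subclusters of 134, 79 and 96 cells. *Tbx18* (ENSMUSG00000032419) was highest in the subcluster of 58 cells, at 136 (120.5 to 153) CPM, which also held *Isl1* at 215 (195 to 236) CPM. *Isl1* (ENSMUSG00000042258) was highest in the subcluster of 40 cells, at 452 (409 to 499) CPM, followed by the subcluster of 61 cells at 334 (309.7 to 361) CPM. The proliferation gene *Top2a* (ENSMUSG00000020914) reached 1031 (987 to 1076) CPM in the subcluster of 58 cells and 907 (876 to 939.6) CPM in that of 86 cells. It was at 712, 525 and 371 CPM in those of 61, 79 and 52 cells, and at 86.4, 80.9 and 61.4 CPM in those of 96, 134 and 40 cells. To compare the domains, stroma-like cells were grouped by which of the 3 genes had a UMI. *Foxd1* alone was found in 90 cells, *Tbx18* alone in 8 and *Isl1* alone in 65, while 410 cells (67.7%) had UMIs of more than 1 of the 3 and 33 had none. A cell without a UMI of a gene may still express it, and a cell with 1 may not. In the 32 endothelium-like and 25 erythroid-like cells of this library 40.6% and 32.0% had a UMI of *Foxd1*, 28.1% and 4.00% of *Tbx18*, and 56.2% and 8.00% of *Isl1*, so free RNA in the droplets is not excluded as a source of part of the cells with more than 1 of the genes. Median depths were 25055.5, 20708 and 23533 UMIs in the first 3 groups, 31822 in cells with more than 1 of the genes and 18761 in those with none.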

Marker genes for the three populations were also identified (Fig. 1c, d). 

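*Crabp1* (ENSMUSG00000032291) was at 552 CPM (523 to 583) in *Foxd1*-only, 166 (106 to 246) in *Tbx18*-only and 184 (164 to 206) in *Isl1*-only cells. *Ebf1* (ENSMUSG00000057098) and *Hic1* (ENSMUSG00000043099) were also highest in *Foxd1*-only cells, at 293 CPM (271 to 315) and 71.0 (60.7 to 82.5), against 45.1 (35.5 to 56.5) and 11.4 (6.88 to 17.8) in *Isl1*-only cells, but the interval of *Ebf1* in *Tbx18*-only cells (162 to 328) covers its *Foxd1*-only value. *Asb4* (ENSMUSG00000042607) was at 97.3 CPM (85.2 to 111) in *Foxd1*-only, 186 (123 to 271) in *Tbx18*-only and 7.82 (4.16 to 13.4) in *Isl1*-only cells. *Rgs5* (ENSMUSG00000026678) was also highest in *Tbx18*-only cells, at 352 CPM (262 to 463), and so were *Creb5* (ENSMUSG00000053007), *Etv1* (ENSMUSG00000004151) and *Gata2* (ENSMUSG00000015053), at 89.7 (47.8 to 153), 27.6 (7.52 to 70.7) and 117 (68.3 to 188). The intervals of *Creb5* and *Etv1* overlap those of both other groups, and that of *Gata2* the interval of *Isl1*-only cells, at 84.2 CPM (70.8 to 99.3). *Sall4* (ENSMUSG00000027547), *Hoxa13* (ENSMUSG00000038203) and *Foxf1* (ENSMUSG00000042812) were highest in *Isl1*-only cells, at 42.1 CPM (32.8 to 53.2), 24.7 (17.7 to 33.4) and 61.9 (50.6 to 75.1), against at most 3.76 (1.72 to 7.13) in *Foxd1*-only cells. No UMI of these 3 genes was counted in the 8 *Tbx18*-only cells, which are too few to place a gene. Over the 5160 genes with at least 100 UMIs in the *Foxd1*-only and *Isl1*-only cells together, and apart from the defining genes themselves, the largest log2 ratios of *Foxd1*-only over *Isl1*-only cells were 5.61 (4.55 to 6.93) for *Acta2*, 4.38 (2.99 to 6.28) for *Actc1*, 3.97 (3.44 to 4.55) for *Shisa3* and 3.64 (2.63 to 4.88) for *Sncg*. In the other direction they were −6.21 (−9.28 to −4.32) for *Foxf1*, −5.74 (−7.38 to −4.49) for *Hlx*, −4.91 (−6.38 to −3.74) for *Foxf2* and −4.41 (−5.21 to −3.70) for *Sst*. Their intervals come from the exact binomial distribution of the 2 counts given their sum.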

Several signaling-related genes were expressed in the stroma: *Rarb* (RA signal indicator) in the entire stroma, *Etv4* and *Etv5* (FGF signal indicators) in the *Foxd1*^+^ domain, and *Id1* and *Smad7* (BMP signal indicators) in the *Tbx18*^+^ and *Isl1*^+^ domains (Fig. 1e). 

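*Rarb* (ENSMUSG00000017491) was at 46.3 CPM (38.1 to 55.8) in *Foxd1*-only, 69.0 (33.1 to 127) in *Tbx18*-only and 49.9 (39.8 to 61.9) in *Isl1*-only cells. Over all stroma-like cells it was at 48.2 CPM (45.1 to 51.5), against 15.0 (13.0 to 17.1) in NP-like, 24.9 (19.7 to 31.0) in UB-like and 22.7 (16.5 to 30.5) in endothelium-like cells. *Etv4* (ENSMUSG00000017724) was at 23.4 CPM (17.7 to 30.4) in *Foxd1*-only and 3.01 (0.976 to 7.02) in *Isl1*-only cells, and none of its UMIs was counted in the 8 *Tbx18*-only cells. *Etv5* (ENSMUSG00000013089) was at 19.2 CPM (14.1 to 25.6) in *Foxd1*-only, 6.90 (0.175 to 38.4) in *Tbx18*-only and 6.01 (2.88 to 11.1) in *Isl1*-only cells. *Id1* (ENSMUSG00000042745) was at 279.7 CPM (259 to 302) in *Foxd1*-only, 455 (352 to 579) in *Tbx18*-only and 402 (372 to 434) in *Isl1*-only cells. *Smad7* (ENSMUSG00000025880) was at 50.9 CPM (42.3 to 60.8) in *Foxd1*-only, 62.1 (28.4 to 118) in *Tbx18*-only and 104 (89.1 to 121) in *Isl1*-only cells. For *Etv4* and *Etv5* summed, 102 UMIs in *Foxd1*-only cells and 15 in *Isl1*-only cells gave a log2 ratio of *Foxd1*-only over *Isl1*-only cells of 2.24 (1.45 to 3.13). For *Id1* and *Smad7* summed, 842 UMIs in *Isl1*-only and 792 in *Foxd1*-only cells gave a log2 ratio of *Isl1*-only over *Foxd1*-only cells of 0.61 (0.47 to 0.76). Both ratios depended most on the rule that names the clusters. Under naming rule 3, an earlier version that left 60.3% of the cells unnamed, they were 0.10 and −0.07.

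**Figure D1:**
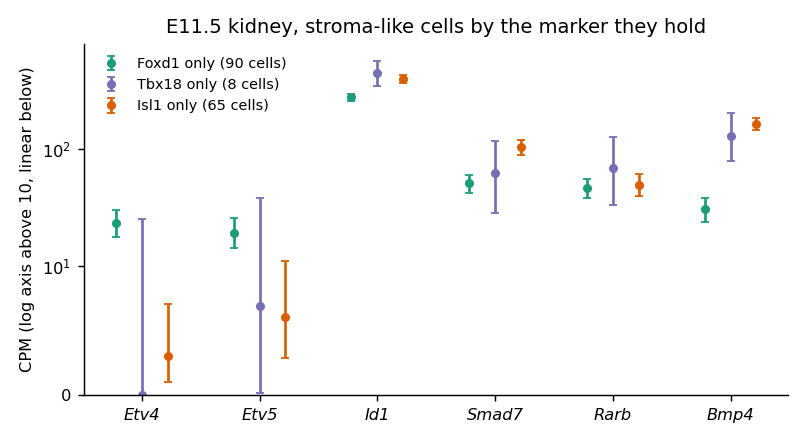
CPM of *Etv4*, *Etv5*, *Id1*, *Smad7*, *Rarb* and *Bmp4* in stroma-like cells of the E11.5 kidney with UMIs of *Foxd1* only (90 cells), *Tbx18* only (8 cells) or *Isl1* only (65 cells), on an axis that is logarithmic above 10 and linear below. Points are pooled values and bars their exact 95% Poisson intervals, and *Etv4* falls from 23.4 to 3.01 between the *Foxd1*-only and *Isl1*-only cells.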

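*Fgf20* (ENSMUSG00000031603) was at 11.9 CPM (10.1 to 13.8) in the NP-like cells of the E11.5 kidney and at 0.637 (0.0772 to 2.30) in UB-like cells, and 2 UMIs of it were counted in all stroma-like cells. *Fgf9* (ENSMUSG00000021974) was at 10.3 CPM (8.71 to 12.1) in NP-like, 16.9 (12.7 to 22.1) in UB-like and 0.697 (0.371 to 1.19) in stroma-like cells. *Bmp4* (ENSMUSG00000021835) was at 87.1 CPM (82.9 to 91.4) in stroma-like, 15.4 (13.4 to 17.6) in NP-like, 9.24 (6.19 to 13.3) in UB-like and 38.2 (30.0 to 48.0) in endothelium-like cells. Within the stroma-like cells it was at 165 CPM (146 to 186) where *Isl1* alone was detected, 131 (78.9 to 205) where *Tbx18* alone was detected and 30.5 (23.9 to 38.3) where *Foxd1* alone was detected. *Aldh1a2* (ENSMUSG00000013584) was at 266 CPM (259 to 274) in stroma-like, 99.4 (94.2 to 105) in NP-like and 26.5 (21.1 to 32.8) in UB-like cells, and at 254 CPM (234 to 275) in *Foxd1*-only and 342 (315 to 371) in *Isl1*-only cells. This gene is on a list that names clusters stroma-like, so its order between the classes is partly set by the naming. The unnamed cells, in 1 cluster of 87 cells whose leading genes include *Cck*, *Nefm* and *Tubb3* and 1 of 72 cells led by *Isl1*, *Hoxd13* and *Gata2*, held *Bmp4* at 168 CPM (157 to 181) and *Aldh1a2* at 439.8 (421 to 459.7). Their *Isl1* was at 289 CPM (274 to 305) and *Tbx18* at 107 (97.6 to 117), against 112 (107 to 117) and 68.4 (64.7 to 72.2) in stroma-like cells. The subclusters and the ratios between *Foxd1*-only and *Isl1*-only cells therefore leave out cells high in *Isl1*.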

The expression of signaling ligands/synthesis enzymes (Fig. 1e and Supplementary Fig. 1e) was consistent with previous in vivo studies, including *FGF20* expression in NPs, *FGF9* in NPs and UB tips^10^, *BMP4* in the ventral stroma adjacent to the Wolffian duct^25^, and *Aldh1a2* in the cortical stroma^11^. Thus, we hypothesized that dorsoventral signal gradients may exist in the developing renal stroma: higher FGF signal dorsally, higher BMP signal ventrally, and ubiquitous RA signal throughout the stroma.

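Without grouping single cells, the same genes can be read over the subclusters of the stroma-like cells. *Etv4* was at 28.8 (23.1 to 35.6) CPM in the subcluster of 79 cells and 24.3 (18.7 to 31.1) CPM in that of 96 cells, both high in *Foxd1*, and at 5.58 (1.81 to 13.0) CPM in the subcluster of 40 cells with the highest *Isl1*. In the largest subcluster, of 134 cells and also high in *Foxd1*, *Etv4* was at 3.797 (2.02 to 6.49) CPM. *Etv5* was at 22.5 (17.505 to 28.6) CPM, 21.6 (16.3 to 28.1) CPM, 5.58 (1.81 to 13.0) CPM and 6.13 (3.796 to 9.37) CPM in the same 4 subclusters. *Id1* was at 543 (496 to 593) CPM in the subcluster of 40 cells and 218 (200.0 to 236) CPM in that of 96 cells, and *Smad7* at 103 (82.8 to 126) CPM and 37.4 (30.3 to 45.7) CPM. In the subcluster of 134 cells, high in *Foxd1*, they were at 384 (363 to 405) and 63.7 (55.5 to 72.7) CPM, and in those of 61 and 58 cells, high in *Isl1*, *Id1* was at 388 (361 to 416) and 344 (319 to 371) CPM and *Smad7* at 82.4 (70.4 to 95.9) and 68.3 (57.4 to 80.6) CPM. Across all 8 subclusters *Rarb* ranged from 39.0 (31.7 to 47.4) to 70.4 (61.8 to 79.9) CPM. From the expression of these target genes and of the ligands and enzymes of the pathways, the paper proposes that FGF signal is higher dorsally, BMP signal higher ventrally and RA signal present throughout the renal stroma.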

A previous cell lineage study demonstrated that NPs and SPs are derived from *Osr1*^*+*^ cells, present in the IM and part of the lateral plate mesoderm (LPM) at E9.5^22^. To examine the FGF- and BMP-driven dorsoventral patterning of the stroma, we surgically removed the LPM and hindlimb buds from *Osr1-GFP* mice at E9.5, sorted the GFP^+^ posterior IM cells, and cultured them as spheres for 2 days in the presence of the above-mentioned factors, as well as Y27632 to support cell survival (Fig. 1f). Treatment of GFP^+^ posterior IM cells with FGF9 and a Wnt agonist CHIR99021 (CHIR) was previously shown to result in NP generation, while the addition of RA inhibited the NP induction^14^. In the present study, RA treatment of the same population enhanced two dorsal SP markers, *Foxd1* and *Hic1*, in addition to general stromal markers *Pbx1* and *Fat4* (Fig. 1g and Supplementary Fig. 1f). The addition of FGF9 to Y27632 and RA (YRF) further increased dorsal SP markers (*Foxd1*, *Crabp1*, *Ebf1*, *Asb4*), while ventral markers (*Hoxa13*, *Gata2*) were mildly decreased (Fig. 1h and Supplementary Fig. 1g). In contrast, BMP4 addition (YRB) markedly reduced dorsal SP markers (*Foxd1*, *Crabp1*), while markers for intermediate SPs (*Tbx18*, *Creb5*) and ventral SPs (*Isl1*, *Gata2*) were upregulated (Fig. 1i and Supplementary Fig. 1h). Thus, two signaling pathways are likely to regulate the dorsoventral patterning of renal SPs: FGF9 induces dorsal SPs, while BMP4 induces ventral and intermediate SPs.

### Isolation of the posterior IM by ROBO2-based sorting

To further evaluate the differentiation efficiency from the posterior IM toward the dorsoventral SPs, we aimed to sort the posterior IM from *Foxd1-GFP* mouse embryos. Because *Foxd1-GFP* is not expressed in the posterior IM population at E9.5, we searched for cell surface markers of the posterior IM. 

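The posterior part of the E9.5 embryo was sequenced as 1 library, counted by the authors with Cell Ranger 2.0.0, and deposited as counts of 4164 barcodes with 130170904 UMIs, where the paper gives 3794 cells. All passed the filters, at a median of 29458.5 UMIs, and they were processed by the same steps as the E11.5 kidney into 27 clusters, scored against each other on marker lists for E9.5 tissues. IM-like cells numbered 104, LPM-like 1396, PSM-like 479, somite-like 603, neural tube-like 455 and tail bud-like 405, and 135 cells (3.24%) stayed unnamed. *T* (ENSMUSG00000062327) was at 309 CPM (300.2 to 319) in tail bud-like cells, but it is on the list that named them. It was at 96.5 CPM (91.3 to 102) in PSM-like, 18.5 (16.2 to 21.0) in neural tube-like and 8.12 (6.91 to 9.48) in somite-like cells, and at 6.01 (3.67 to 9.29) in IM-like and 4.03 (3.44 to 4.68) in LPM-like cells. The 24 cells of a notochord- or hindgut-like cluster held it at 1454 CPM (1352 to 1562), and an unnamed cluster of 109 cells led by *Cldn6*, *Apela* and *Epcam* at 302 (283 to 322).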

An scRNA-seq analysis of the posterior part (caudal from the 26th somite) of E9.5 embryos showed that the *T*^+^ tail bud mesenchyme segregated into neurons and somites (paraxial mesoderm [PM]). The LPM bifurcated into splanchnic (visceral) mesoderm and somatic (parietal) mesoderm (Fig. 2a and Supplementary Fig. 2a). 

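The LPM-like cells of the E9.5 embryo fell into 6 clusters. In 1 of them, of 257 cells, the genes furthest above the rest of the library were led by *Foxf1*, *Nkx2-3* and *Hlx*, of which *Foxf1* and *Nkx2-3* are on the list that named the cluster. Another, of 203 cells, was led by *Phlda2*, *Acta2* and *Wnt2* and also held *Hand1*. The remaining 4 had as leading genes, among others, *Lhx2* and *Dlk1* (349 cells), *Prrx1*, *Tril* and *Twist1* (228 cells), *Prrx1*, *Capn6* and *Hoxd13* (213 cells), and *Pitx1*, *Crabp1* and *Lix1* (146 cells), of which *Prrx1* is on the list. Neither branch was named by itself, because the marker list covers the LPM as a whole. *Pdgfra* was at 50.5 (45.5 to 55.9) CPM in the cluster led by *Foxf1* and 71.2 (64.3 to 78.6) CPM in that led by *Phlda2*, and between 5.46 and 30.8 CPM in the other 4.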

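*Osr1* (ENSMUSG00000048387) was at 134 CPM (122 to 147) in the IM-like cells of the E9.5 embryo and 29.6 (28.0 to 31.3) in the LPM-like cells. Among the LPM-like clusters the one led by *Foxf1* held it at 93.7 (86.8 to 101) CPM and the other 5 between 11.2 and 26.3 CPM. It was at 13.7 CPM (11.8 to 15.8) in PSM-like, 6.95 (5.84 to 8.22) in somite-like and 0.778 (0.373 to 1.43) in neural tube-like cells. Within the PSM-like cells a cluster of 111 cells held it at 39.9 (33.3 to 47.5) CPM. With 1690 UMIs in the 1500 IM- and LPM-like cells and 395 in the 2664 other cells, the log2 ratio of the 2 was 3.00 (2.84 to 3.16). Removing the cells with the highest doublet scores before clustering moved it most, to 3.71.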

*Osr1* was strongly expressed in the two clusters (IM and LPM), and weakly detectable in some dispersed cells adjacent to the presomitic mesoderm (PSM) (Fig. 2b). *Wt1* showed similar, but more restricted, expression patterns. 

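*Wt1* (ENSMUSG00000016458) was at 99.8 CPM (89.4 to 111) in IM-like and 17.7 (16.4 to 19.0) in LPM-like cells, a range from 4.75 to 61.8 CPM over the LPM-like clusters. It was at 2.61 CPM (1.83 to 3.62) in PSM-like, 4.21 (3.35 to 5.22) in somite-like, 6.06 (4.33 to 8.25) in surface ectoderm-like and 0.700 (0.320 to 1.33) in neural tube-like cells. In the PSM-like cluster of 111 cells it was at 7.29 (4.62 to 10.9) CPM.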

*Grem1*, known to be expressed in the IM and MM^26,27^, was detected in the IM cluster, but not in the LPM. 

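*Grem1* (ENSMUSG00000074934) was at 65.2 CPM (56.8 to 74.5) in IM-like and 3.55 (3.00 to 4.17) in LPM-like cells, which is a log2 ratio of IM-like over LPM-like cells of 4.20 (3.89 to 4.51). Over the 6 LPM-like clusters *Grem1* ranged from 1.49 (0.307 to 4.35) to 6.77 (4.77 to 9.33) CPM. Outside the 2 classes it was at 26.9 CPM (22.8 to 31.6) in neural crest-like, 12.2 (10.7 to 13.9) in somite-like, 9.22 (7.68 to 11.0) in PSM-like and 0.778 (0.373 to 1.43) in neural tube-like cells.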

*Six2* expression was more restricted to a portion of the IM cluster. 

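*Six2* was at 15.9 CPM (11.9 to 20.8) in the IM-like cells, where 27 of 104 cells (26.0%) had a UMI of it, and at 0.715 (0.482 to 1.02) in LPM-like cells, where 2.08% had one. The median depths of the 2 groups were 30935.5 and 29028 UMIs. With every cell thinned to 2000 UMIs, which left out none, the shares were 5.77% and 0.0716%. Somite-like cells held *Six2* at 4.06 CPM (3.22 to 5.05) and PSM-like cells at 1.31 (0.774 to 2.06), and 1 UMI of it was counted in the neural tube-like cells.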

We noted that the expression of transmembrane receptor *Robo2* mostly overlapped with the *Osr1*^*+*^ IM and LPM domains (Fig. 2b). 

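Of the 735 cells with an *Osr1* UMI, 386 also had a UMI of *Robo2* (ENSMUSG00000052516), which is 52.5% (exact binomial 95% interval 48.8 to 56.2). Of the 3429 cells without an *Osr1* UMI, 640 had one, or 18.7% (17.4 to 20.0), at median depths of 30731 and 29147 UMIs. Within LPM-like cells the shares with *Robo2* were 55.2% of cells with and 29.4% of cells without *Osr1*, within PSM-like cells 41.8% and 12.5%, and within IM-like cells 69.6% (59.1 to 78.7) and 66.7% (34.9 to 90.1), the last from 8 of only 12 cells, too few to compare. Depth limits such a share, and with every cell thinned to 2000 UMIs the share of *Osr1*-positive cells with *Robo2* was 8.06%.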

In situ hybridization on a posterior region similar to that used for the scRNA-seq analysis confirmed that *Osr1* and *Robo2* mostly overlapped in the IM and LPM (Fig. 2c and Supplementary Fig. 2b). *Grem1* was specifically expressed in the posterior IM that co-expressed *Osr1* and *Robo2* (Fig. 2c and Supplementary Fig. 2b).

**Fig. 2:**
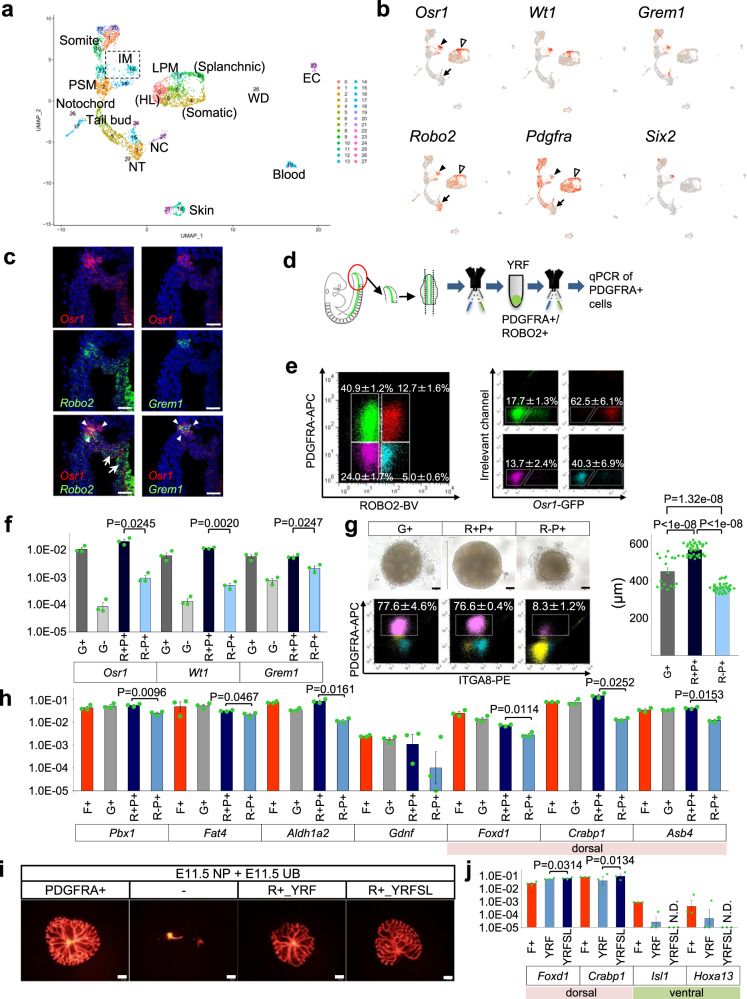
ROBO2^+^ PDGFRA^+^ IM is induced toward dorsal SPs in vitro. **a**, **b** scRNA-seq analysis of the posterior part of the E9.5 mouse embryo. **a** UMAP plots. **b** Representative genes for the IM. Black arrowheads: IM; white arrowheads: LPM; arrows: neural tube (NT). NC: neural crest; HL: hindlimb bud; WD: Wolffian duct; EC: endothelial cell. **c** In situ hybridization of *Osr1*, *Robo2*, and *Grem1* in the posterior IM at E9.5. Two biologically independent mice were examined in two separate experiments. Arrowheads: IM; arrows: LPM. Scale bars: 50 μm. **d** Isolation of ROBO2^+^PDGFRA^+^ cells from wild-type or *Osr1-GFP* embryos at E9.5, followed by a 2-day culture under the YRF condition (Y: Y27632; R: RA; F: FGF9). **e** Flow cytometric analysis before the culture. **f** Expression of IM-related genes before the culture. G+: *Osr1-GFP*^+^ cells; G−: *Osr1-GFP*^*−*^cells; R−P+: ROBO2^−^PDGFRA^+^ cells; R+P+: ROBO2^+^PDGFRA^+^ cells. Data are shown as mean ± SEM (*n* = 3 biologically independent experiments). Two-sided Student’s *t*-test was performed. **g** Spheres after the culture. Upper panels: Spheres from the indicated fractions. Scale bars: 100 μm. Right graph: Diameters of the spheres. Data are shown as mean ± SEM (*n* = 17, 36, and 31 biologically independent samples, respectively). The Tukey–Kramer test (two-sided) was performed. Lower panels: flowcytometric analysis of the induced spheres. **h** Expression of stromal domain-related genes after the culture. F+: Foxd1-GFP^+^PDGFRA^+^ dorsal SPs harvested at E11.5 (presented as a reference). G+: *Osr1-GFP*^+^ cells; R−P+: ROBO2^−^PDGFRA^+^ cells; R+P+: ROBO2^+^PDGFRA^+^ cells. Data are shown as mean ± SEM (*n* = 3 biologically independent experiments). Two-sided Student’s *t*-test was performed. **i** Aggregation assay for UB branching. The ROBO2^+^PDGFRA^+^ (R+) fractions were cultured for 2 days in the indicated conditions, combined with E11.5 embryo-derived NPs and UBs (tdTomato^+^). Scale bars: 200 μm. PDGFRA^+^: freshly isolated stromal cells from E11.5 embryos used as a reference for re-aggregation. **j** Expression of genes related to dorsoventral patterning in GFP^+^ cells cultured from the ROBO2^+ ^PDGFRA^+^ fraction of E9.5 *Foxd1-GFP* embryos. Data are shown as mean ± SEM (*n* = 3 biologically independent experiments). Two-sided Student’s *t*-test was performed. **f**–**h**, **j** The source data are provided as a Source Data file.

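*Pdgfra* was at 37.2 CPM (34.0 to 40.5) in the PSM-like cells of the E9.5 embryo, 33.5 (31.8 to 35.3) in LPM-like, 30.4 (28.1 to 33.0) in somite-like, 16.8 (14.7 to 19.0) in tail bud-like and 14.7 (10.9 to 19.5) in IM-like cells. In neural tube-like cells it was at 2.80 CPM (1.96 to 3.88). Over their 3 clusters it ranged from 1.36 (0.371 to 3.48) to 3.31 (2.25 to 4.69) CPM.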

UMAP plots showed that *Robo2-*positive neural tubes were negative for *Pdgfra*, while *Pdgfra* was expressed in the posterior IM, LPM, and PSM (Fig. 2b). Thus, we decided to test the combination of ROBO2 and PDGFRA for sorting the posterior IM. 

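*Robo2* was at 44.8 CPM (37.9 to 52.6) in IM-like, 23.0 (21.6 to 24.5) in LPM-like and 22.5 (20.0 to 25.2) in neural tube-like cells, and the intervals of the last 2 overlap. It was at 10.8 CPM (9.15 to 12.7) in PSM-like and 3.96 (3.13 to 4.94) in somite-like cells. Of the unnamed clusters, the one of 26 cells led by *Plac8*, *Wfdc2*, *Lhx1*, *Ret* and *Pax2* held it at 105 (83.3 to 130.4) CPM. From the lack of *Pdgfra* in the *Robo2*-positive neural tubes and its expression in the posterior IM, the paper reasons that ROBO2 and PDGFRA together could be tested for sorting the posterior IM.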

Because *Osr1* and *Robo2* were also expressed in the LPM, we surgically removed the LPM and hindlimb buds from the posterior part of E9.5 *Osr1-GFP* mice, and analyzed ROBO2/PDGFRA expression by flow cytometry (Fig. 2d). The ROBO2^+^PDGFRA^+^ fraction largely consisted of *Osr1-GFP*^high^ cells, while the ROBO2^−^PDGFRA^+^ fraction exhibited varying degrees of *Osr1-GFP* expression (Fig. 2e and Supplementary Fig. 2c). The expression levels of IM marker genes (*Osr1*, *Grem1*, *Wt1*) were high in the ROBO2^+^PDGFRA^+^ fraction (Fig. 2f), while PSM-related genes were enriched in the ROBO2^−^PDGFRA^+^ fraction (Supplementary Fig. 2d). Thus, the method allowed successful isolation of the posterior IM without genetic fluorescent labeling.

### Induction of dorsal SPs from the embryonic posterior IM

We sorted the ROBO2^+^PDGFRA^+^ posterior IM and ROBO2^−^PDGFRA^+^ non-IM fractions from wild-type mice and cultured them in the presence of RA and FGF9 (YRF), based on the results shown in Fig. 1. After 2 days of culture, the sizes of the spheres from the ROBO2^+^PDGFRA^+^ fraction and *Osr1-GFP*^*+*^ posterior IM fraction were significantly larger than those from the ROBO2^−^PDGFRA^+^ fraction (Fig. 2g, upper panels and right graph). A discrete PDGFRA^+^ putative SP population was generated from the ROBO2^+^PDGFRA^+^ fraction, as well as from the *Osr1-GFP*^*+*^ posterior IM fraction, but not from the ROBO2^−^PDGFRA^+^ non-IM fraction (Fig. 2g, lower panels). We then examined the gene expressions in the induced PDGFRA^+^ putative SPs. The ROBO2^+^PDGFRA^+^ IM-derived cells showed higher expression levels of pan-stromal genes and dorsal SP genes, as well as intermediate and ventral SP genes, than the ROBO2^−^PDGFRA^+^ non-IM-derived cells (Fig. 2h and Supplementary Fig. S2e), and their expression levels were almost comparable to those in cultured *Osr1-GFP*^*+*^ IM cells and freshly isolated E11.5 dorsal SPs in vivo. Furthermore, when the PDGFRA^+^ putative SPs derived from the ROBO2^+^PDGFRA^+^ IM fraction were combined with E11.5 NPs and UBs, robust UB branching was observed (Fig. 2i and Supplementary Fig. 2f). Similar experiments were not achievable from the ROBO2^−^PDGFRA^+^ fraction because few PDGFRA^+^ cells were obtained after culture. Therefore, the ROBO2^+^PDGFRA^+^ posterior IM can be induced to renal dorsal SP-like cells in vitro.

We examined the actual proportion of *Foxd1*^*+*^ cells induced in our culture conditions by utilizing *Foxd1-GFP* embryos. However, the YRF culture medium induced minimal *Foxd1*^+^ cells after 2 days of culture (Supplementary Fig. 2h). It is well known that SHH expressed in the notochord medializes the embryonic mesoderm, thereby patterning the mesoderm in a mediolateral direction^28,29^. In contrast, BMP4 expressed in the LPM antagonizes the SHH-mediated mediolateral patterning of the mesoderm^30,31^. In addition, *Grem1*, a BMP antagonist, was expressed in the posterior IM at E9.5, and BMP activity was lower in the *Foxd1*^+^ dorsal SPs at E11.5, as shown in Fig. 1. Indeed, the addition of SHH (S) to the YRF culture media increased the sphere sizes and percentages of PDGFRA^+^ cells in the spheres (Supplementary Fig. 2g). When we further added the BMP receptor antagonist LDN193189 (L) to culture of the ROBO2^+^PDGFRA^+^ fraction from E9.5 *Foxd1-GFP* embryos (YRFSL condition), higher percentages of GFP^+^ cells were detected after the culture, compared with the YRF condition (Supplementary Fig. 2h). Indeed, dorsal SP genes were increased, while ventral SP genes were downregulated (Fig. 2j and Supplementary Fig. 2i). The functional competence of the cultured cells was confirmed by aggregation with E11.5 embryonic kidney-derived NPs and an isolated UB, which resulted in extensive UB branching (Fig. 2i and Supplementary Fig. 2f). Thus, the YRFSL condition is likely to represent the optimal condition for induction of dorsal SPs from the posterior IM in embryos.

### Induction of dorsal SPs from mouse ESCs

Next, we examined whether mouse ESCs can be directionally differentiated into SPs. We adopted the previously reported NP induction protocol up to day 6.5^14^, when the cell population is likely equivalent to the posterior IM (Fig. 3a). At this stage, most of the induced cells were positive for ROBO2 (Fig. 3b). We sorted the ROBO2^+^PDGFRA^+^ fraction and cultured the cells in the SP induction condition established above. Similar to the case for cells from embryos, treatment with FGF9 (YRF) retained dorsal SP genes, while BMP4 (YRB) increased intermediate SP genes (Supplementary Fig. 3a). However, the YRF condition alone exhibited poor growth of spheres, and the addition of SHH to the culture led to marked increases in viability and PDGFRA^+^ cell numbers (Supplementary Fig. 3b). We further added LDN193189 and found that expression of dorsal SP genes was increased, while expression of intermediate and ventral SP genes was decreased (Supplementary Fig. 3c). Furthermore, we compared the induced SPs (iSPs) with non-directionally induced stroma (nd-iS, Supplementary Fig. 3d): PDGFRA^+^ cells co-induced from mouse ESCs by the NP induction protocol, which employed Y27632, FGF9, and CHIR in the last step^14^. As expected, the expression of dorsal SP genes was higher in iSPs than in nd-iS (Fig. 3c). *Aldh1a2*, which regulates UB branching, and *Fat4*, which controls NP differentiation, were expressed more abundantly in iSPs than in nd-iS (Fig. 3c). This induction protocol was also applicable to another mouse ESC line (G4-2), in which the iSPs exhibited similar gene expression features (Supplementary Fig. 3e).

**Fig. 3:**
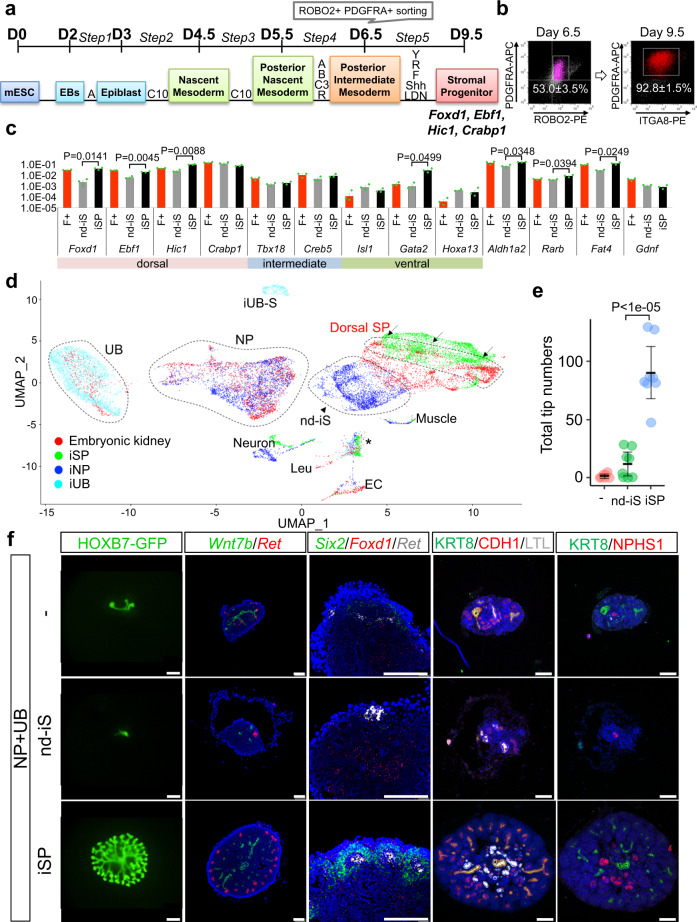
Mouse ESC-derived SPs support the generation of the complex kidney structure. **a** SP induction protocol from mouse ESCs. A: ActivinA (10 ng/ml); B: BMP4 (3 ng/ml); C10: CHIR (10 µM); C3: CHIR (3 µM); R: RA (0.1 μM); F: FGF9 (10 ng/ml). **b** Flow cytometric analysis of the induced cells at day 6.5 and 9.5. **c** Comparison of expression levels of stromal domain-related genes between nd-iS and iSPs. F+: Foxd1-GFP^+^PDGFRA^+^ dorsal SPs harvested at E11.5 (non-cultured; presented as a reference). Data are shown as mean ± SEM (*n* = 3 biologically independent experiments). Two-sided Student’s *t*-test was performed. The source data are provided as a Source Data file. **d** scRNA-seq analysis of mouse ESC-derived progenitors (iSPs, iNPs, iUBs) and E13.5 embryonic kidney. UMAP plots are shown. Arrows: dorsal SPs of the embryonic kidney. Arrowhead: nd-iS co-induced with iNP. EC: endothelial cells; Leu: leucocytes; iUB-S: stroma co-induced with iUB; *: dying cells. **e** UB branch numbers in the aggregates. Data are shown as mean ± SEM (*n* = 7, 7, and 8 biologically independent samples, respectively). The Tukey–Kramer test (two-sided) was performed. The source data are provided as a Source Data file. **f** Aggregates formed without stromal cells (−), with nd-iS, or with iSPs. NPs and UBs are isolated from the E11.5 embryonic kidneys. 1st column: GFP images of UBs; 2nd column: in situ hybridization of *Wnt7* (UB stalks) and *Ret* (UB tips); 3rd column: in situ hybridization of *Six2* (NPs), *Foxd1* (SPs), and *Ret* (UB tips); 4th column: immunostaining of KRT8 (UBs), CDH1 (UBs, distal tubules), and LTL (proximal tubules); 5th column: immunostaining of KRT8 (UBs) and NPHS1 (glomerular podocytes). Scale bars: 100 μm. Six aggregates in each condition obtained from three independent experiments were analyzed.

scRNA-seq analyses of the iSPs showed the main *Pdgfra*^+^ iSP clusters, with a few off-target clusters that were negative for *Pdgfra* but expressed genes related to ECs, neurons, or muscles (Fig. 3d). 

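The iSP and iNP cultures (day 9.5 of induction), the iUB culture (day 9.25) and the E13.5 kidney were each sequenced as 1 library. The authors counted UMIs with Cell Ranger 4.0.0 for the cultures and the files name version 3.1.0 for the E13.5 kidney, and they deposited counts of 4737, 5526, 4474 and 5495 barcodes. After the filters described for the E11.5 kidney 4028, 5300, 3878 and 5120 cells were kept, with medians of 23785.5, 23601, 32838.5 and 13558.5 UMIs, and each library was clustered by itself and named by the same rule. Unnamed cells made up 20.4%, 12.9%, 16.2% and 9.92%. In the iSP culture 1999 cells, or 49.6% (exact binomial 95% interval 48.1 to 51.2), were stroma-like. Naming rule 1, tried first and dropped, named none of them stroma-like and left 97.2% of the culture unnamed. Somite-like cells numbered 1007, neural-like 150, skeletal muscle-like 30 and endothelium-like 22. A cluster of 89 neural-like cells was led by *Neat1*, *Fst* and the stress gene *Hspb1*. *Pdgfra* was at 123 CPM (120.3 to 126) in stroma-like cells of the iSP culture and 69.6 (66.6 to 72.8) in somite-like cells. It was at 27.3 CPM (21.8 to 33.7) in neural-like, 13.1 (6.99 to 22.5) in endothelium-like and 4.00 (1.47 to 8.72) in muscle-like cells, and at 58.7 (54.9 to 62.6) in unnamed cells. *Pecam1* was at 209 CPM (182 to 239.7) in its endothelium-like cells.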

The NP induction protocol from mouse ESCs produced ITGA8^+^PDGFRA^−^ NP clusters, PDGFRA^+^ nd-iS clusters, and a few PDGFRA^−^ (EC-like, neuron-like, or muscle-like) off-target clusters (Fig. 3d). 

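In the iNP culture 1338 cells were NP-like, or 25.2% (exact binomial 95% interval 24.1 to 26.4), and 2056 (38.8%) were stroma-like, which the paper calls nd-iS. Naming rule 1 moved the NP-like share most, to 3.87%. Early nephron-like cells numbered 381, neural-like 457, somite-like 156, skeletal muscle-like 129 and endothelium-like 97. With likely doublets removed before clustering, no cluster was somite-like. A stroma-like cluster of 356 cells was led by genes that include the stress genes *Atf5* and *Ddit3*. *Itga8* (ENSMUSG00000026768) was at 52.8 CPM (50.7 to 54.9) in NP-like, 52.6 (48.5 to 57.0) in early nephron-like, 18.2 (16.9 to 19.5) in stroma-like and 8.62 (5.89 to 12.2) in somite-like cells. *Pdgfra* was at 1.80 CPM (1.43 to 2.24) in NP-like, 75.1 (72.5 to 77.7) in stroma-like and 3.50 (1.86 to 5.99) in somite-like cells, and at 9.26 (7.98 to 10.7) in unnamed cells. *Pecam1* was at 115 CPM (98.7 to 133) in endothelium-like cells.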

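*Foxd1* was at 545 CPM (538 to 551) in the stroma-like cells of the iSP culture, 47.3 (45.2 to 49.4) in those of the iNP culture (nd-iS) and 239 (233 to 244) in those of the E13.5 kidney. *Tbx18* was at 3.78 CPM (3.27 to 4.35), 9.81 (8.88 to 10.8) and 50.4 (47.9 to 53.0) in the same 3 groups, and *Isl1* at 0.617 (0.422 to 0.871), 45.1 (43.1 to 47.2) and 1.13 (0.782 to 1.58). In a joint principal component analysis without *Foxd1*, the 30 nearest E13.5 stroma-like cells of each stroma-like culture cell were found. The mean share of these neighbours with a *Foxd1* UMI was 94.3% (93.1 to 95.2) for the iSP culture and 91.9% (90.7 to 93.1) for nd-iS, against 69.7% of all E13.5 stroma-like cells. The intervals take each culture cell as 1 draw, although cells share neighbours, so they do not measure the spread of this mean. Thinning every E13.5 cell to 2000 UMIs moved both shares most, to 47.9% and 43.9%, against 34.4% of all E13.5 stroma-like cells. Over 11338 genes some of the largest log2 ratios of stroma-like cells of the iSP culture over those of the iNP culture were 9.64 (7.16 to 14.94) for *Gli1*, 8.01 (6.46 to 10.29) for *Lrrc7*, at least 7.86 for *Lhx3* and 7.62 (6.06 to 9.90) for *Prmt8*. The lowest were −10.53 (−15.83 to −8.05) for *Nxph4*, −10.49 (−13.53 to −8.63) for *Ndufa4l2*, −9.44 (−14.74 to −6.95) for *Six2*, −9.26 (−12.31 to −7.41) for *Msx1* and −8.58 (−9.54 to −7.78) for *Irx3*.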

The merged UMAP plots showed that the iSP clusters partly overlapped with the dorsal SPs in the embryonic kidney (Fig. 3d).

We next examined whether the ESC-derived iSPs satisfied the function of SPs; ability to induce UB branching and NP differentiation. For this purpose, we isolated NPs from wild-type E11.5 embryos and UBs from E11.5 *Hoxb7-GFP* embryos, and combined them with the sorted iSPs derived from ESCs (Supplementary Fig. 3f). Reaggregation of NPs and UBs without stromal cells or with nd-iS resulted in poor branching at day 7 of culture (Fig. 3e, f). In contrast, the inclusion of iSPs produced marked UB branching (Fig. 3e, f). We also confirmed that our optimized condition (YRFSL) evoked greater numbers of UB branches than the condition lacking LDN193189 (Supplementary Fig. 3g). Section in situ hybridization revealed expression of *Ret* in UB tips and *Wnt7b* in UB stalks of the kidney organoids containing iSPs (Fig. 3f, 2nd column), indicating that tip-stalk identity along the corticomedullary axis was established. *Six2*^+^ NPs and *Foxd1*^+^ SPs accumulated around *Ret*^+^ UB tips (Fig. 3f, 3rd column), demonstrating maintenance of NPs and SPs resulting in the formation of the nephrogenic niche. Furthermore, multiple nephron cell types (glomeruli, proximal, and distal renal tubules) were formed in iSP-containing organoids (Fig. 3f, 4th and 5th columns). Thus, mouse ESC-derived iSPs possess the functionality to generate the complex kidney structure when combined with mouse embryo-derived UBs and NPs, by organizing UB branching and NP differentiation.

### Kidney organoids completely derived from ESCs

We previously reported induction protocols for NP and UB organoids^14,17^. Our scRNA-analysis showed that the mouse ESC-derived iNP and iUB clusters overlapped with their in vivo counterparts (Fig. 3d). Thus, we generated the kidney structure solely derived from ESCs, by combining differentially induced NPs, UBs, and SPs (iNPs, iUBs, and iSPs). 

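The NP-like cells of the iNP culture held *Six2* at 359 CPM (353 to 364), against 245 (237 to 253) in the NP-like cells of the E13.5 kidney. *Osr1* was at 124 CPM (121 to 128) and 137 (131 to 143) in the same 2 groups, *Wt1* at 71.8 (69.3 to 74.3) and 237 (229 to 245), and *Itga8* at 48.1 (44.8 to 51.7) in the E13.5 cells. In the iUB culture 3167 cells (81.7%) were UB-like. They held *Ret* at 137 CPM (135 to 139), against 65.0 (59.5 to 70.8) in the UB-like cells of the E13.5 kidney.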

We used *Hoxb7-GFP* ESCs^17^ that specifically express GFP in the UB lineage to allow monitoring of UB branching in the organoids. We induced the *Hoxb7-GFP* ESCs into the three lineages using the different protocols, reaggregated the three progenitor populations, and cultured them for 7 days in the absence of growth factors (Fig. 4a). PDGFRA^−^ off-target cells co-induced with iNPs or iSPs, as well as PDGFRA^+^ nd-iS, were likely to be eliminated by sorting based on ITGA8/PDGFRA expression. 

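At the level of RNA, *Itga8* was at 38.3 CPM (36.6 to 40.0) in the stroma-like and 26.2 (24.4 to 28.2) in the somite-like cells of the iSP culture. Among stroma-like cells of the iNP culture the share with a *Pdgfra* UMI was 66.4%, against 3.89% of its NP-like cells, at median depths of 18736 and 32167 UMIs. After thinning to 2000 UMIs, which left out 9 and 2 of these cells, the shares were 14.9% and 0.225%. For *Itga8* they were 65.2% of NP-like and 19.3% of stroma-like cells, and 10.9% and 3.08% after thinning. From the expression of ITGA8 and PDGFRA, the paper proposes that sorting on both eliminated the PDGFRA-negative off-target cells and the nd-iS.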

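No cluster of the iUB culture was named stroma-like. Its 4 unnamed clusters include 1 of 284 cells led by genes that include *Sfrp1*, *Col3a1* and *Meis2*, which held *Pdgfra* at 30.6 (26.9 to 34.6) CPM, and 1 of 141 cells led by genes that include *Nkd1*, *Col3a1* and *Lum*, which held it at 36.9 (30.4 to 44.3) CPM. *Col3a1*, *Meis2* and *Lum* are on the stroma marker list. UB-like cells of the same culture held *Pdgfra* at 0.461 CPM (0.357 to 0.585).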

The iUBs also contained stroma-like cells (Fig. 3d). However, most of these cells, which were located in the central portion of the organoids^32^, were likely to be surgically removed when the aggregates were prepared because we only used epithelial buds sprouting out of the UB organoids.

**Fig. 4:**
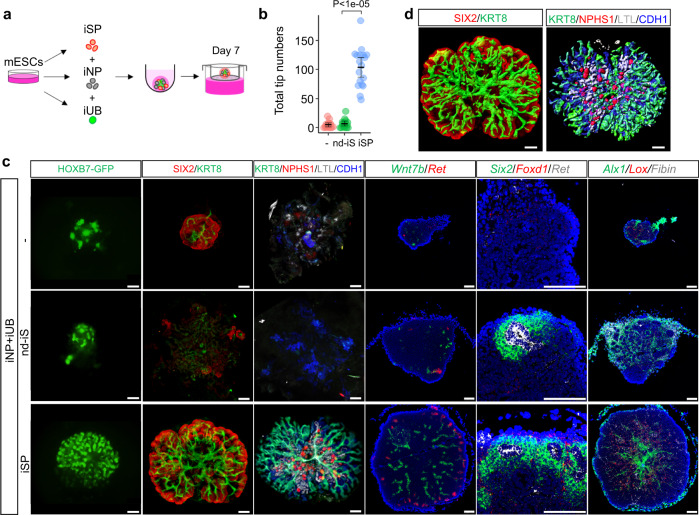
Kidney organoids solely derived from ESCs exhibit the organotypic “higher-order structure” in vitro. **a** Schematic diagram of kidney organoid formation. iSPs, iNPs, and iUBs derived from *Hoxb7-GFP* mouse ESCs are combined, and cultured at the air/liquid interface for 7 days. **b** UB branch numbers in kidney organoids. Data are shown as mean ± SEM (*n* = 16, 15, and 18 biologically independent samples, respectively). The Tukey–Kramer (two-sided) test was performed. The source data are provided as a Source Data file. **c** Mouse ESC-derived organoids formed without stromal cells (−), with nd-iS, or with iSPs. 1st column: GFP images of UBs; 2nd column: whole-mount immunostaining of SIX2 (NPs) and KRT8 (UBs); 3rd column: whole-mount immunostaining of KRT8 (UBs), NPHS1 (glomerular podocytes), LTL (proximal tubules), and CDH1 (UBs, distal tubules); 4th column: in situ hybridization of *Wnt7* (UB stalks) and *Ret* (UB tips); 5th column: in situ hybridization of *Six2* (NPs), *Foxd1* (SPs), and *Ret* (UB tips); 6th column: in situ hybridization of *Alx1* (medullary stroma), *Lox* (cortical stroma), and *Fibin* (outer layer of cortical stroma). Scale bars: 100 μm. Six organoids in each condition obtained from three independent experiments were analyzed. **d** Digitized images of the whole-mount staining data in the 2nd and 3rd columns of (**c**). Scale bars: 100 μm. Four organoids obtained from two independent experiments were analyzed.

Organoids derived from the three induced progenitors exhibited robust UB branching, with higher branching numbers than organoids generated from iNPs and iUBs alone, or iNPs, iUBs, and nd-iS (Fig. 4b, c). NPs were distributed at the periphery of the branching UBs (Fig. 4c, 2nd column, Fig. 4d), while nephrons (glomeruli, proximal and distal renal tubules) were formed inside the organoids (Fig. 4c, 3rd column, Fig. 4d). The tip-stalk identity of the UBs was established, as shown by *Ret* and *Wnt7b* expression (Fig. 4c, 4th column), and *Six2*^+^ NPs and *Foxd1*^+^ SPs accumulated around the UB tips (Fig. 4c, 5th column). The stroma also became patterned in a corticomedullary manner, as determined by in situ hybridization (Fig. 4c, 6th column). A medullary stromal gene *Alx1* was clearly detected in the central region, while a cortical stromal gene *Lox* was expressed in the outer layer of the organoids. Another cortical stromal gene, *Fibin*, was expressed, albeit weakly, in the outermost layer. These expression patterns were similar to those in the embryonic kidney (Supplementary Fig. 4a) and consistent with previous scRNA-seq analyses^2,3^. Thus, by establishing the iSP induction protocol, we successfully generated kidney organoids completely derived from ESCs with recapitulation of the “higher-order structure”: nephrons and stroma distributed along the tip-stalk orientation of branching UBs.

### Multiple stromal cell types formed upon transplantation

To further promote the organoid development, we transplanted the ESC-derived kidney rudiments under the kidney capsule of immunodeficient mice. The kidney organoids with iSPs showed robust UB branching, and had grown in size (1.62 ± 0.25 mm × 0.9 ± 0.18 mm, *n* = 6 biologically independent samples) at day 14 post-transplantation (Fig. 5a). In contrast, the organoids with nd-iS showed poor UB branching (Fig. 5a) and smaller sizes (1.14 ± 0.26 mm × 0.58 ± 0.15 mm, *n* = 6 biologically independent samples, *p* = 0.003). In this in vivo setting, iUBs underwent further maturation toward collecting ducts with an expression of AQP2 (principal cell marker) and CAR2 (intercalated cell marker) (Fig. 5a, 2nd and 3rd columns). Nephrons were aligned in a corticomedullary manner with peripherally located proximal renal tubules and the centrally located loops of Henle (Fig. 5a, fourth column). A medullary stromal gene *Alx1* was expressed in central regions of the organoids, and the innermost region expressed *Wnt4* in a partly overlapping manner with *Alx1* (Fig. 5b, 1st and 2nd columns), which was similar to the situation in vivo (Supplementary Fig. 4a). These observations indicate the formation of the deeper medullary stroma, and are consistent with a previous report on *Wnt4* expression^33^. In contrast, organoids with nd-iS exhibited poorly patterned nephrons, UBs/collecting ducts, and stroma (Fig. 5a, b).

**Fig. 5:**
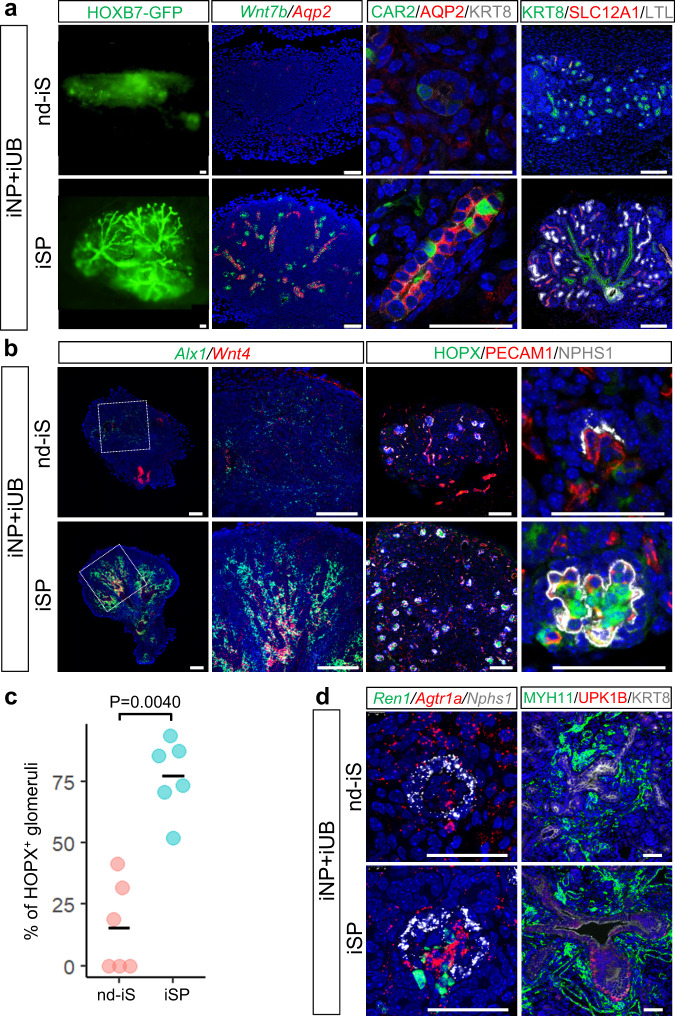
Multiple types of interstitial cells are differentiated in the ESC-derived kidney upon transplantation. **a** Differentiation of UBs and nephrons in mouse ESC-derived transplanted organoids (generated using iSPs or nd-iS). 1st column: GFP images of UBs; 2nd column: in situ hybridization of *Wnt7b* (UB stalks) and *Aqp2* (principal cells); 3rd column: immunostaining of CAR2 (intercalated cells), AQP2 (principal cells), and KRT8 (UBs); 4th column: immunostaining of KRT8 (UBs), SLC12A1 (loops of Henle), and LTL (proximal tubules). Scale bars: columns 1–3, 50 µm; column 4, 100 µm. Six organoids in each condition obtained from three independent experiments were analyzed. **b** Differentiation of stromal cells. 1st column: in situ hybridization of *Alx1* (medullary stroma) and *Wnt4* (innermost medullar stroma); 2nd column: magnified images of the first columns; 3rd column: immunostaining of HOPX (mesangial cells), PECAM1 (ECs), and NPHS1 (glomerular podocytes); 4th column: magnified images of the 3rd columns. Scale bars: 100 μm. **c** Percentages of glomeruli equipped with HOPX^+^ mesangial cells. Data are shown as mean ± SEM. Six organoids in each condition obtained from three independent transplantation experiments were analyzed. All organoids were serially sectioned, and two sections per organoid were stained to calculate the percentages of HOPX^+^ mesangial cells. The non-parametric Mann–Whitney U test (two-sided) was performed. The source data are provided as a Source Data file. **d** Differentiation of mesangial cells and ureteric stroma. 1st column: in situ hybridization of *Ren1* (renin cells), *Agtra1* (mesangial cells), and *Nphs1* (podocytes); 2nd column: staining of MYH11 (ureteric stroma), UPK1B (ureter epithelium), and KRT8 (UBs). Scale bars: 50 μm. All of the data were obtained at day 14 post-transplantation, except for the GFP images of UBs obtained at day 10 post-transplantation. Six organoids in each condition obtained from three independent experiments were analyzed.

We examined the development of glomeruli in more detail because SPs in vivo are known to differentiate into specialized stromal cells: mesangial cells, which form inside the glomeruli, and renin cells, which surround the afferent arterioles coming into the glomeruli^7,34^. As we previously reported^35^, glomeruli in the transplants were well vascularized with PECAM1^+^ ECs and the slit diaphragm-related protein NEPHRIN was distributed in a linear manner on the basal side (facing the ECs) of the podocytes (Fig. 5b, 3rd and 4th columns). Inside these glomeruli, we detected cells positive for HOPX, a representative mesangial cell marker. The percentages of HOPX^+^ glomeruli in organoids with iSPs were significantly higher than those in organoids with nd-iS (Fig. 5c). Angiotensin receptor type 1a (*Agtr1a*), another mesangial cell marker, was detected inside the glomeruli (Fig. 5d, 1st column), and *Ren1* (mouse *renin* gene) was detected at sites close to the glomeruli. In addition, *Ehd3*^+^ glomerular capillaries, as well as *Gja5*^+^ periglomerular arterioles and medullary arteries, were formed (Supplementary Fig. 4b), suggesting the establishment of functional vascularization in the organoids.

We also detected ureter-like structures, consisting of epithelia expressing UPK1B (urothelial marker) surrounded by stroma expressing MYH11 (ureteric stromal marker) (Fig. 5d, 2nd column). When harvested at a later timepoint (day 28 post-transplantation), marked dilatation of the ureter was observed (Supplementary Fig. 4c), suggesting possible urine accumulation in the ureter. Although we aimed to induce dorsal SPs, the expression levels of some intermediate and ventral SP genes remained higher than those in vivo (Fig. 3c and Supplementary Fig. 3c). This may have enabled iSPs to differentiate into the ureteric stroma at the UB stalk, thereby inducing the iUB epithelia to differentiate into UPK1B^+^ urothelial cells. Thus, the ESC-derived iSPs differentiated into cortical and medullary stroma, intraglomerular mesangial cells, extraglomerular renin cells, and even smooth muscle cells around the ureter.

### Perinatal gene expression in the transplanted organoids

We performed scRNA-seq analysis of the transplanted ESC-derived kidney (day 14 post-transplantation) and compared the data with those for embryonic kidneys during late gestation described in our previous report^36^. 

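The E15.5 and P0 kidneys, an E17.5 kidney that the sample labels list, and the organoids made with iSPs and with nd-iS, taken on day 14 after transplantation, were each sequenced as 1 library. The authors deposited counts of 3963, 5551, 10142, 5959 and 4481 barcodes in this order, with 86064312, 42430540, 93037668, 97226217 and 72953564 UMIs. The headers of the files name Cell Ranger 3.1.0 for E17.5 and 5.0.0 for the other 4. The filters kept 3574, 4563, 8695, 5666 and 4240 cells, with medians of 21291.5, 7261, 9008, 11462 and 13870.5 UMIs, and each library was clustered by itself and named by the rule used for the E11.5 kidney. Unnamed cells made up 0.923%, 5.79%, 13.0%, 9.48% and 5.78%. CPM were computed over the 20643 genes on the list of every library. The 2 organoids hold host cells as well as ESC-derived ones, so endothelium-, myeloid-, lymphoid- and erythroid-like cells were set apart.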

The analysis demonstrated the presence of multiple types of nephrons, UBs, and stroma in organoids generated using iSPs (Fig. 6a). 

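Stroma-like cells of the organoid made with iSPs numbered 3021 (53.3%), in 14 clusters, where the paper counts 2879 stromal cells. The names were rebuilt here from marker lists, so the 2 counts may differ for that reason. Podocyte-like cells numbered 264, proximal tubule-like 300, loop of Henle-like 165, UB- or collecting duct-like 130, intercalated cell-like 103 and urothelium-like 114. Host-type cells were 330 endothelium-like, 587 myeloid-like and 115 lymphoid-like cells. The largest unnamed cluster, of 336 cells, was led by *Spp1* and the immune genes *Cxcl1*, *Ccl5* and *Cxcl10*.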

The organoids using nd-iS also had complex clusters judging from the poor histological structures shown in Fig. 5, but the individual clusters were not as discrete as those in the iSP-organoids. 

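Of the cells of the organoid made with nd-iS 2632 (62.1%), in 13 clusters, were stroma-like, where the paper counts 2626 stromal cells. Podocyte-like cells numbered 126, proximal tubule-like 227, loop of Henle-like 108, UB- or collecting duct-like 142 and urothelium-like 293, and no cluster was intercalated cell-like. Of the proximal tubule-like cells 76 formed a cluster led by *Spp1*, *Ptgds* and the immune genes *Cxcl10* and *Cxcl1*. The loop of Henle-like cells formed 1 cluster led by *Slc12a1* and *Atp6v1g3*, with intercalated cell as its next class. At the same resolution this library gave 29 clusters and the library with iSPs, which has more cells, 37.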

In both types of organoids, we confirmed the ESC origin of all three renal lineages based on the sex difference between the donor ESCs (male) and the host animals (female). 

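Few transcripts of Y-linked genes were counted in either organoid. Of the 3984 epithelial and stroma-like cells without a UMI of the X-linked gene *Xist* in the organoid made with iSPs, 1 had a UMI of *Ddx3y* (ENSMUSG00000069045), *Uty* (ENSMUSG00000068457), *Kdm5d* (ENSMUSG00000056673) or *Eif2s3y* (ENSMUSG00000069049), or 0.0251% (0.000635 to 0.140). In the organoid made with nd-iS 3 of 3460 such cells had one, or 0.0867% (0.0179 to 0.253). The E15.5 kidney held *Ddx3y* at 33.4 CPM (32.1 to 34.7) in its epithelial and stroma-like cells. It was counted with the version and gene list used for the organoids, so such counts can hold this gene. The Y-linked genes therefore do not bear out a male origin of the organoids' epithelial and stroma-like cells, which the paper derives from male ESCs. Why these genes were so low was not tested. In the organoid made with iSPs 1 of its 587 myeloid-like cells had a Y-linked UMI. The results and the transplantation methods of the paper give female hosts and its section on animals gives male mice for transplantation, and reading *Xist* as a mark of host cells rests on female hosts.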

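In the organoid made with iSPs 113 of 4097 cells (2.76%, 2.28 to 3.31) of the epithelial and stroma-like clusters had a UMI of *Xist* (ENSMUSG00000086503), a pooled level of 4.66 CPM (4.15 to 5.22). In the organoid made with nd-iS the share was 68 of 3528 cells (1.93%, 1.50 to 2.44), at 6.07 CPM (5.47 to 6.71). The interval of each share is the exact binomial 95% interval. Of endothelium-like cells 245 of 330 cells (74.2%, 69.2 to 78.9) and 115 of 204 cells (56.4%, 49.3 to 63.3) had one, at 819 CPM (797 to 842) and 1204 (1161 to 1247). Of myeloid-like cells 488 of 587 cells (83.1%, 79.9 to 86.1) and 162 of 216 cells (75.0%, 68.7 to 80.6) had one, and of lymphoid-like cells 110 of 115 cells (95.7%, 90.1 to 98.6) and 41 of 47 cells (87.2%, 74.3 to 95.2). Stroma-like cells by themselves had shares of 1.16% and 0.950%. Median depths with iSPs and with nd-iS were 11124 and 14622 UMIs in epithelial and stroma-like cells, and 14602 and 2717.5 in endothelium-like cells. The epithelial and stroma-like share moved most with every cell thinned to 2000 UMIs for iSPs and with at least 2 UMIs asked for, to 0.454%, for nd-iS. Thinning gave 0.407% and 0.618%, with 166 and 132 cells left out. The endothelium-like shares were then 68.0% and 75.2%, with 21 and 87 left out. The 32 and 16 epithelial and stroma-like cells with at least 2 *Xist* UMIs held 27 genes of host cell types at 2021 and 3166 CPM, against 239 and 197 CPM in those without *Xist*.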

Female-specific *Xist* was undetectable in nephrons, UBs/collecting ducts, and stromal cells, but was detected in ECs, lymphocytes, and leukocytes (Fig. 6b). This is consistent with our previous finding that the host-derived vasculature integrates into organoids upon transplantation^35^. Apparent off-target clusters, such as neurons or muscles, were not detected (Fig. 6a), presumably because we purified the progenitors before aggregation.

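No cluster of either organoid was named neural-like or skeletal muscle-like. In the organoid made with iSPs a stroma-like cluster of 209 cells was led by *Acta1*, *Actg2*, *Myh11* and *Actc1*, with skeletal muscle as its next class, and in that made with nd-iS a stroma-like cluster of 391 cells was led by *Acta1*, *Pcp4*, *Actg2* and *Myh11*, also with skeletal muscle next. Among the 11937 genes ranked between the stroma-like cells of the 2 organoids, 3 genes of skeletal muscle had the largest log2 ratios of iSPs over nd-iS. 331 UMIs of *Myh3*, 319 of *Myog* and 889 of *Myl1* were counted with iSPs and 1, 1 and 5 with nd-iS, ratios of 8.65 (6.16 to 13.95), 8.59 (6.10 to 13.90) and 7.75 (6.52 to 9.38). The next were 7.23 (4.72 to 12.54) for *Vip* and 7.04 (4.54 to 12.36) for *Adipoq*. The lowest were at most −7.30 for *Mab21l1*, −5.78 (−7.11 to −4.73) for *Ptpn5*, −5.67 (−7.96 to −4.10) for *Hand2*, −5.52 (−6.59 to −4.63) for *Agr2* and −5.18 (−7.08 to −3.80) for *Sphkap*.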

**Fig. 6:**
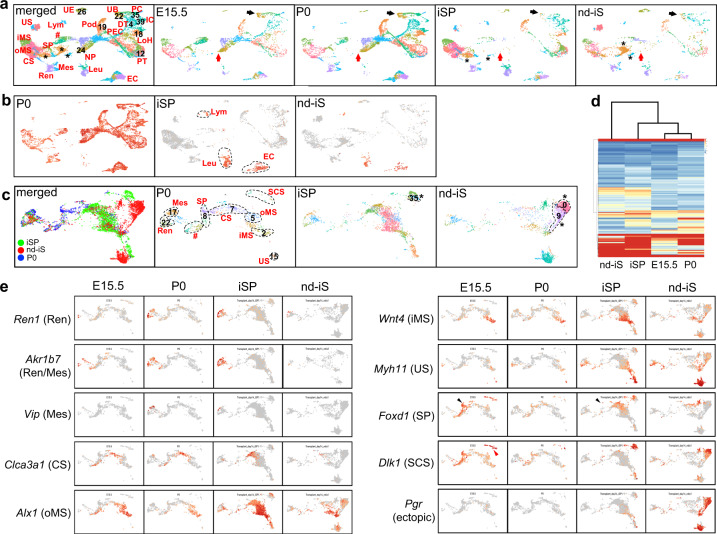
Nephron, UB, and stromal lineages in the ESC-derived kidney express perinatal renal genes. **a** UMAP plots of embryonic kidneys (E15.5 and P0) and mouse ESC-derived transplanted organoids (generated using iSPs or nd-iS). The lack of NPs and UB tips in the transplanted organoids is indicated by red and black arrows, respectively. Pod: podocytes; PEC: parietal epithelial cells; PT: proximal tubule; LoH: loop of Henle; DT: distal tubule; PC: principal cells; IC: intercalated cells; UE: uroepithelium; Ren: renin cells; Mes: mesangial cells; CS: cortical stroma; oMS: outer medullary stroma; iMS: inner medullary stroma; US: ureteric stroma; Leu: leukocytes; Lym: lymphocytes; EC: endothelial cells; *: organoid-specific clusters; ^#^: proliferating cells. **b** UMAP plots of *Xist*. *Xist* is absent in nephrons, UBs, and stroma derived from male mouse ESCs, but detected in the female host-derived lymphocytes (Lym), leukocytes (Leu), and ECs. **c** UMAP plots of extracted stromal cells in the P0 kidney and organoids. Mes: mesangial cells; Ren: renin cells; CS: cortical stroma; oMS: outer medullary stroma; iMS: inner medullary stroma; US: ureteric stroma; SCS: subcapsular stroma; *: organoid-specific clusters; ^#^: proliferating cells. **d** Unbiased hierarchal clustering analysis of the induced stroma and embryonic stroma. **e** UMAP plots of representative genes in the stromal cells of the embryonic kidneys (E15.5 and P0), iSP-derived organoids, and nd-iS-derived organoids. Ren: renin cells; Mes: mesangial cells; CS: cortical stroma; oMS: outer medullary stroma; iMS: inner medullary stroma; US: ureteric stroma; SCS: subcapsular stroma (red arrowhead). Black arrowheads indicate the lack of SPs in the transplanted organoids.

The parenchymal clusters in iSP-derived organoids overlapped with the clusters in the E15.5 and neonatal (P0) kidney in vivo (Fig. 6a). 

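The P0 kidney had 838 podocyte-like, 767 proximal tubule-like, 762 loop of Henle-like, 749 UB- or collecting duct-like and 92 intercalated cell-like cells, classes that the organoid made with iSPs also had. It also had 990 NP-like, 852 early nephron-like and 282 distal tubule-like cells, classes that no cluster of the organoid was given. In the E15.5 kidney the counts were 216 podocyte-like, 285 proximal tubule-like, 105 loop of Henle-like, 244 UB- or collecting duct-like and 864 NP-like cells. The libraries were clustered separately, so these are counts of cells with the same name and not of cells in shared clusters.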

The nephron clusters for glomerular podocytes, proximal and renal tubules, loops of Henle, and distal tubules, as well as the UB/collecting duct clusters of principal cells and intercalated cells, were clearly detected (Fig. 6a and Supplementary Fig. 5a). 

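The podocyte-like cells of the organoid made with iSPs held *Nphs1* (ENSMUSG00000006649) at 408 CPM (388 to 429), against 473 (455 to 492) at P0. No distal tubule-like cluster was named in this organoid. An unnamed cluster of 75 cells, whose highest-scoring class was UB or collecting duct, was led by the distal tubule marker *Slc12a3*, by *Tmem52b*, also on that list, and by *S100g* and *Emx1*. With doublets removed before clustering 69 cells were distal tubule-like, and with all deposited barcodes 94.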

Maturation markers detectable at P0 but not E15.5^36^, such as those for podocytes (*Col4a3*, *Htra1*), proximal tubules (*Slc5a2*, *Fbp1*), principal cells (*Aqp2*), and intercalated cells (*Atp6vg3*), were also expressed in the iSP-derived organoids (Supplementary Fig. 5a). In contrast, NPs (*Six2*^+^) and UB tips (*Ret*^+^) were rarely detected (Fig. 6a, arrows, Supplementary Fig. 5a), indicating depletion of the nephrogenic niche. This niche depletion was not specific to organoids, because it was also observed upon transplantation of embryonic kidneys^36^, although the precise mechanism remains unclear. 

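In podocyte-like cells *Col4a3* (ENSMUSG00000079465) was at 13.4 CPM (10.2 to 17.3) at E15.5, 177 (166 to 188) at P0 and 337 (319 to 357) in the organoid made with iSPs, and *Htra1* (ENSMUSG00000006205) was at 4.54 CPM (2.78 to 7.02) at E15.5, 53.3 (47.4 to 59.8) at P0 and 103 (92.9 to 114) in the organoid made with iSPs. In proximal tubule-like cells *Slc5a2* (ENSMUSG00000030781) was at 27.6 CPM (23.9 to 31.7) at E15.5, 16.8 (14.4 to 19.5) at P0 and 26.5 (23.5 to 29.7) in the organoid made with iSPs, and *Fbp1* (ENSMUSG00000069805) was at 46.6 CPM (41.8 to 51.8) at E15.5, 525 (511 to 539) at P0 and 104 (98.4 to 111) in the organoid made with iSPs. In UB- or collecting duct-like cells *Aqp2* (ENSMUSG00000023013) was at 89.0 CPM (82.1 to 96.4) at E15.5, 1730.3 (1703 to 1758) at P0 and 1292 (1258 to 1327) in the organoid made with iSPs. Intercalated cell-like cells were named at P0 and in this organoid, where *Atp6v1g3* (ENSMUSG00000026394) was at 3924 CPM (3784 to 4069) and 1814 (1777 to 1852), and over all cells of non-host types it was at 6.57 CPM (6.00 to 7.18) at E15.5, 39.4 (38.1 to 40.8) at P0 and 128 (125 to 130.4) in the organoid. The organoid made with nd-iS held *Col4a3* at 326 CPM (303 to 349.9), *Htra1* at 134 (119.8 to 149.9), *Slc5a2* at 2.40 (1.40 to 3.84), *Fbp1* at 49.2 (44.2 to 54.7) and *Aqp2* at 284 (269.8 to 298) in the same classes. In the stroma-like cells of the organoids made with iSPs and nd-iS, *Col4a3* was at 2.93 CPM and 11.3, and *Aqp2* at 3.48 and 1.30. *Htra1* was not specific to podocyte-like cells, at 41.6 CPM (39.4 to 44.0) and 142 (138 to 146) in these stroma-like cells.

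**Figure D2:**
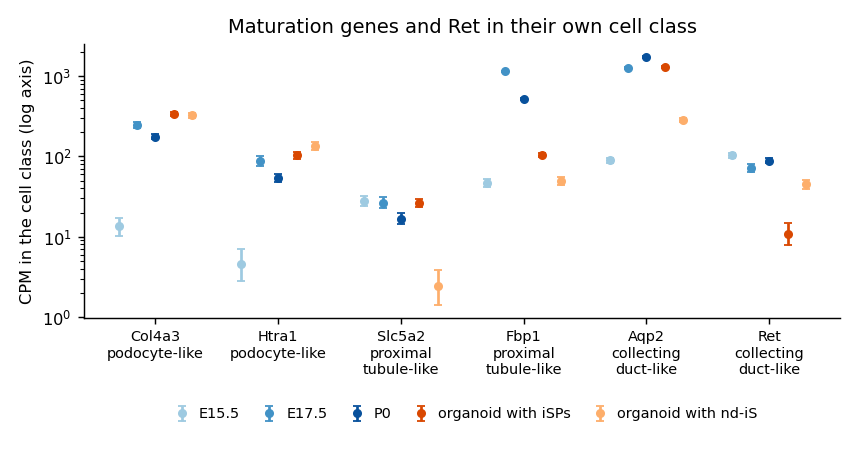
CPM, on a logarithmic axis, of *Col4a3* and *Htra1* in podocyte-like, *Slc5a2* and *Fbp1* in proximal tubule-like, and *Aqp2* and *Ret* in UB- or collecting duct-like cells of the E15.5, E17.5 and P0 kidneys and the organoids made with iSPs and nd-iS. Points are pooled values and bars exact 95% Poisson intervals, and *Col4a3* rises from 13.4 at E15.5 to 177 at P0.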

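Over all cells of non-host types *Six2* was at 0.976 CPM with iSPs (76 UMIs in 4634 cells), 4.64 CPM with nd-iS (300 UMIs in 3773 cells) and 24.6 CPM at P0 (1955 UMIs in 7859 cells). The log2 ratios to P0 were −4.66 (−5.01 to −4.33) and −2.41 (−2.59 to −2.23). Weighing each cell equally, as the mean of counts per 10000, moved the second most, to −2.06. NP-like clusters, in which *Six2* was at 133 CPM (126 to 139.7) at P0, were named in neither organoid. *Ret* was at 88.2 CPM (82.0 to 94.7) in the UB- or collecting duct-like cells at P0, 10.9 (7.97 to 14.6) with iSPs and 45.0 (39.6 to 51.0) with nd-iS.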

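*Ehd3* (ENSMUSG00000024065) was at 397 CPM (384 to 410.2) in the endothelium-like cells of the P0 kidney, 65.9 (59.7 to 72.5) in those of the organoid made with iSPs and 75.0 (64.6 to 86.5) in those of the organoid made with nd-iS. *Gja5* (ENSMUSG00000057123) was at 15.1 CPM (12.6 to 17.9), 43.0 (38.1 to 48.5) and 43.5 (35.7 to 52.4) in the same 3 groups. Some clusters whose highest-scoring class was endothelium stayed unnamed in the kidneys and are not in these values, namely 256 cells at P0 led by *Eln*, *Stmn2*, *Gja4* and *Sox17*, 173 cells at E17.5 led by *Ehd3*, *Gja4* and *Esm1*, and 33 cells at E15.5 led by *Gja4*, *Sox17* and *Gja5*. *Ehd3* was at 76.5 CPM (69.7 to 83.8) in endothelium-like cells at E15.5 and 67.4 (59.3 to 76.3) at E17.5, where it had 249 UMIs in endothelium-like cells and 1770 in the cells of non-host types and unnamed ones, so that the E17.5 value leaves out most of its UMIs. In stroma-like cells *Ehd3* was at 37.0 CPM (33.1 to 41.2) at P0, 20.9 (19.3 to 22.6) with iSPs and 6.90 (6.08 to 7.79) with nd-iS, and *Gja5* at 15.2 CPM (12.8 to 18.0), 1.13 (0.786 to 1.57) and 0.213 (0.0920 to 0.420), so that at P0 *Gja5* was not above its stroma-like level in the endothelium-like cells.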

Glomerular ECs (*Ehd3*^+^) and periglomerular arterioles (*Gja5*^+^) were also detected, but the expression of some representative genes was lower than that in glomerular ECs in vivo (Supplementary Fig. 4d). 

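*Pecam1* was at 694 CPM (677 to 712) in the endothelium-like cells at P0, 913 (889 to 937) in those of the organoid made with iSPs and 1031 (991 to 1071) in those of the organoid made with nd-iS. *Plvap* (ENSMUSG00000034845) was at 937 CPM (917 to 958), 1412 (1383 to 1442) and 1521 (1473 to 1570.4) in the same groups.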

Because the ECs were not derived from mouse ESCs, these data imply the flexibility, as well as the limitation, of the adult ECs in the host animals.

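Stroma-like cells numbered 1169 in the E15.5, 814 in the E17.5 and 1355 in the P0 kidney, beside those of the 2 organoids. The P0 library also had 4 unnamed clusters of 392, 272, 256 and 212 cells, which were left out of every stromal value. Subtypes of the stroma counted as stroma in naming, with 7 marker lists for them.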

Stromal cell clusters from the scRNA-seq analysis were extracted for further detailed analysis (Fig. 6c, d). The iSP-derived organoids showed mostly overlapping clusters with those in vivo (P0), including the cortical and medullary stroma, mesangial cells, renin cells, and smooth muscle cells around the ureter (Fig. 6c and Supplementary Fig. 5b). In contrast, in the organoids derived from nd-iS, only a small fraction of the cells contributed to the authentic cell types, and 43.9% of the cells (1152 cells in Clusters 0 and 9 out of 2626 cells in total) were positioned distantly from those in vivo (Fig. 6c). 

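To measure overlap without reading a plot, 1355 stroma-like cells were drawn from each of the P0 kidney and the 2 organoids, so that the libraries had equal numbers. Their 30 nearest neighbours were found in a joint analysis with 95 principal components and no correction between libraries. With iSPs 1221 of 1355 drawn cells had no P0 cell among these neighbours, or 90.1% (88.4 to 91.6). Over 20 draws the share ranged from 90.1% to 92.7%. Using 10 neighbours moved it most, to 95.3%, and centring each gene within each library, which removes differences common to a library, gave 85.3%.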

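With nd-iS 1257 of 1355 drawn stroma-like cells had no P0 neighbour, or 92.8% (91.3 to 94.1), and over 20 draws the share ranged from 92.5% to 95.1%. In a draw of 1169 cells per library that added the E15.5 kidney, 92.8% of its stroma-like cells had no P0 neighbour either, and in a draw of 814 cells per library with the E17.5 kidney as well, 54.5% of the E17.5 and 88.3% of the E15.5 cells had none. The drawn cells of the 3 libraries formed 20 joint clusters, and the 9 of them in which P0 cells made up less than 1% held 85.98% (84.0 to 87.8) of the cells with nd-iS.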

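The joint clusters with less than 1% P0 cells held 86.9% (84.9 to 88.6) of the stroma-like cells drawn from the organoid made with iSPs and 0.221% (0.0457 to 0.646) of the P0 cells. With the limit at 5% or 10% of P0 cells, 97.9% of the cells with iSPs and 98.8% of those with nd-iS were in such clusters, so the order of the 2 organoids depends on the limit. These clusters are defined by the share of P0 cells in a joint analysis of equal draws without correction between libraries, and no single cluster was set apart as ectopic.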

We also detected an ectopic cluster in the iSP-derived organoids (Fig. 6c), but with a smaller percentage (2.8%; 81 cells in Cluster 35 out of 2879 cells in total). An unbiased hierarchy clustering analysis also showed that the iSP-derived interstitial cells were similar to those in vivo than the nd-iS-derived interstitial cells (Fig. 6d and Supplementary Data 2). 

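The table of the 176 genes behind the tree was read from the paper, and 168 of its genes are on the list of every library. Over these genes the correlation (Pearson r) of log2 mean expression with P0 stroma-like cells was 0.79 (0.72 to 0.84) for E15.5, 0.75 (0.67 to 0.81) for iSPs and 0.67 (0.58 to 0.75) for nd-iS, with intervals by the Fisher transformation that treat genes as independent, which they are not. Between the 2 organoids r was 0.90. Hierarchical clustering of these profiles by Euclidean distance joined E15.5 with P0 and the 2 organoids with each other. By r, E15.5 was as close to iSPs, at 0.80, as to P0. From the averages that the paper's own table gives, r with P0 was 0.87, 0.80 and 0.73 in the same order. It was 0.91 between the organoids, and the same 2 pairs were joined. On these averages r of E15.5 with iSPs was 0.80, below its value with P0. Without the logarithm, on either set of averages, E15.5 and P0 were joined first, then iSPs and last nd-iS. Over all genes with at least 100 UMIs, the choice that moved r most, it was 0.95 for E15.5, 0.93 for iSPs and 0.92 for nd-iS.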

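Of the genes the paper shows for stromal cells, *Ren1* (ENSMUSG00000070645) and *Akr1b7* (ENSMUSG00000052131) were at 1978 CPM (1949 to 2007) and 144 (136 to 152) in the stroma-like cells of the P0 kidney. *Agtr1a* (ENSMUSG00000049115), *Hopx* (ENSMUSG00000059325), *Clca3a1* (ENSMUSG00000056025) and *Vip* (ENSMUSG00000019772) were at 86.2 CPM (80.3 to 92.5), 124 (116 to 131), 48.0 (43.6 to 52.8) and 31.2 (27.7 to 35.1). *Wnt4* (ENSMUSG00000036856) was at 109.8 CPM (103 to 117), *Alx1* (ENSMUSG00000036602) at 67.6 (62.3 to 73.1), *Lox* (ENSMUSG00000024529) at 96.9 (90.6 to 104) and *Myh11* (ENSMUSG00000018830) at 85.1 (79.2 to 91.4).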

We selected representative markers for each stromal subpopulation in vivo (P0), and examined their expression levels in the organoids (Supplementary Data 1). UMAP and dot plot analysis showed that many stromal marker genes in the organoids were expressed at comparable levels to P0 (Fig. 6e and Supplementary Fig. 5b). 

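Of 18 genes that the paper shows for the stroma, 7 in the stroma-like cells of the organoid made with iSPs were within 2-fold of those of the P0 kidney (log2 ratio between −1 and 1). The 18 include *Foxd1*, *Fibin*, *Gdnf* and *Ntn1*, which the paper groups as progenitor genes and describes as lower, and *Pgr*, *Ngfr*, *Dpt* and *Dlk1*, which its dot plot groups as ectopic. Over the 35 genes of the paper's stromal dot plot outside its progenitor and ectopic groups, a tally added after the first had been seen, 16 were within 2-fold, 12 lower and 7 higher. The log2 ratios to P0 were −2.36 (−2.40 to −2.33) for *Ren1*, −0.89 (−0.99 to −0.79) for *Akr1b7*, −2.97 (−3.28 to −2.66) for *Vip*, −0.11 (−0.20 to −0.01) for *Hopx* and 0.45 (0.33 to 0.56) for *Agtr1a*. They were −1.93 (−2.13 to −1.73) for *Clca3a1*, −0.23 (−0.34 to −0.12) for *Lox*, 2.39 (2.27 to 2.51) for *Alx1*, 0.31 (0.21 to 0.41) for *Wnt4* and 1.93 (1.83 to 2.04) for *Myh11*. *Dlk1* (ENSMUSG00000040856) was at 0.94 (0.84 to 1.04) and *Dpt* (ENSMUSG00000026574) at 4.20 (3.78 to 4.65). Over 11342 genes the largest ratios to P0 were 8.05 (5.57 to 13.35) for *Fam155a*, 7.58 (5.10 to 12.88) for *Lrat*, 7.56 (5.08 to 12.86) for *Tnnc2*, 7.31 (4.83 to 12.62) for *Gbp2b* and 7.02 (5.16 to 10.07) for *Myl1*. The lowest were at most −11.89 for the reporter *tdTomato*, −9.42 (−12.47 to −7.55) for *Dkk1*, −8.08 (−9.97 to −6.71) for *Ttc21a*, −7.51 (−8.58 to −6.62) for *Tsix* and −6.17 (−6.89 to −5.52) for *Reln*.

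**Figure D3:**
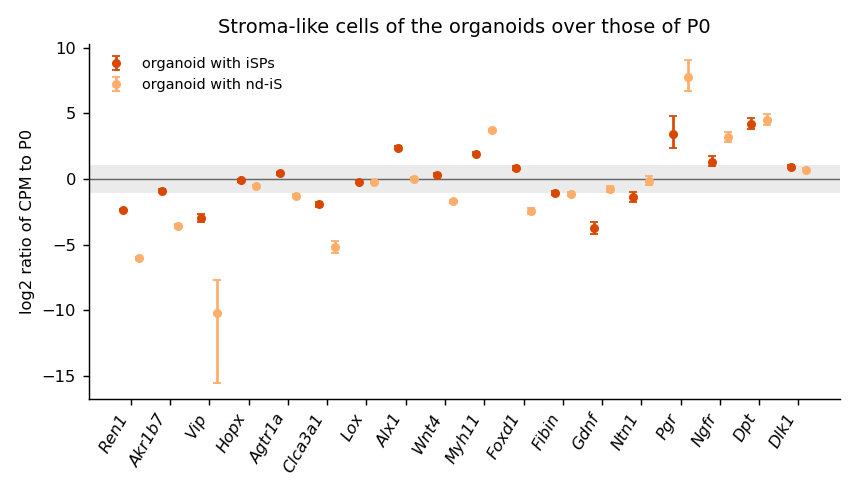
Log2 ratio of CPM in the stroma-like cells of each organoid to those of the P0 kidney for 18 genes, among them 4 that the paper groups as progenitor and 4 as ectopic genes, with exact 95% intervals as bars and the range within 2-fold in grey. With iSPs 7 genes lie within 2-fold of P0 and with nd-iS 6.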

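*Foxd1* was at 58.3 CPM (55.7 to 61.1) in the stroma-like cells of the organoid made with iSPs, 5.96 (5.21 to 6.80) in those of the organoid made with nd-iS and 32.7 (29.1 to 36.6) in those of the P0 kidney, log2 ratios to P0 of 0.84 (0.66 to 1.02) and −2.45 (−2.71 to −2.20). It was at 138 CPM (133 to 144) at E15.5 and 59.0 (52.1 to 66.4) at E17.5. The ratio with nd-iS depended on 1 unnamed cluster of 209 cells led by *Car3*, *Sfrp4* and *Foxd1*, and with unnamed clusters given their highest-scoring class it was −0.06. The ratio with iSPs moved most at resolution 1, to 0.02. Of other genes the paper shows for the progenitors, *Fibin* (ENSMUSG00000074971) had log2 ratios to P0 of −1.08 (−1.25 to −0.91) with iSPs and −1.15 (−1.31 to −0.99) with nd-iS, *Gdnf* (ENSMUSG00000022144) of −3.72 (−4.17 to −3.28) and −0.80 (−1.03 to −0.56), and *Ntn1* (ENSMUSG00000020902) of −1.38 (−1.77 to −0.997) and −0.14 (−0.45 to 0.19).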

Expression of SP-related genes was decreased, consistent with the nephrogenic niche depletion described above. Many stromal markers appeared to be expressed in the nd-iS-derived organoids but, as described above, only a small fraction of the cells contributed to the authentic cell types, and thus a small number of cells managed to differentiate despite the poor three-dimensional structure. 

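In the stroma-like cells of the organoid made with nd-iS 6 of the 18 genes were within 2-fold of P0, and of the 35 genes of the dot plot 9 were, with 20 lower and 6 higher. The log2 ratios to P0 were −6.05 (−6.14 to −5.96) for *Ren1*, −3.56 (−3.72 to −3.41) for *Akr1b7*, −0.55 (−0.65 to −0.45) for *Hopx*, −1.28 (−1.40 to −1.15) for *Agtr1a* and −5.17 (−5.63 to −4.75) for *Clca3a1*. They were −0.24 (−0.35 to −0.13) for *Lox*, −0.02 (−0.15 to 0.11) for *Alx1*, −1.70 (−1.83 to −1.58) for *Wnt4*, 3.69 (3.59 to 3.79) for *Myh11*, 0.69 (0.60 to 0.79) for *Dlk1* and 4.49 (4.07 to 4.94) for *Dpt*, and 1 UMI of *Vip* gave −10.20 (−15.51 to −7.71). Over 11481 genes some of the largest ratios to P0, apart from *Pgr*, were 9.41 (6.93 to 14.71) for *Rxfp1*, 7.61 (5.13 to 12.92) for *Chrdl1* and 7.43 (4.95 to 12.73) for *Krt14*. The lowest, apart from *Vip*, were at most −12.16 for *tdTomato*, −7.88 (−9.21 to −6.83) for *Dkk1*, −7.59 (−8.73 to −6.65) for *Reln* and −7.36 (−8.58 to −6.36) for *Ttc21a*. From the expression of many markers and the small share of nd-iS cells in authentic clusters, the paper concludes that a small number of these cells differentiated in spite of the poor structure of the organoid.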

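*Pgr* (ENSMUSG00000031870) was at 164 CPM (159.9 to 168) in the stroma-like cells of the organoid made with nd-iS, 8.44 (7.45 to 9.53) in those of the organoid made with iSPs and 0.773 (0.311 to 1.59) in those of the P0 kidney. *Ngfr* (ENSMUSG00000000120) was at 63.2 CPM (60.7 to 65.8), 17.4 (16.0 to 18.9) and 6.96 (5.35 to 8.90) in the same order. At E15.5 *Pgr* was at 1.62 CPM (1.12 to 2.26) and *Ngfr* at 8.72 (7.50 to 10.1). For the 2 genes summed the log2 ratio to P0 was 4.88 (4.54 to 5.24) with nd-iS and 1.74 (1.39 to 2.12) with iSPs. Naming rule 1 moved both most, to 3.92 and 1.15.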

The organoid-specific clusters expressed some ectopic genes, including *Pgr* and *Ngfr* (Fig. 6e, Supplementary Fig. 5b, and Supplementary Data 1). Taken together, ESC-derived kidney organoids generated by combining iNPs, iUBs, and iSPs, were organized with multiple types of stroma and parenchyma (nephrons and UBs/collecting ducts), and expressed many genes detected in neonatal kidneys.

## Discussion

By elucidating the molecular features of the in vivo renal stromal lineages at single-cell resolution, we established in vitro protocols to induce dorsal SPs from mouse ESCs. When ESC-derived SPs, NPs, and UBs were assembled, the organotypic kidney structure that consists of branching UBs with multiple nephrons was generated. Furthermore, the iSPs could differentiate into multiple types of stroma: cortical and medullary stromal cells, as well as mesangial cells and renin cells.

Our data revealed the importance of mediolateral and dorsoventral patterning in kidney specification. Our SP induction protocol involves SHH and a BMP inhibitor. Although the role of SHH in early embryogenesis was reported^28–30^, the effect of SHH on the kidney lineage precursors, namely the IM, has remained unclear. SHH expressed in the midline medializes the mesoderm, while BMP in the LPM lateralizes the mesoderm. Because the IM is formed between the LPM and the PM (close to the midline), the balance between SHH and BMP is likely to be critical. Indeed, the IM expressed BMP antagonist *Grem1*, and manipulation of SHH and BMP signals enhanced SP induction in vitro. Our data further suggest that dorsoventral patterning is important for specifying the three types of SPs: FGF induced dorsal SPs, while BMP enhanced ventral gene expression. Indeed, these patterning concepts enabled the generation of dorsal SPs that exhibited similar gene expression profiles to their in vivo counterparts, as well as functionality, in sharp contrast to the non-parenchymal cells (nd-iS) in the conventional NP organoids.

When dorsal iSPs were combined with iNPs and iUBs, kidney tissue with the organotypic structure was obtained purely from mouse ESCs. This emphasizes the importance of stroma for the generation of the “higher-order structure” of the organ. As shown in our previous report^17^, assembly of differentially induced progenitors is an effective approach to generate the organotypic structure, although a single induction protocol is frequently adopted in the organoid research field. Several groups recently reaggregated differentially induced human nephron organoids (theoretically containing NPs and nd-iS) and UB organoids and showed some mutual interactions^19–21^. However, properly branched UBs were not formed. Our mouse kidney organoids contained branching UBs in the center and multiple types of nephrons at the periphery, which was only achievable in the presence of authentic stroma. Although the precise interaction mechanisms between the stroma and parenchyma remain to be elucidated, previous loss-of-function studies in vivo have revealed some of the responsible genes/signals from stroma to parenchyma, including *Gdnf* and *Aldh1a2* for UBs, and *Fat4* for NPs^5,11,12^. Indeed, iSPs expressed many of these genes at high levels. Our building-up strategy using organoids will contribute to the identification of unknown molecules involved in the stroma-parenchymal interactions. ECs are not primarily required for the initial formation of the higher-order structure, because ECs were excluded from the PDGFRA^+^ SP fraction before aggregation^17^. However, upon transplantation, ECs are likely to contribute to the maturation of stromal and parenchymal cells in glomeruli, and possibly to the corticomedullary patterning of the renal stroma in concert with UBs.

The present data demonstrate that iSPs can differentiate into multiple types of the stroma. The corticomedullary axis was formed in our organoids, and at least four layers of the stroma (*Fibin*^*+*^ outermost cortical stroma, *Lox*^+^ cortical stroma, *Alx1*^+^/*Wnt4*^−^ medullary stroma, and *Alx1*^+^/*Wnt*4^+^ deeper medullary stroma) were generated. It was reported that *Wnt7b* in the UB stalks emits its signal to the surrounding medullary stroma and is required for renal medulla formation and nephron elongation in the medulla^37^. Our data suggest that such interactions between stroma and parenchyma occurred in the organoids. The formation of mesangial cells and renin cells was only observed upon transplantation, suggesting that the in vitro culture condition was not optimal for stromal differentiation. After transplantation, the glomeruli became vascularized and specialized stromal cells were formed, probably through interactions between SPs, ECs, and glomerular podocytes. Renin is a secreted hormone produced by the juxtaglomerular apparatus that cleaves angiotensinogen in the plasma to generate angiotensin I^38^. Subsequent processing generates angiotensin II, which binds to its receptors, including AGTR1A expressed in mesangial cells. Mesangial cells contract in response to angiotensin II, thereby regulating glomerular filtration through glomerular capillaries^39^. Thus, the generation of renin cells and mesangial cells is a significant step toward functionality of the kidney. Recently, cAMP stimulation of conventional kidney organoids was shown to induce renin production^40^. Combination of our protocol with cAMP stimulation may further increase the induction efficiency for renin cells.

There remain several challenges toward functional kidney generation. Mouse kidney organoids lack an elongated ureter and remain unconnected to the host urinary outlet; thus, a complete urinary flow route is not established. Because we now know that the addition of BMP4 favors intermediate and ventral SP formation, it will become achievable to generate more elongated ureters with smooth muscle layers, which are descendants of *Tbx18*^+^ intermediate SPs. It is also important to examine whether our SP induction protocol can be applicable to human iPSCs. The similarity in gene expression between mouse and human SPs remains unclear. For example, *FOXD1* was reported to be expressed in SPs and NPs at almost equal levels in humans^41^. Accumulating scRNA-seq data on human embryonic kidneys^41,42^ will be valuable for the identification of SP markers in humans, and for precise assessment of the induced SPs and resultant stroma. For the higher-order kidney structure in humans, the quality of the induced NPs and UBs also needs to be fine-tuned based on information obtained in vivo.

Taken together, we have revealed the developmental program of renal SPs and successfully induced these cells in vitro. The inclusion of iSPs enabled the generation of organoids with the organotypic structure of the kidney equipped with multiple types of stromal cells. Our study provides a proof-of-concept for the generation of organoids with the “higher-order structure” derived purely from PSCs. It also serves as a useful platform to study the heterogeneous stromal cells in organs.

## Methods

### Mice

*Osr1-GFP* mice and *Tbx18-MerCreMer* mice were generated as described previously^14,43^. *Hoxb7-GFP* mice^44^, *Foxd1-GFPCre* mice^7^, *Foxd1-GFPCreER*^*T2*^ mice^7^, *Isl1-MerCreMer* mice^45^, and *ROSA26-CAG-tdTomato* mice^46^ were purchased from Jackson Laboratory. *Foxd1-GFPCreER*^*T2*^, *Isl1-MerCreMer*, and *Tbx18-MerCreMer* mice were maintained on a C57BL/6 background, while the other strains were maintained on a mixed genetic background of C57BL/6 and ICR. For transplantation experiments, 8–10-week-old immunodeficient male mice (NOD/ShiJic-scidJcl) were purchased from Charles River Laboratory Japan Inc. The mice were housed in a specific pathogen-free animal facility in plastic cages on a 12 h/12 h light/dark cycle, and fed an irradiated CE-2 diet (CLEA Japan Inc.). All animal experiments were performed in accordance with institutional ethical guidelines and approved by the licensing committee of Kumamoto University (approval numbers: A2019–113 and A2021-008).

### Mouse ESC line maintenance

Mouse ESC lines were maintained in Glasgow’s minimal essential medium (Gibco #11710-35) supplemented with 14% knockout serum replacement (Gibco #10828028), 1% fetal bovine serum (FBS) (Japan Bioserum #12303), 1% nonessential amino acids (Gibco #11140-050), 1% sodium pyruvate (Gibco #11360070), 0.1 mM 2-mercaptoethanol (Nakarai #21438-82), 1,000 U/ml leukemia inhibitory factor (Millipore #ESG1106), 1.5 µM CHIR, and 0.5 µM PD0325901. The mouse ESC lines were cultured in a humidified atmosphere containing 5% CO_2_ at 37 °C. Cells were passaged every other day.

### SP induction from mouse ESCs

The *Hoxb7-GFP* mouse ESC line (clone #B6-5; male) was described previously^17^ and maintained on mitotically inactivated murine embryonic fibroblasts. The G4-2 mouse ESC line (male) with ubiquitous expression of GFP^47^ was kindly provided by Dr. Hitoshi Niwa (Kumamoto University) and cultured on gelatin-coated plates. Dissociated mouse ESCs were aggregated and induced using the previously described NP induction protocol up to day 6.5^14,17^. Briefly, 1000 cells/50 µl were aggregated in 96-well U-bottom low cell-binding plates (Thermo Scientific #174925). After 48 h (at day 2), the spheres were dissociated with Accutase (Millipore #SF006) and reaggregated in serum-free differentiation medium with human Activin A (1 ng/ml). After 24 h (at day 3), the medium was switched to medium containing CHIR (10 μM). After 36 h (at day 4.5), the medium was replaced with medium containing Y27632 (10 μM) and CHIR (10 μM). At day 5.5, the medium was changed to medium containing Activin A (10 ng/ml), BMP4 (3 ng/ml), CHIR (3 μM), RA (0.1 μM), and Y27632 (10 μM). At day 6.5, the spheres were dissociated with Accutase at 37 °C for 8 min and the ROBO2^+^PDGFRA^+^ fraction was sorted. The sorted cells were resuspended in differentiation medium (20,000 cells/200 µl) in the presence of Y27632 (10 μM), RA (0.1 μM), FGF9 (10 ng/ml), SHH-N (1 μg/ml), and LDN193189 (25 nM), seeded into 96-well low-cell-binding U-bottom plates, and cultured until day 9.5. The composition of the differentiation medium was 75% IMDM (Gibco #21056-023) and 25% Ham’s F12 medium (Gibco #11765-054) supplemented with 0.5 × B27 without RA (Gibco #12587-010), 0.5 × N2 (Gibco #17502-048), 0.05% BSA (Sigma #A4503), 0.5 mM ascorbic acid (Sigma #A4403), 1 × GlutaMAX (Gibco #35050-061), 0.5× penicillin/streptomycin (Gibco #15070-063), and 4.5 × 10^−4^ M 1-thioglycerol (Sigma #M6145).

### NP and UB induction from mouse ESCs

NP and UB organoids were induced from mouse ESCs based on our published protocols^14,17^, and were subjected to RNA-seq analyses. For NP organoids, the spheres at day 6.5 were cultured for 3 days in the presence of containing CHIR (1 μM), human FGF9 (5 ng/ml), and Y27632 (10 μM). For UB organoids, 1000 cells/50 µl were aggregated in 96-well U-bottom low cell-binding plates. After 48 h (at day 2), the spheres were dissociated with Accutase and reaggregated in differentiation medium with human Activin A (3 ng/ml). After 24 h (day 3), the medium was switched to medium containing human CHIR (10 μM). After 36 h (at day 4.5), the medium was changed to medium containing RA (0.1 μM), human Fgf9 (200 ng/ml), and CHIR (2 μM). At day 5.5, the medium was changed to medium containing RA (0.1 μM), human Fgf9 (100 ng/ml), and CHIR (3 μM). At day 6.25, induced spheres were dissociated by 0.25% trypsin/EDTA and sorted. A total of 3,000 sorted CXCR4^+^KIT^+^ cells were aggregated in V-bottom 96-well low cell-binding plates (Sumitomo Bakelite #MS-9096V), and cultured in the presence of Y27632 (10 μM), RA (0.1 μM), CHIR (1 μM), human FGF9 (5 ng/ml), and 10% Matrigel (growth factor reduced; Corning #356230). At day 7.25, the medium was replaced with medium containing Y27632 (10 μM), RA (0.1 μM), CHIR (3 μM), human FGF9 (5 ng/ml), human GDNF (1 ng/ml), and 10% Matrigel. At Day 8.25, the spheres were transferred to medium containing Y27632 (10 μM), RA (0.1 μM), CHIR (3 μM), human GDNF (2 ng/ml), and 10% Matrigel, and cultured for 24 h (day 9.25). For the reconstitution assay, the last 3 steps (from day 6.25 to 9.25) of the UB protocol were modified to promote the formation of UB tips. After sorting of CXCR4^+^KIT^+^ Wolffian duct progenitors, the cells were treated with Y27632 (10 μM), TTNPB (100 nM), Jak inhibitor I (10 μM), SB202190 (5 μM), CHIR (3 μM), A83-01 (200 nM), LDN193189 (200 nM), FGF9 (50 ng/ml), and GDNF (50 ng/ml) for 3 days, as described by Zeng et al^48^.

### Kidney reconstitution from three types of progenitors

NPs, UBs, and SPs were isolated from E11.5 mouse kidneys or induced from mouse ESCs. NPs and SPs were sorted based on the expression of ITGA8 and PDGFRA, and UBs were isolated as intact buds. To create a kidney organoid with the “higher-order structure”, 50,000 SPs and 25,000 NPs were mixed and seeded into 96-well low-cell-binding U-bottom plates, followed by centrifugation (210 × *g*, 4 min). Single UBs isolated manually using tungsten needles were placed onto the deposited sheet-like cells. After culture at 37 °C overnight, the aggregated spheroids were transferred to Transwell inserts (Costar #3422) containing 50 µl of 50% Matrigel (growth factor reduced; Corning #356230) in DMEM/F12 (Gibco # 11320-033) with 10% FBS (Sigma #172012), and cultured for 7 days for in vitro analyses. The organoids were transplanted at day 3.

### Transplantation of the organoids

The organoids were transplanted under the kidney capsule of the immunodeficient mice, as described^35,49^. Female NOD/SCID mice aged 8–10 weeks were used as the host animal and anesthetized with normal saline containing 0.75 mg/kg medetomidine, 4.0 mg/kg midazolam, and 5.0 mg/kg butorphanol. ﻿The host kidney capsule was incised and the 4% agarose (Sigma #6013) rods were inserted. Inserted rods were arranged to make a V-shaped free space and briefly cauterized with capsule membrane by electric cautery. One organoid was inserted from the incised window by a 24-gauge plastic indwelling needle connected by a P-200 pipette. After surgery, atipamezole was administered as an anesthetic antagonist.

### scRNA-seq analyses

scRNA-seq data of E15.5 and P0 embryonic kidneys were described previously^36^. E9.5 embryos (caudal from the 26th somite), mouse embryonic kidneys (E11.5, E13.5), and the transplanted kidney organoids, were digested in 0.25% trypsin/EDTA for 10 min. Trypsin was inactivated by addition of DMEM (Sigma #D5796)/10% FBS containing 50 μg/ml DNase I (Worthington #LS002139), and the cells were washed with HEPES-buffered saline solution (HBSS) (Gibco #14185-052) containing 2% FBS, 50 μg/ml DNase I, 1 mM CaCl_2_ (Wako #031-00435), and 0.035% NaHCO_3_ (Wako # 191–01305). Cells were resuspended in 0.04% bovine serum albumin (BSA)/phosphate buffered-saline (PBS), filtered through a 40 μm-pore strainer (Falcon; Cat# 352340), and evaluated for their cell number and viability (>90%) using a Countess automated cell counter (Invitrogen # C10227).

Aliquots containing 5000 dissociated cells from each sample were applied to a Chromium Controller (10× Genomics). A Chromium Single Cell 3′ Library & Gel Beads Kit v2 or v3 (10× Genomics) was used to generate cDNA libraries, which were then sequenced by an Illumina HiSeq 3000 (446,005,466 reads for mouse E9.5; 672,154,533 reads for E11.5; 311,733,555 reads for E13.5; 757,548,299 reads for E15.5; 955,496,397 reads for P0; 434,091,903 reads for mouse iSPs; 419,265,793 reads for mouse nd-iS; 387,644,117 reads for mouse iNPs; and 404,051,455 reads for mouse iUBs. The Q30 base RNA reads (Q-scores indicating sequencing quality) of the samples were 90.5% for E9.5, 82.9% for E11.5, 88.5% for E13.5, 86.2% for E15.5, 93.6% for P0, 92.1% for iSPs, 91.6% for nd-iS, 85.2% for iNPs, and 85.9% for iUBs.

The raw sequence data were processed using the *cell ranger count* command in Cell Ranger (version 2.0.0 for E9.5, 3.0.2 for E11.5, and 4.0.0 for integrated data; 10× Genomics). Subsequent analyses were performed using the R statistical programming language^50^ and the Seurat package (version 3.1.1 for E9.5 and E11.5, and version 4.0.0 for integrated data)^51,52^. The final dataset contained 15,434 genes and 3794 cells for E9.5, 14,885 genes and 1294 cells for E11.5, 28,410 genes, and 30,760 cells for integrated mouse data. A principal component analysis was applied for dimension reduction with dimension values of 46 for E9.5 and E11.5, 95 for integrated mouse data, determined by the JackStrawPlot function^53^. Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP) plots were generated using the uwot package^54^.

### Gene extraction from UMAP clusters and dot plot analysis

We generated representative genes in each cluster using the FindMarkers function in Seurat^52^. We compared each target cluster with all other clusters at P0 and selected the genes with low *P*-values (*P* < 0.05) and low expression rates in other clusters (pct2 < 0.25). We then verified the expression of these genes in UMAP plots. Dot plot analysis was performed using the DotPlot function in Seurat.

### Unbiased hierarchal clustering analysis

We initially obtained stromal clusters using the subset function, and then calculated the average expression of all genes detected at each stage (E15.5, P0, iSPs, and nd-iS) using the AverageExpression function in Seurat^52^. Subsequently, representative genes for the P0 stroma were selected (Supplementary Data 2) by the method described above. The pheatmap function^55^ was used to obtain a heatmap with hierarchy.

### Flow cytometric analysis

Organoids induced from embryonic tissues or mouse ESCs were dissociated and blocked with normal mouse serum for 10 min on ice. Cell surface marker staining was carried out in 1× HBSS containing 1% BSA and 0.035% NaHCO_3_ for 15 min on ice. Stained cells were analyzed using a FACS CANTO II (BD Biosciences) or a FACS SORP Aria (BD Biosciences). The original FACS data sets were collected by using BD FACS Diva software (v8.0.1). Data analyses were performed with FlowJo software (ver 7.6.5, TreeStar). Quantification data were presented as mean ± SEM. Detailed antibody information is provided in Supplementary Table 1. The FACS sequential gating/sorting strategies are shown in Supplementary Fig. 6.

### Isolation of the posterior IM in embryos

We sorted the Osr1-GFP^+^ fraction or ROBO2^+^/PDGFRA^+^ fraction after removing the hindlimb buds and LPM from E9.5 mouse embryos (caudal from the 26th somite; somite at the caudal end of the forelimb defined as somite 15).

### Immunohistochemistry

For whole-mount staining, organoids were fixed in 4% paraformaldehyde (Sigma #158127) for 60 min, washed with 0.1% Triton X-100 (Nakarai #35501-15) in PBS three times, and blocked in PBS containing 10% goat serum (Nippon Bio-Test Laboratories), 1% Triton X-100, and 2% dry skim milk (Cell Signaling #9999 S) for 1 h twice, as described previously^17^. The samples were then incubated with primary antibodies at 4 °C overnight, washed with 1% TritonX-100 for 1 h three times, and incubated with secondary antibodies conjugated with Alexa Fluor dyes at room temperature for 2 h. After immunostaining, the tissues were clarified using ethyl cinnamate (Sigma #C12372)^56^. Three-dimensional fluorescence images were captured by confocal microscopy (TSC SP8; Leica) and reconstructed by Imaris (v7.7.0, Bitplane). For section immunostaining, paraffin sections were subjected to antigen retrieval in a citrate buffer, washed three times with PBS, and blocked by incubation with 1% BSA in PBS for 1 h at room temperature. The sections were incubated with primary antibodies at 4 °C overnight, followed by incubation with secondary antibodies conjugated with Alexa Fluor dyes at room temperature for 2 h. Fluorescence images were captured by confocal microscopy (TSC SP8; Leica). Detailed antibody information is provided in Supplementary Table 1.

### Section in situ hybridization

RNAscope analysis of 10% formalin-fixed paraffin sections was performed using an RNAscope Multiplex Fluorescent Reagent Kit v2 (Advanced Cell Diagnostics; Cat# 323100). Signal amplification was performed with TSA plus fluorophores (Thermo Fisher Scientific). Details of the RNAscope probes are provided in Supplementary Table 1.

### RNA extraction and quantitative RT-PCR

Total RNA was isolated using an RNeasy Plus Micro Kit (Qiagen #74034), and reverse-transcribed using Superscript VILO cDNA synthesis kit (Invitrogen #11754-250). Quantitative PCR was carried out using a Real-Time PCR System (Takara Bio) and TB Green Fast qPCR Mix (Takara Bio #RR430A). Relative mRNA expression levels were normalized to β-actin gene expression. Data below the detection limits were plotted on the baseline of the bar charts. Detailed primer information is provided in Supplementary Table 2.

### Quantification and statistical analysis

Quantification data, including qRT-PCR, were presented as mean ± SEM with plots. Bar charts with plots were generated by using the R statistical programming language^50^, ggpubr^57^, and ggbeeswarm^58^. Two-sided Student’s *t*-test or the non-parametric Mann–Whitney U test (two-sided) was applied for statistical analysis of differences between two groups. Differences with values of *P* < 0.05 were considered statistically significant. For statistical analysis of more than two groups, one-way ANOVA was performed. If the ANOVA was significant, multiple comparisons between groups were performed by Dunnett’s multiple comparison test (two-sided) or the Tukey–Kramer test (two-sided) using Excel software.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Reporting Summary

## Data Availability

All data supporting the conclusions are present in the paper and the supplementary materials. A reporting summary for this article is available as a Supplementary Information file. Figures 1, 2, 3, and 6 have associated scRNA-seq raw data, which have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GSE178263). The scRNA-seq data of E15.5 and P0 embryonic kidneys were described previously (GSE149134)^36^. Source data are provided with this paper.

# Supplementary material for: Generation of the organotypic kidney structure by integrating pluripotent stem cell-derived renal stroma
**Source:** Nat Commun. 2022 Feb 1;13:611. doi: 10.1038/s41467-022-28226-7
**Supplement:** Supplementary file 1 — Supplementary Information

# Generation of the organotypic kidney structure by integrating pluripotent stem cell-derived renal stroma

Shunsuke Tanigawa<sup>1#</sup>, Etsuko Tanaka<sup>1#</sup>, Koichiro Miike<sup>1</sup>, Tomoko Ohmori<sup>1</sup>, Daisuke Inoue<sup>1</sup>, Chen-Leng Cai<sup>2</sup>, Atsuhiro Taguchi<sup>1,3</sup>, Akio Kobayashi<sup>1</sup>, and Ryuichi Nishinakamura<sup>1\*</sup>

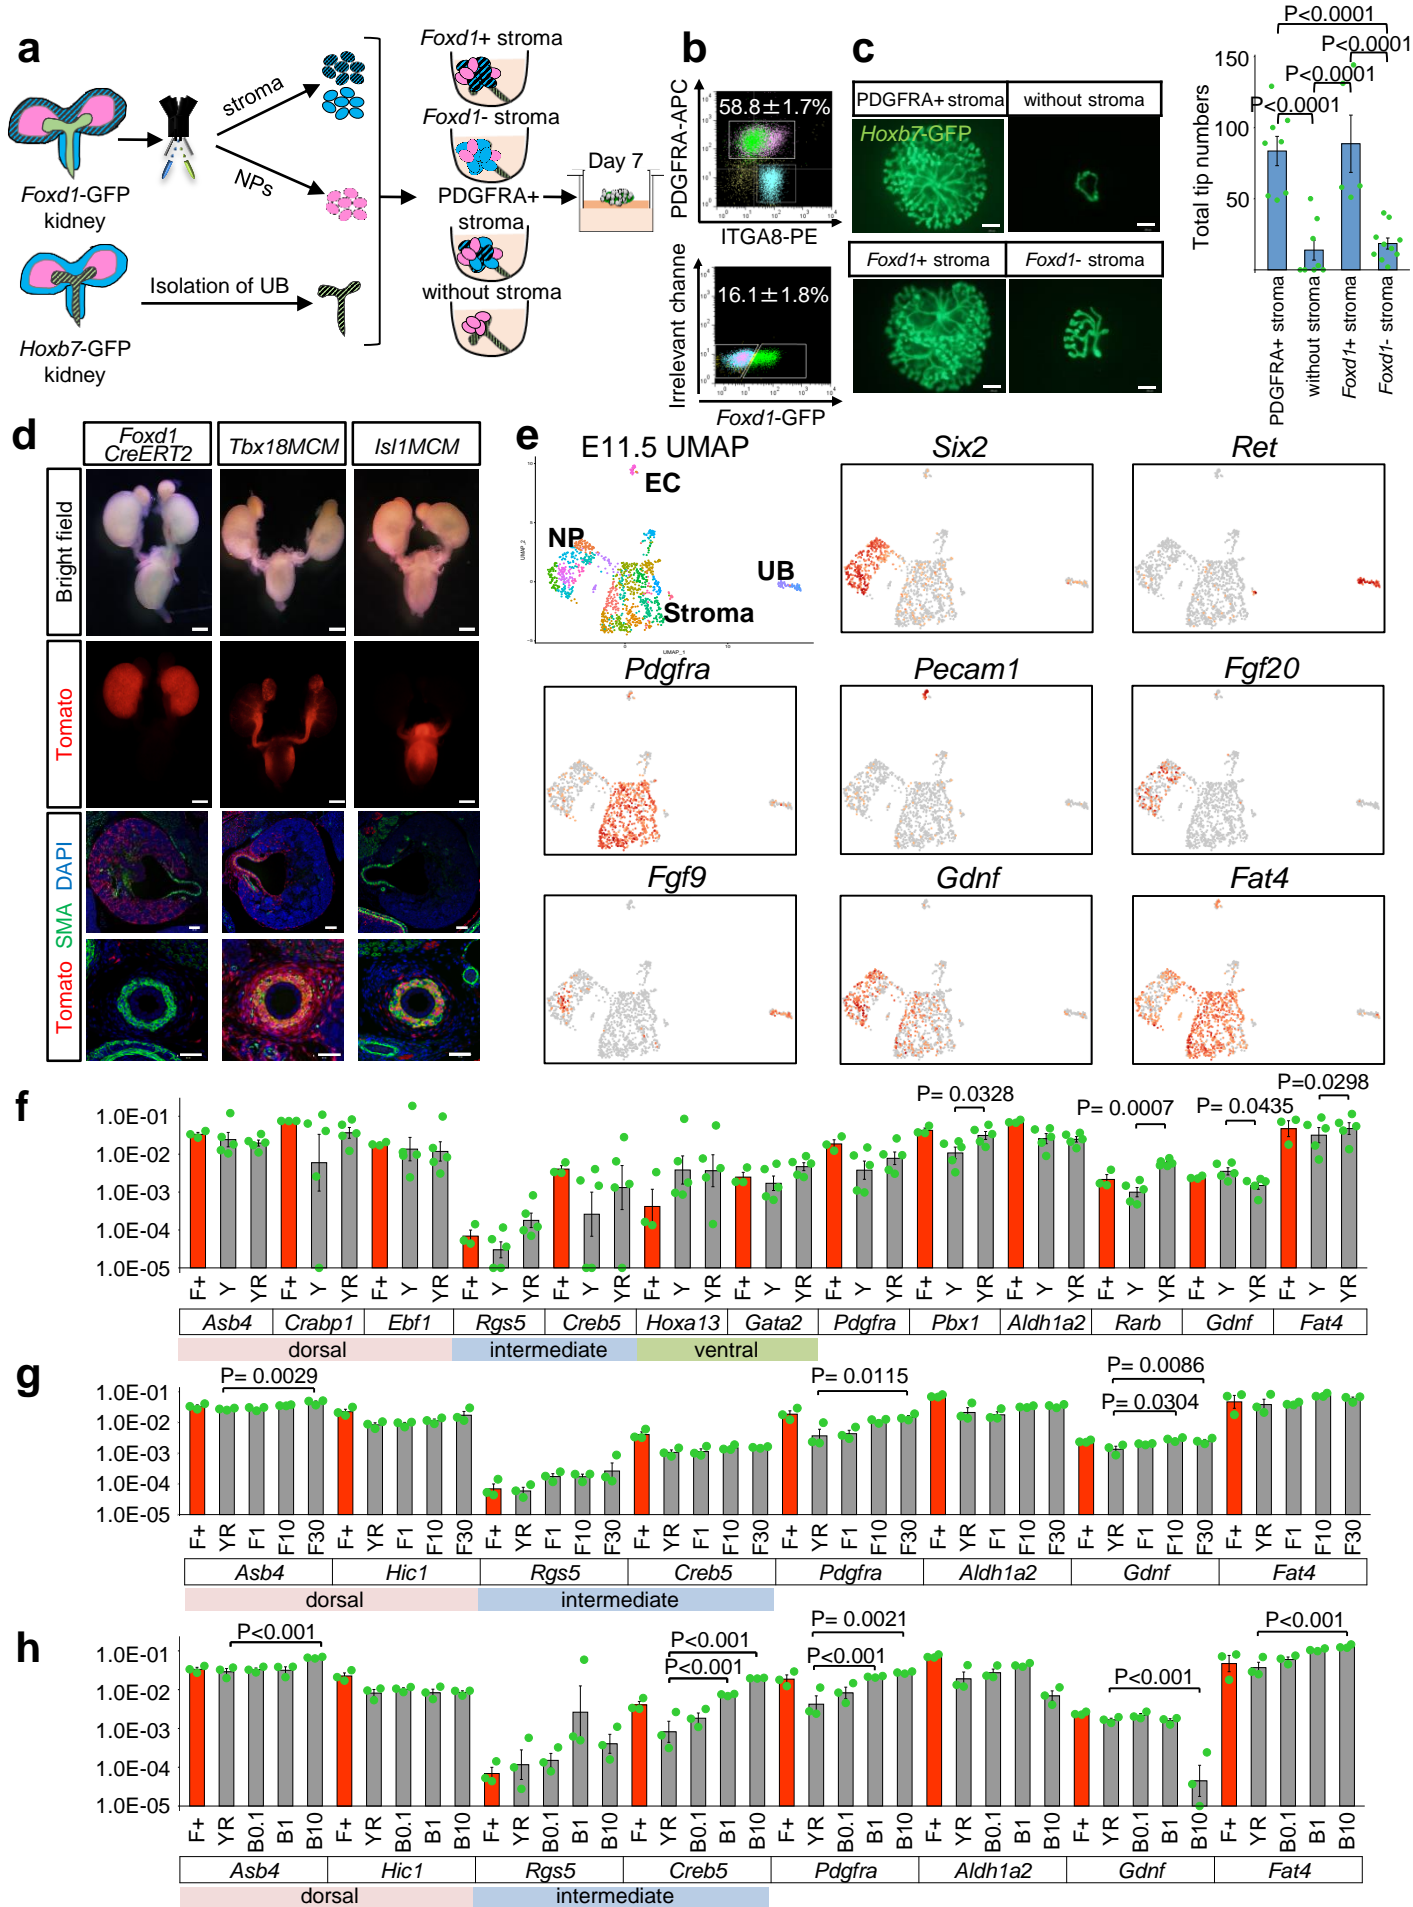

## Supplementary Figure 1

### RA, FGF, and BMP signaling regulates dorsoventral patterning of renal SPs

(a) Schematic diagram of the aggregation assay for UB branching. The indicated stromal cell fraction and NPs isolated from *Foxd1*-GFP mouse kidneys (E11.5) were combined with UBs from *Hoxb7*-GFP kidneys (E11.5). The re-aggregates were cultured at the air/liquid interface for 7 days.

(b) Flow cytometric analysis of the *Foxd1*-GFP kidney at E11.5 before re-aggregation.

(c) UB branching of the re-aggregates with the indicated stromal cells or without stroma. The bar graph on the right shows the UB tip numbers in individual organoids (n=8, 8, 5, and 10 biologically independent samples, respectively). The Tukey–Kramer test (two-sided) was performed. Data are shown as mean  $\pm$  SEM. Source data are provided as a Source Data file. Scale bars: 200  $\mu$ m.

(d) Lineage-tracing analysis for each domain in the stroma using *Foxd1*CreERT2, *Tbx18*MerCreMer (*Tbx18*MCM), and *Isl1*MerCreMer (*Isl1*MCM) mice. Tamoxifen was injected at E11.5 and the mice were analyzed at E15.5. 1<sup>st</sup> row: bright-field photographs under stereomicroscopy; 2<sup>nd</sup> row: tdTomato fluorescence under stereomicroscopy; 3<sup>rd</sup> and 4<sup>th</sup> rows: kidney and ureter sections stained for tdTomato and smooth muscle actin (SMA). Scale bars: 1<sup>st</sup> and 2<sup>nd</sup> rows, 500  $\mu$ m; 3<sup>rd</sup> row, 100  $\mu$ m; 4<sup>th</sup> row, 50  $\mu$ m. For each genotype, two biologically independent mice were examined in two separate experiments.

(e) UMAP plots of the E11.5 mouse kidney. *Fgf20* is expressed in NPs, while *Fgf9* is expressed in NPs and UBs. *Gdnf* and *Fat4* are expressed in NPs and SPs.

(f–h) Expression of stromal domain-related genes after the culture, analyzed by qRT-PCR. (f) RA induces *Pbx1*, *Rarb*, and *Fat4*, in addition to dorsal SP-related genes (n=5 biologically independent experiments). (g, h) RA and FGF9 induce dorsal SP-related genes (including *Asb4*) and *Gdnf* (g), while RA and BMP4 induce intermediate and ventral SP-related genes (including *Creb5*) but reduce *Gdnf* (n=3) (h). Data are shown as mean  $\pm$  SEM. Two-sided Student's *t*-test was performed in (f) and Dunnett's multiple comparison test (two-sided) was performed in (g, h). Source data are provided as a Source Data file. F+: *Foxd1*-GFP<sup>+</sup>/PDGFRA<sup>+</sup> dorsal SPs harvested at E11.5 (non-cultured; presented as a reference); Y: Y27632 (10  $\mu$ M); R: RA (0.1  $\mu$ M); F1: FGF9 (1 ng/ml) with YR; F10: FGF9 (10 ng/ml) with YR; F30: FGF9 (30 ng/ml) with YR; B0.1: BMP4 (0.1 ng/ml) with YR; B1: BMP4 (1 ng/ml) with YR; B10: BMP4 (10 ng/ml) with YR.

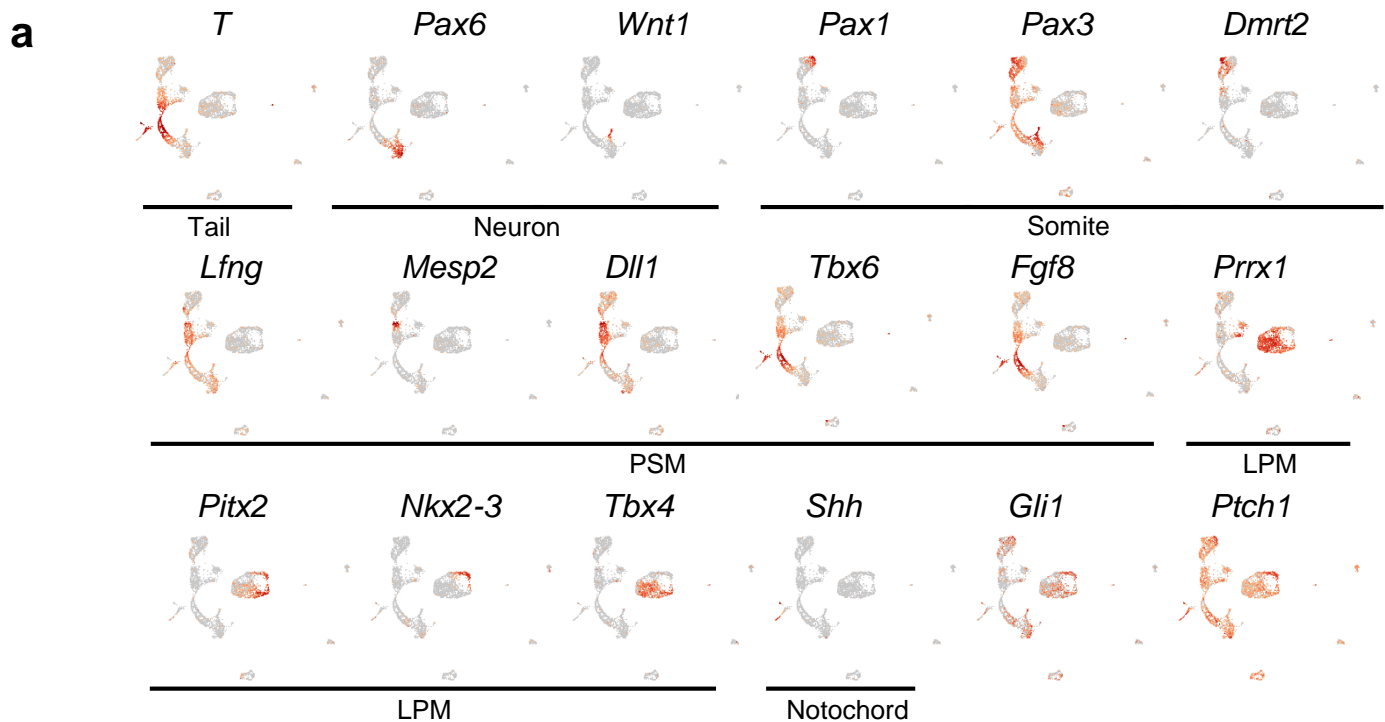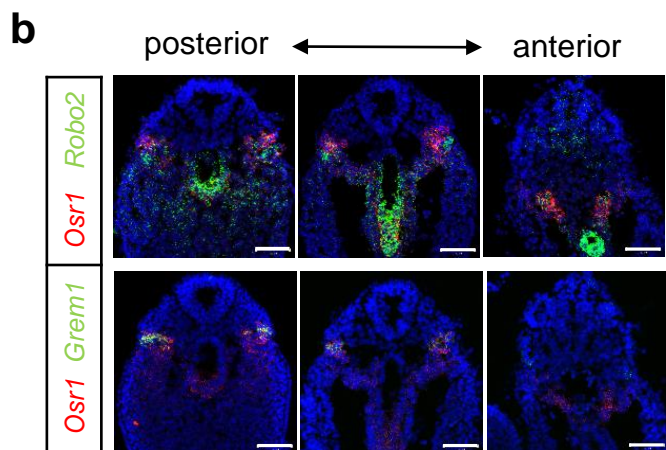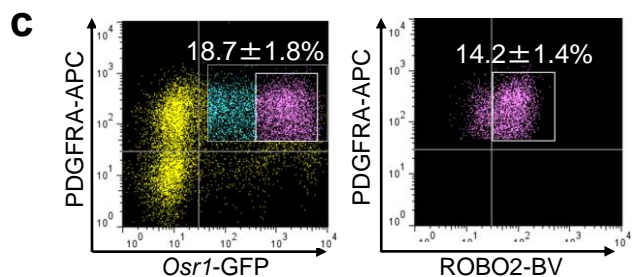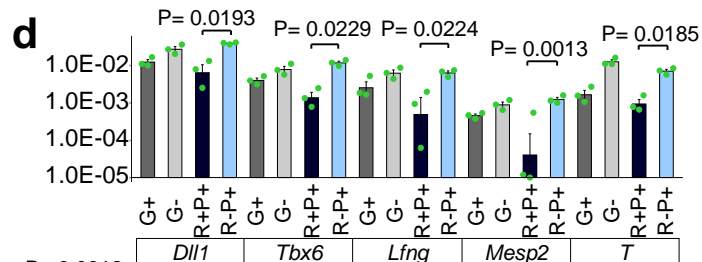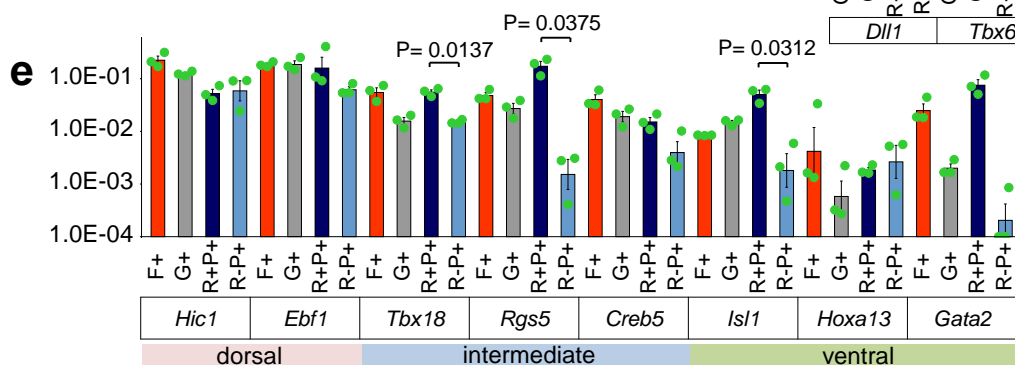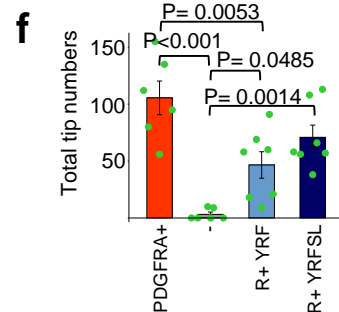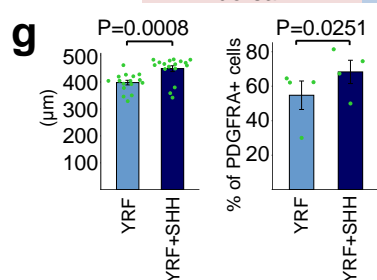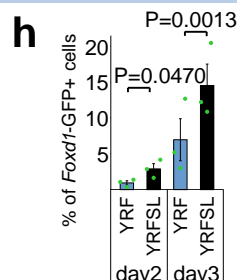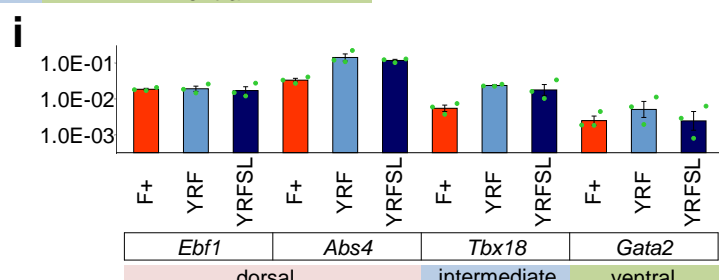

## Supplementary Figure 2

### ROBO2<sup>+</sup>PDGFRA<sup>+</sup> IM is induced to dorsal SPs *in vitro*

(a) UMAP plots of genes expressed in the posterior part (caudal from the 26th somite) of the E9.5 mouse embryo. Genes in the tailbud mesenchyme (*T*), neurons (*Pax6*, *Wnt1*), somites (*Pax1*, *Pax3*, *Dmrt2*), LPM (*Prrx1*, *Pitx2*, *Nkx2-3*, *Tbx4*), PSM (*Lfng*, *Mesp2*, *Dll1*, *Tbx6*, *Fgf8*), and notochord (*Shh*), as well as Shh downstream genes (*Gli1*, *Ptch1*), are shown.

(b) *In situ* hybridization of *Osr1*, *Robo2*, and *Grem1* in the E9.5 mouse embryo. The left columns represent the *Osr1*<sup>+</sup>/*Robo2*<sup>+</sup>/*Grem1*<sup>+</sup> posterior IM, while the right columns show the more anterior part. The dorsal side faces upward, while the ventral side faces downward. Scale bars: 100  $\mu$ m. Two biologically independent mice were examined in two separate experiments.

(c) Flow cytometric analysis of *Osr1*-GFP embryos at E9.5. The *Osr1*-GFP<sup>high</sup>PDGFRA<sup>+</sup> fraction is mostly ROBO2<sup>+</sup>.

(d) Expression of PSM-related genes in the ROBO2<sup>+</sup>PDGFRA<sup>+</sup> and *Osr1*-GFP<sup>+</sup>PDGFRA<sup>+</sup> fractions. G+: *Osr1*-GFP<sup>+</sup> cells; G-: *Osr1*-GFP<sup>-</sup> cells; R+P+: ROBO2<sup>+</sup>PDGFRA<sup>+</sup> cells; R-P+: ROBO2<sup>-</sup>PDGFRA<sup>+</sup> cells. Data are shown as mean  $\pm$  SEM (n=3 biologically independent experiments). Two-sided Student's *t*-test was performed.

(e) Expression of stromal domain-related genes after a 2-day culture of the indicated cell fractions in the YRF condition. F+: Foxd1-GFP<sup>+</sup>PDGFRA<sup>+</sup> dorsal SPs at E11.5 (non-cultured; presented as a reference). Data are shown as mean  $\pm$  SEM (n=3 biologically independent experiments). Two-sided Student's *t*-test was performed.

(f) UB branch numbers of the aggregates in Figure 2i. Data are shown as mean  $\pm$  SEM (n=6, 6, 7, and 7 biologically independent samples, respectively). The Tukey-Kramer test (two-sided) was performed.

(g) Sphere sizes and percentages of induced PDGFRA<sup>+</sup> cells with or without Shh treatment. Data are shown as mean  $\pm$  SEM. For the left graph, 16 and 17 spheres were analyzed under the indicated conditions, respectively. Four independent experiments were performed for the right graph. Two-sided Student's *t*-test was performed.

(h) Induction frequencies of Foxd1-GFP<sup>+</sup> cells from the ROBO2<sup>+</sup>PDGFRA<sup>+</sup> fraction in E9.5 Foxd1-GFP embryos. Note the higher induction rates in the YRFSL condition compared with the YRF condition. Data are shown as mean  $\pm$  SEM (n=3). Two-sided Student's *t*-test was performed.

(i) Expression of genes related to dorsoventral patterning in GFP<sup>+</sup> cells cultured from the ROBO2<sup>+</sup>PDGFRA<sup>+</sup> fraction in E9.5 Foxd1-GFP embryos. Appended to Figure 2j. Data are shown as mean  $\pm$  SEM (n=3). Two-sided Student's *t*-test was performed, but no statistical differences were detected.

(d-i) The source data are provided as a Source Data file.

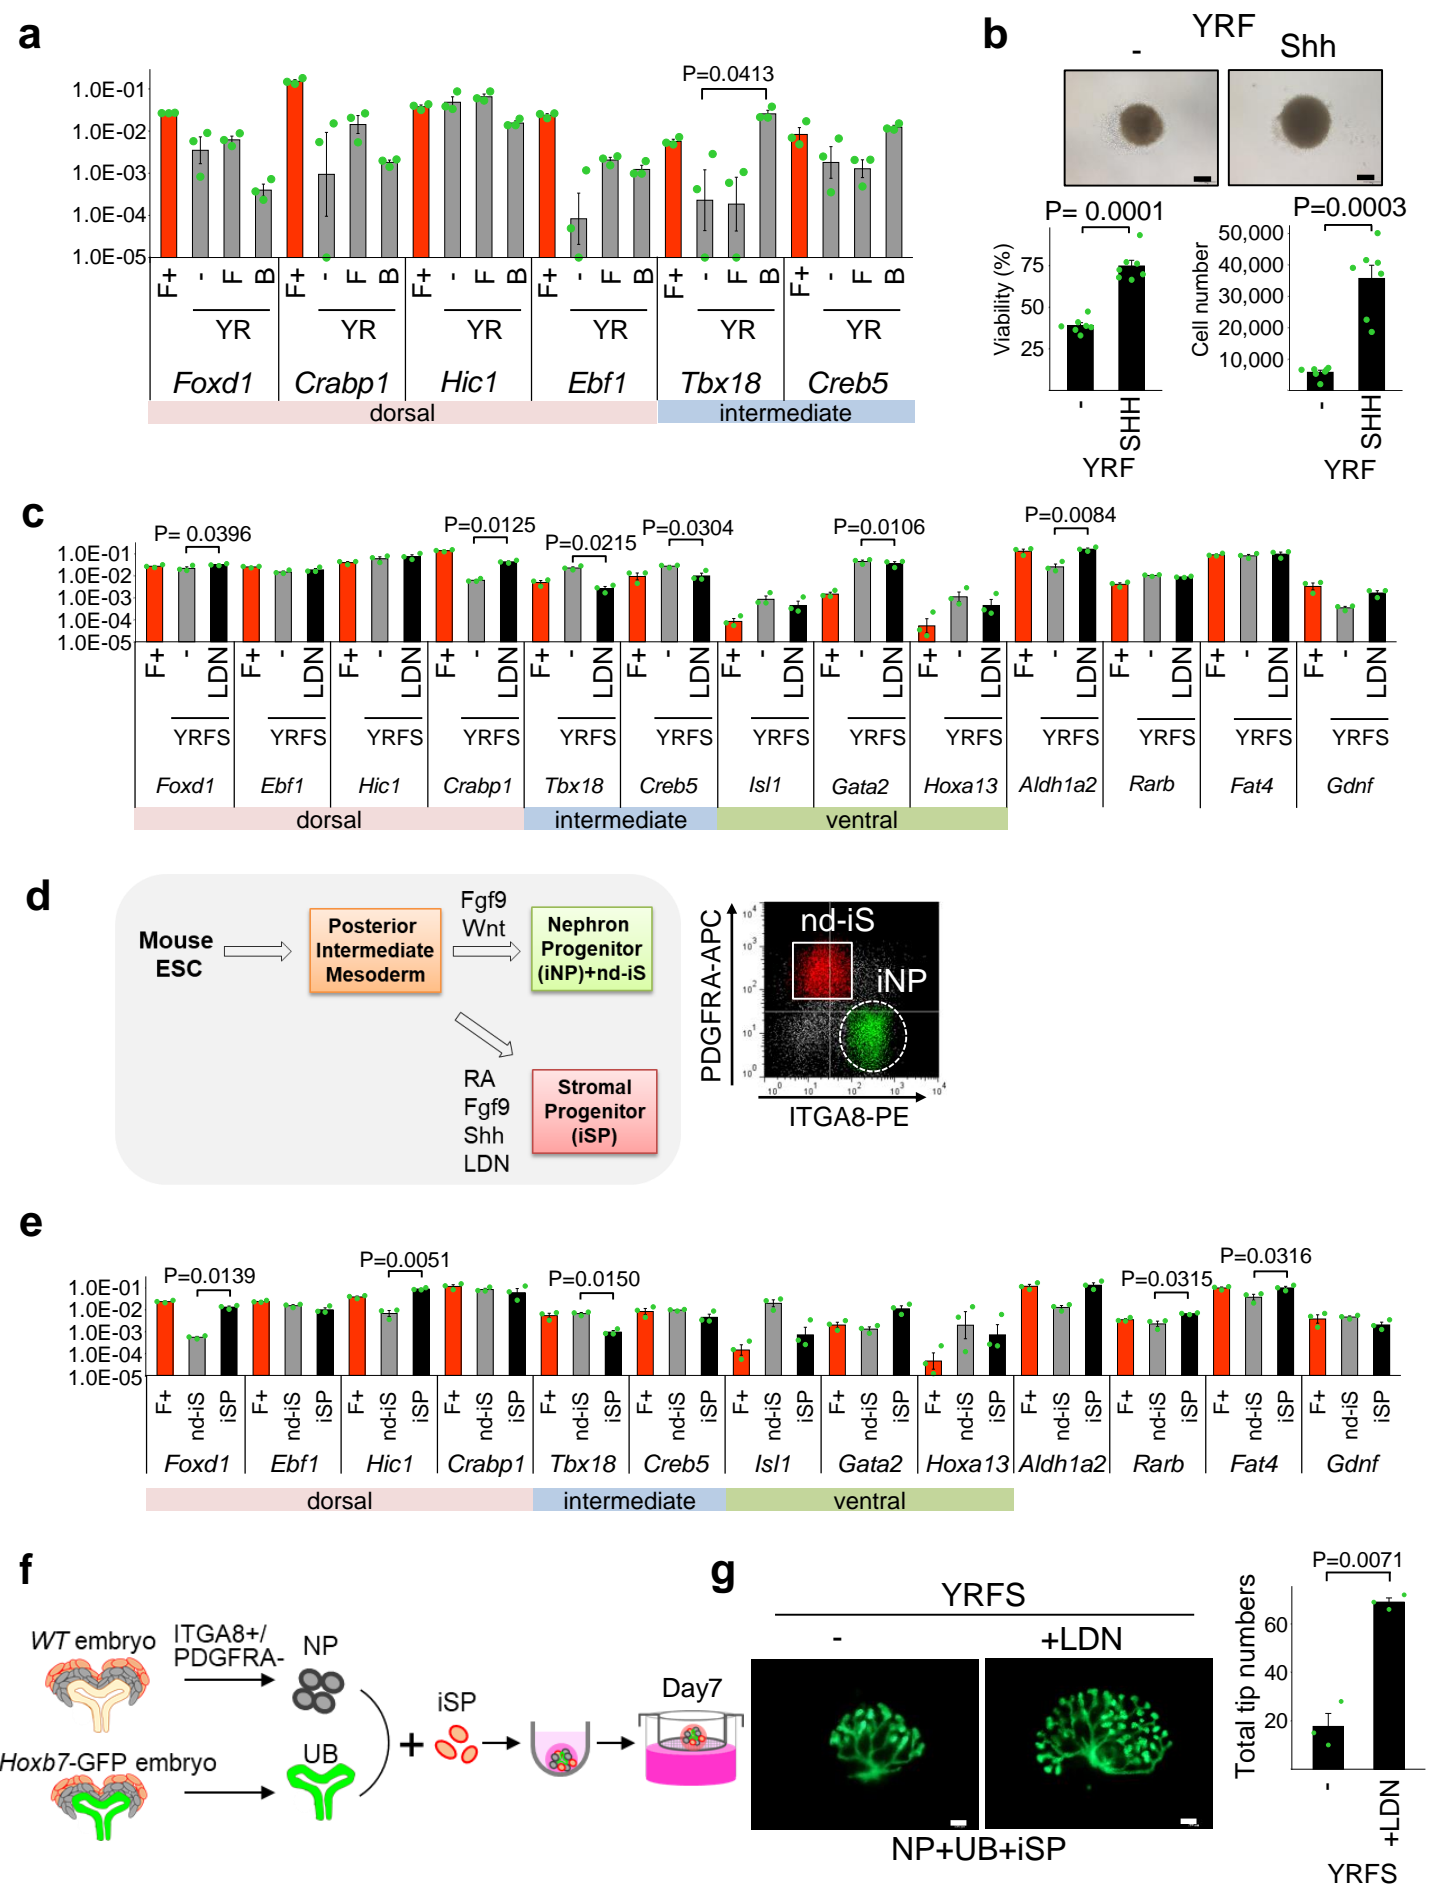

### Supplementary Figure 3

#### Induction of dorsal SPs from mouse ESCs

(a) Effects of FGF9 and BMP4 on SP induction from mouse ESCs. Expression of SP-related genes after culture, analyzed by qRT-PCR. F+: Foxd1-GFP<sup>+</sup>PDGFRA<sup>+</sup> dorsal SPs harvested at E11.5 (non-cultured; presented as a reference); Y: Y27632 (10  $\mu$ M); R: RA (0.1  $\mu$ M); F: FGF9 (10 ng/ml); B: BMP4 (10 ng/ml). Data are shown as mean  $\pm$  SEM (n=3 biologically independent experiments). Two-sided Student's *t*-test was performed.

(b) Effects of SHH addition to the YRF condition. The right graph shows the numbers of PDGFRA<sup>+</sup> cells in the spheres. The lower graphs show the viability and cell numbers of the spheres. Data are shown as mean  $\pm$  SEM (n=7 biologically independent samples). Two-sided Student's *t*-test was performed. Scale bars: 100  $\mu$ m.

(c) Effects of LDN193189 addition on expression of stromal domain-related genes at day 9.5, analyzed by qRT-PCR. F+: Foxd1-GFP<sup>+</sup>PDGFRA<sup>+</sup> cells harvested from E11.5 kidneys (non-cultured; presented as a reference). Data are shown as mean  $\pm$  SEM (n=3 biologically independent experiments). Two-sided Student's *t*-test was performed.

(d) Schematic diagram of NP induction from mouse ESCs. Right panel: flow cytometric analysis of mouse ESC-derived nd-iS, co-induced with NPs.

(e) Comparison of SP-related gene expression between nd-iS and iSPs derived from another mouse ESC line (G4-2). Data are shown as mean  $\pm$  SEM (n=3 biologically independent experiments). Two-sided Student's *t*-test was performed.

(f) Schematic diagram of the aggregation assay. Mouse ESC-derived iSPs are combined with E11.5 embryo-derived ITGA8<sup>+</sup>PDGFRA<sup>-</sup> NPs and Hoxb7-GFP<sup>+</sup> UBs, followed by a 7-day culture at the air/liquid interface.

(g) Enhanced UB branching in the aggregates with iSPs induced in the presence of LDN193189. Data are shown as mean  $\pm$  SEM (n=3 biologically independent experiments). Two-sided Student's *t*-test was performed. (a-c, e, g) Source data are provided as a Source Data file.

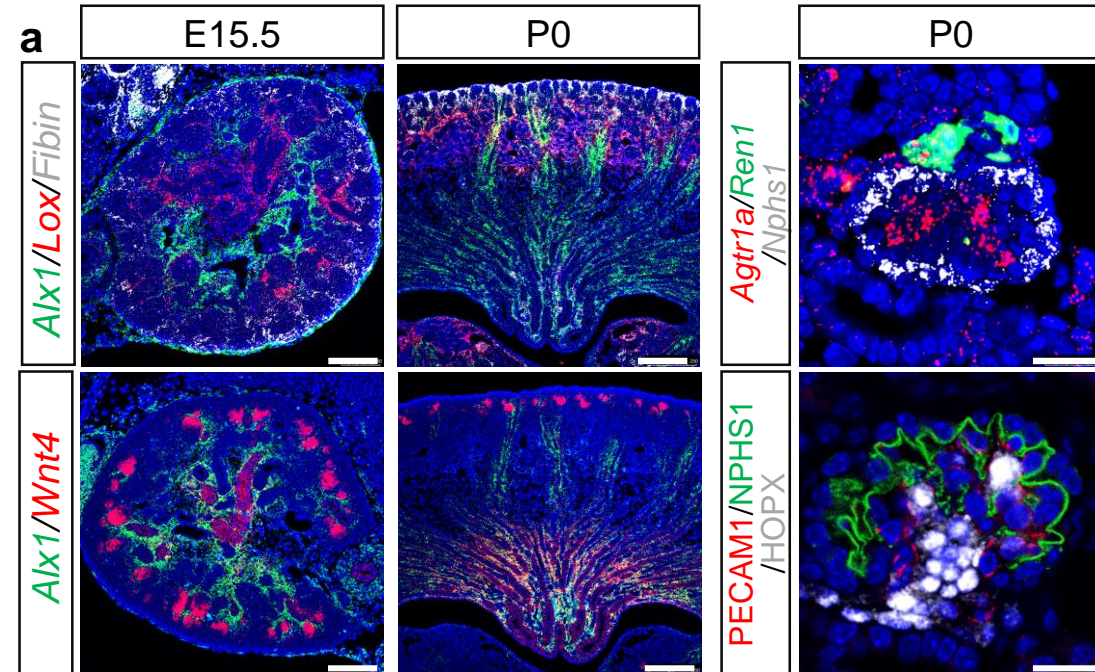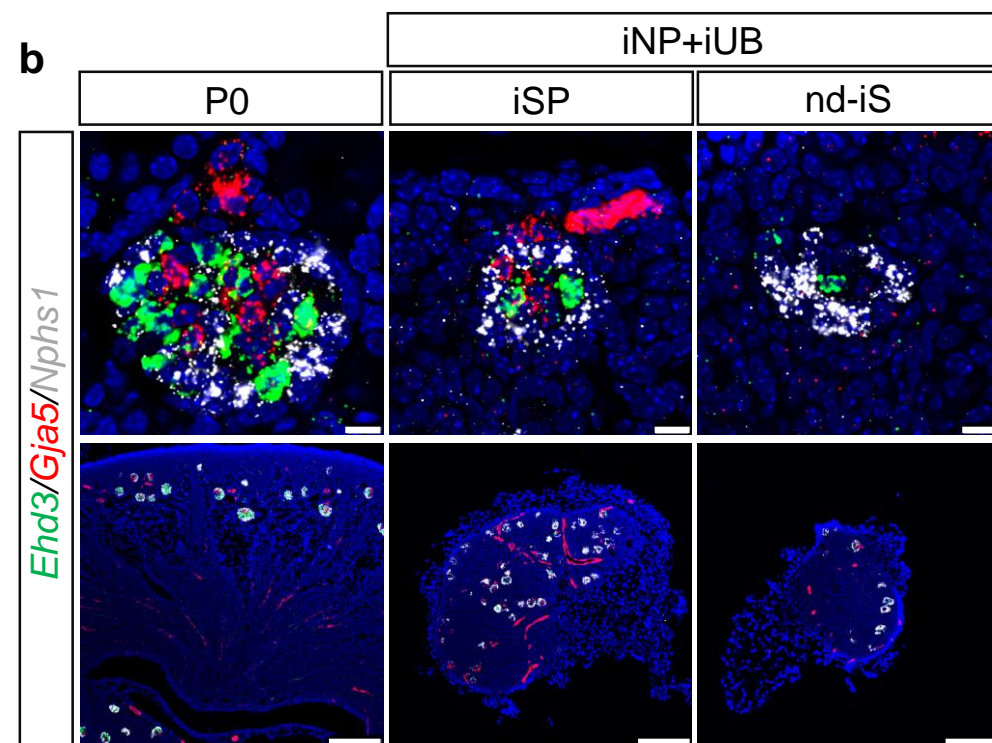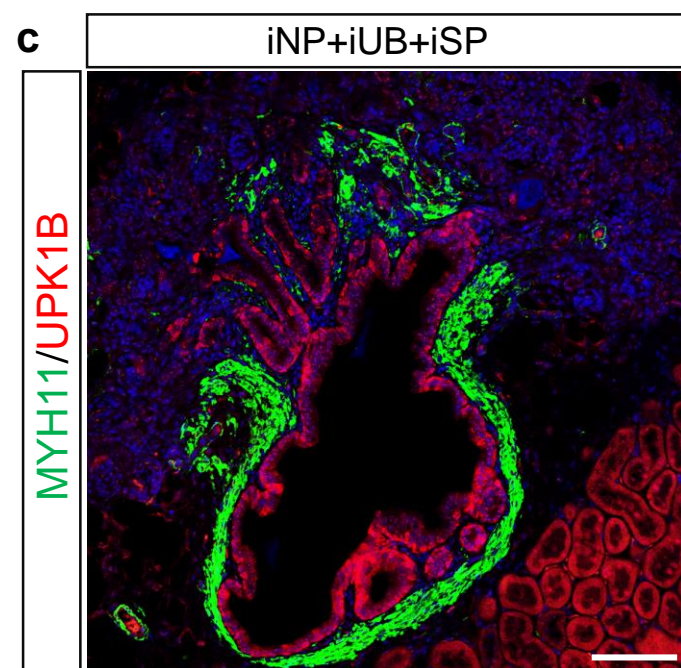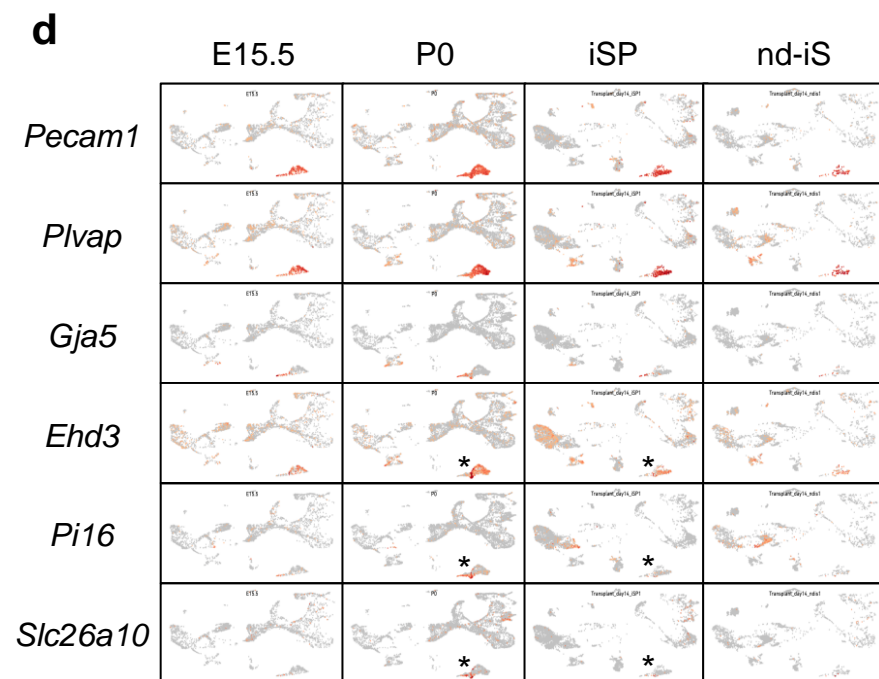

## Supplementary Figure 4

### Analysis of embryonic kidneys and mouse ESC-derived transplanted organoids

- (a) Expression of stromal markers in embryonic kidneys. Left panels: *in situ* hybridization of E15.5 and P0 kidneys. Scale bars: 250  $\mu\text{m}$ . Right upper panel: *in situ* hybridization of glomerulus at P0. Right lower panel: immunostaining of glomerulus at P0. Scale bar: 25  $\mu\text{m}$ . Two biologically independent mice were examined in two separate experiments.
- (b) *In situ* hybridization of endothelial marker genes in neonatal (P0) kidneys and transplanted organoids (14 days post-transplantation). Scale bar: 25  $\mu\text{m}$ . Six organoids in each condition obtained from three independent transplantation experiments were analyzed. For the P0 kidneys, two biologically independent mice were examined in two separate experiments.
- (c) A dilated ureter in the iSP-derived organoids at day 28 post-transplantation. Scale bar: 100  $\mu\text{m}$ . Two organoids obtained from two independent transplantation experiments were analyzed.
- (d) UMAP plots of representative genes for ECs in the embryonic kidneys (E15.5 and P0) and transplanted organoids (generated using iSPs or nd-iS). \*: glomerular EC clusters.

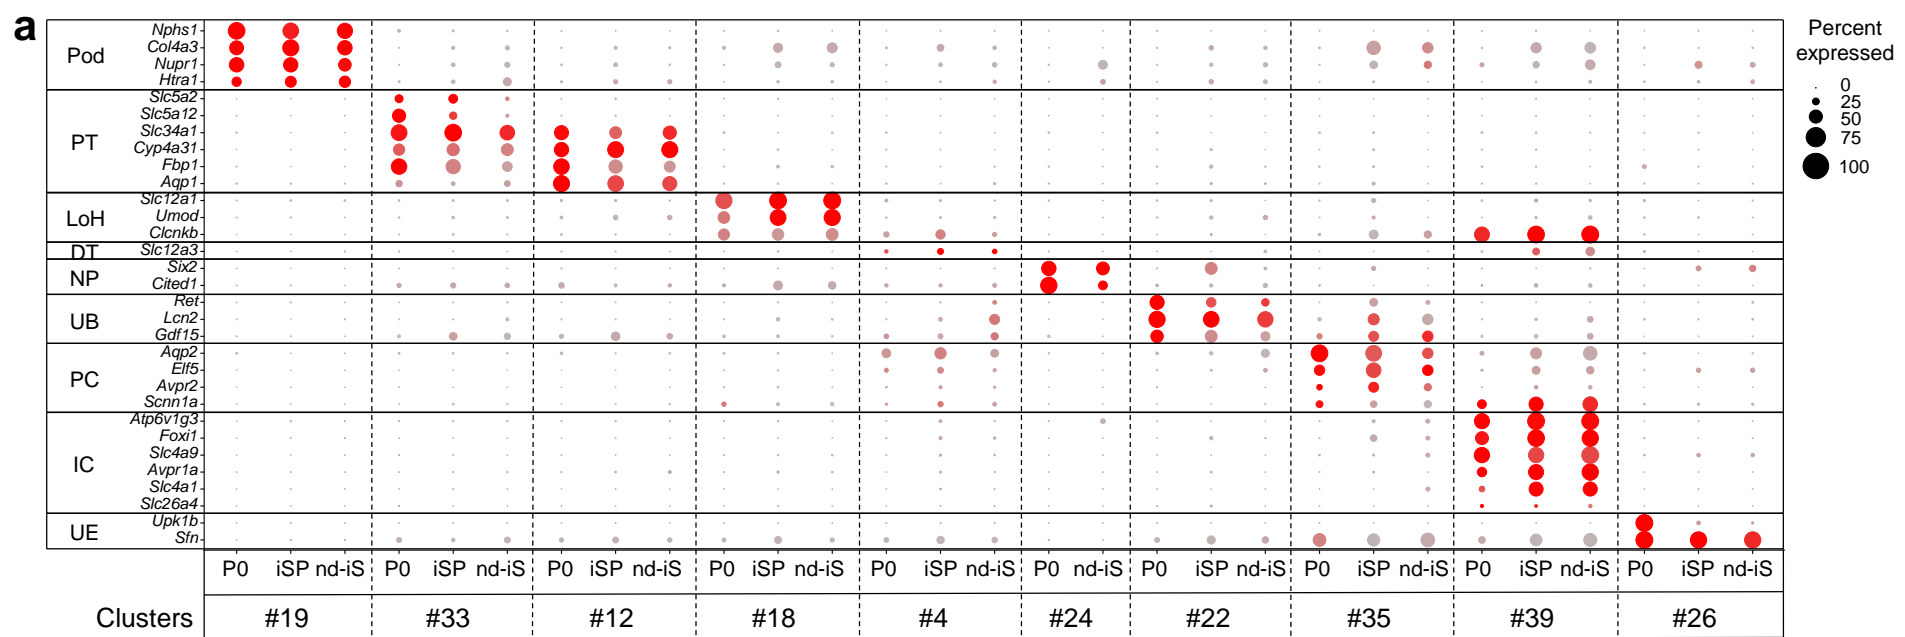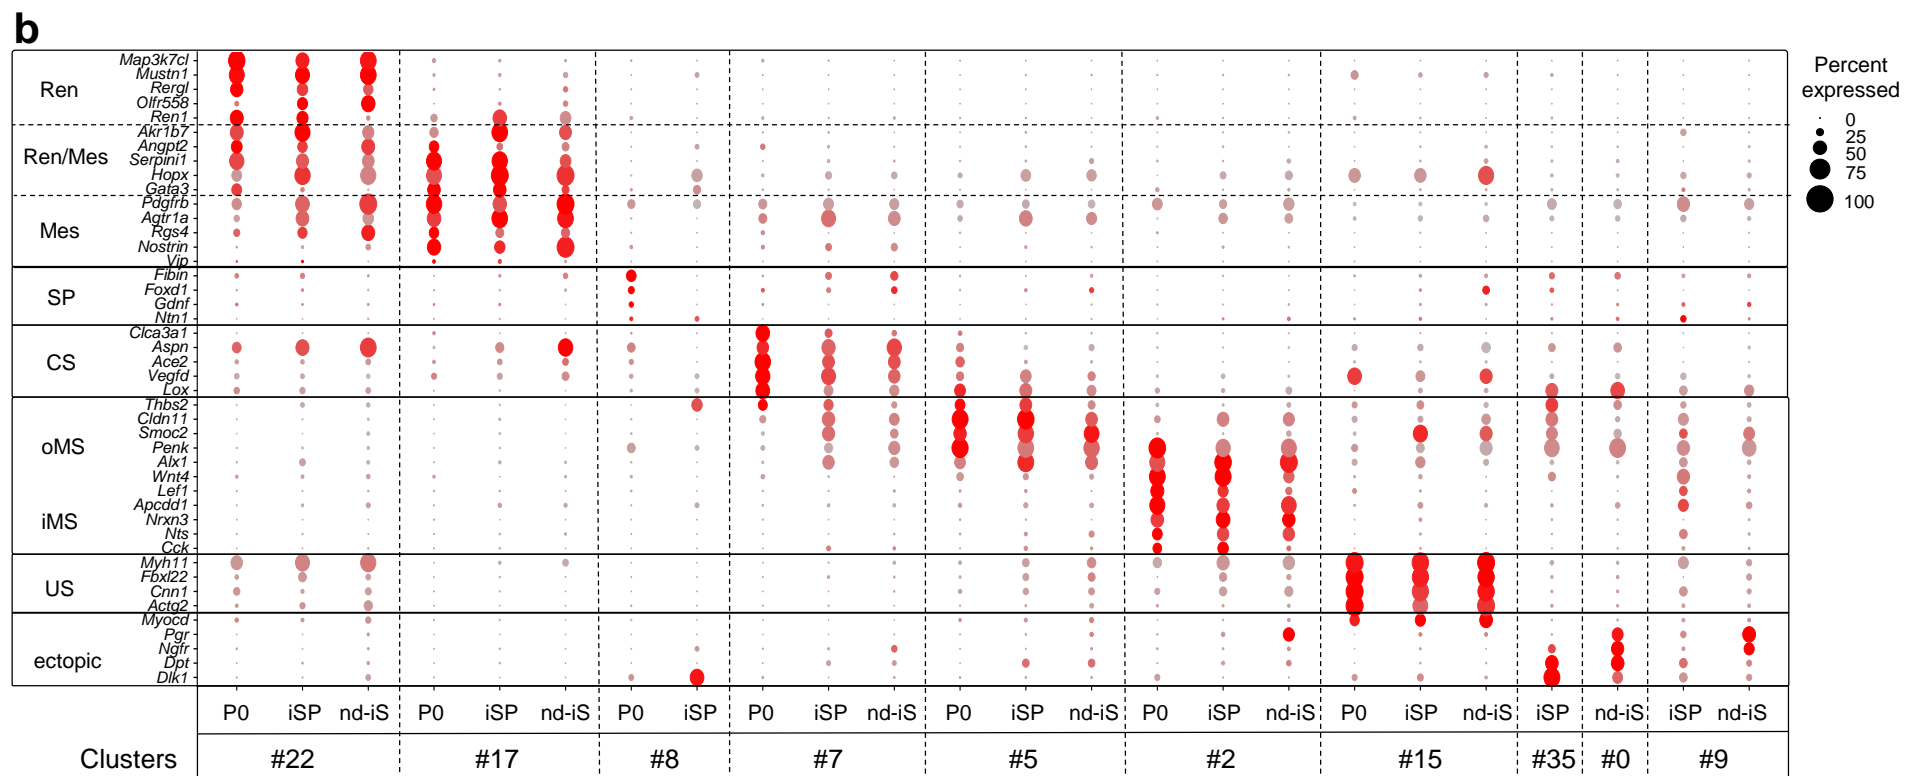

### **Supplementary Figure 5**

#### **Nephron, UB, and stromal lineages in the ESC-derived kidney mature close to the neonatal stage upon transplantation**

(a) Dot plots of representative genes in the nephron and UB clusters in the P0 kidney, iSP-derived organoids, and nd-iS-derived organoids. Cluster 24 (#24) is absent in the iSP-derived organoids. Pod: podocyte; PT: proximal tubule; LoH: loop of Henle; DT: distal tubule; PC: principal cell; IC: intercalated cell; UE: uroepithelium.

(b) Dot plots of representative genes in the stromal clusters in the P0 kidney, iSP-derived organoids, and nd-iS-derived organoids. Organoid-specific genes are also shown. Cluster 8 (#8) is absent in the nd-iS-derived organoids. Clusters 35, 0, and 9 are only present in the organoids. Ren: renin cell; Mes: mesangial cell; CS: cortical stroma; oMS: outer medullary stroma; iMS: inner medullary stroma; US: ureteric stroma.

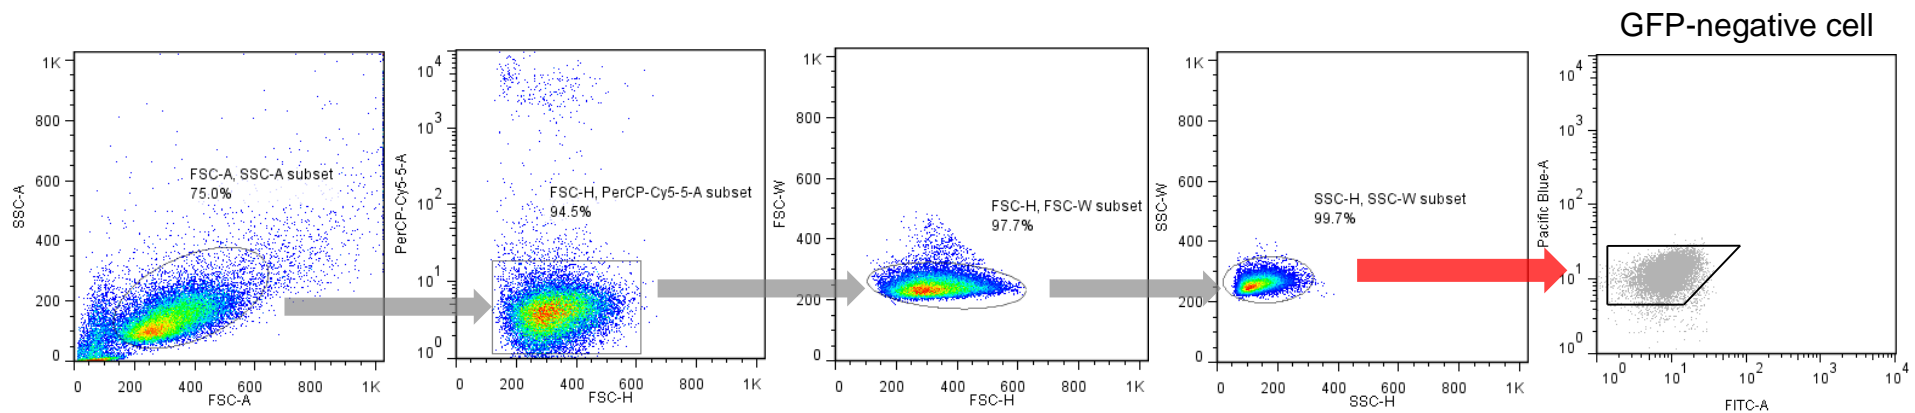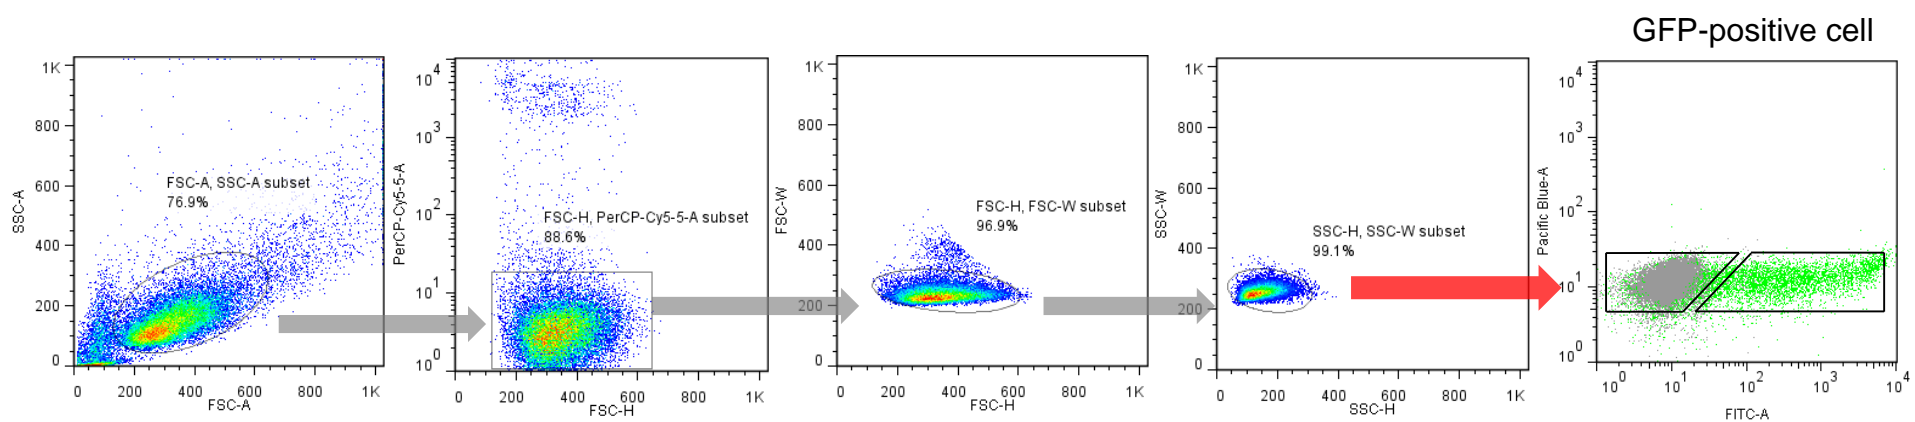

## **Supplementary Figure 6**

### **FACS sequential gating/sorting strategies**

Live cells were initially gated with the FSC/SSC and PI-negative population, and then FSC-H/FSC-W was applied to exclude doublet cells. The isolated cell populations were subsequently gated with cell surface markers or GFP<sup>+</sup> cells as indicated in the Figures.

**Supplementary Table 1: Reagent list**

| REAGENT or RESOURCE                          | SOURCE                   | IDENTIFIER        | Dilution |
|----------------------------------------------|--------------------------|-------------------|----------|
| Primary Antibodies                           |                          |                   |          |
| KRT8 (TROMA-I)                               | DSHB                     | N/A               | 1:50     |
| SIX2                                         | Proteintech              | Cat.# 11562-1-AP  | 1:100    |
| FOXD1                                        | Santa Cruz               | Cat.# sc-47585    | 1:500    |
| TBX18                                        | Santa Cruz               | Cat.# sc-17869    | 1:500    |
| ISL1                                         | Abcam                    | Cat.# ab20670     | 1:200    |
| SMA                                          | Dako                     | Cat.# M0851       | 1:100    |
| RFP                                          | Rockland                 | Cat.# 600-401-379 | 1:100    |
| LTL                                          | VECTOR                   | Cat.# B-1325      | 1:200    |
| CDH1                                         | BD                       | Cat.# 610181      | 1:100    |
| NPHS1                                        | Progen                   | Cat.# GP-N2       | 1:100    |
| CAR2                                         | Santa Cruz               | Cat.# sc-25596    | 1:100    |
| AQP2                                         | Sigma                    | Cat.# A7310       | 1:100    |
| SLC12A1                                      | StressMarq<br>Bioscience | Cat.# SPC-401D    | 1:100    |
| HOPX                                         | Proteintech              | Cat.# 11419-1-AP  | 1:500    |
| Mouse PECAM1                                 | Dianova                  | Cat.# DIA-310     | 1:50     |
| MYH11                                        | Abcam                    | Cat.# Ab53219     | 1:100    |
| UPK1B                                        | Sigma                    | Cat.# WH0007348M2 | 1:200    |
| ITGA8                                        | R&D                      | Cat.# BAF4076     | 1:50     |
| PDGFRA                                       | Biolegend                | Cat.# 135907      | 1:500    |
| ROBO2                                        | R&D                      | Cat.# BAF3147     | 1:200    |
| Fluorescence-conjugated secondary antibodies |                          |                   |          |
| BV421 Streptoavidin                          | Biolegend                | Cat.# 405226      | 1:100    |
| PE Streptoavidin                             | BD Pharmingen            | Cat.# 554061      | 1:100    |
| Alexa 488 donkey anti-rabbit IgG             | Thermo                   | A21206            | 1:500    |
| Alexa 488 chicken anti-mouse IgG             | Thermo                   | A21200            | 1:500    |
| Alexa 488 donkey anti-goat IgG               | Thermo                   | A11055            | 1:500    |
| Alexa 488 chicken anti-rat IgG               | Thermo                   | A21470            | 1:500    |
| Alexa 568 donkey anti-rabbit IgG             | Thermo                   | A11042            | 1:500    |
| Alexa 568 donkey anti-mouse IgG              | Thermo                   | A11037            | 1:500    |
| Alexa 568 donkey anti-goat IgG               | Thermo                   | A11057            | 1:500    |
| Alexa 568 goat anti-guinea pig IgG           | Thermo                   | A11075            | 1:500    |

|                                               |                                   |                   |       |
|-----------------------------------------------|-----------------------------------|-------------------|-------|
| Alexa 568 Streptoavidin                       | Thermo                            | A21094            | 1:500 |
| Alexa 633 goat anti-rat IgG                   | Thermo                            | A21094            | 1:500 |
| Alexa 633 goat anti-guinea pig IgG            | Thermo                            | A21105            | 1:500 |
| Alexa 633 goat anti-mouse IgG                 | Thermo                            | A21052            | 1:500 |
| Alexa 633 Streptoavidin                       | Thermo                            | S11226            | 1:500 |
| Chemicals, Peptides, and Recombinant Proteins |                                   |                   |       |
| Y27632                                        | Wako                              | Cat.# 257-00511   |       |
| human FGF2                                    | Wako                              | Cat.# 064-04541   |       |
| LDN193189                                     | Wako                              | Cat.# 126-05851   |       |
| CHIR99021                                     | Axon                              | Cat.# AXN1386-00  |       |
| PD0325901                                     | Wako                              | Cat.# 162-25291   |       |
| Retinoic acid                                 | Sigma                             | Cat.# R-2625-50MG |       |
| Activin A                                     | R&D                               | Cat.# 338-AC      |       |
| human BMP4                                    | R&D                               | Cat.# 314-BP      |       |
| human FGF9                                    | R&D                               | Cat.# 273-F9      |       |
| human FGF acidic                              | R&D                               | Cat.# aa 16-155   |       |
| human FGF basic                               | R&D                               | Cat.# 233-FB-025  |       |
| human GDNF                                    | R&D                               | Cat.# 212-GD-010  |       |
| Mouse SHH-N                                   | R&D                               | Cat.# 461-SH-025  |       |
| TTNPB                                         | SIGMA                             | T3757             |       |
| JAK inhibitor I                               | Millipore                         | 420099            |       |
| A83-01                                        | TOCRIS                            | 2939              |       |
| SB202190                                      | SIGMA                             | S7067             |       |
| Critical Commercial Assays                    |                                   |                   |       |
| RNeasy Plus Micro Kit                         | QIAGEN                            | Cat.# 74034       |       |
| SuperScript VILO cDNA Synthesis Kit           | ThermoFisher                      | Cat.# 11754250    |       |
| TB Green Fast qPCR Mix                        | Takara                            | Cat.# RR430A      |       |
| Experimental Models: Cell Lines               |                                   |                   |       |
| Mouse ESC: Hoxb7-GFP line                     | Taguchi et al., 2017 <sup>1</sup> | N/A               |       |
| Mouse ESC: G4-2 line                          | Niwa et al. 2000 <sup>2</sup>     | N/A               |       |
| Experimental Models: Organisms/Strains        |                                   |                   |       |

|                                       |                                         |                   |
|---------------------------------------|-----------------------------------------|-------------------|
| Mouse: Osr1-GFP                       | Taguchi et al, 2014 <sup>3</sup>        | N/A               |
| Mouse: Hoxb7-GFP                      | Jackson Laboratory                      | Cat.# 016251      |
| Mouse: Foxd1-GFPCre                   | Jackson Laboratory                      | Cat.# 012463      |
| Mouse: Foxd1-GFPCreERT2               | Jackson Laboratory                      | Cat.# 012464      |
| Mouse: Isl1-MerCreMer                 | Jackson Laboratory                      | Cat.# 029566      |
| Mouse: ROSA26-CAG-tdTomato            | Jackson Laboratory                      | Cat.# 007905      |
| Mouse: Tbx18-MerCreMer                | Grisanti et al, 2013 <sup>4</sup>       | N/A               |
| Mouse: NOD/ShiJic-scidJcl             | CHARLES RIVER LABORATORIE S JAPAN, INC. | N/A               |
| Oligonucleotides                      |                                         |                   |
| See Table S4 for PCR primer sequences |                                         |                   |
| RNAscope Probe- Mm-Osr1               | Advanced Cell Diagnostics               | 496281-C2         |
| RNAscope Probe- Mm-Robo2              | Advanced Cell Diagnostics               | 475961            |
| RNAscope Probe- Mm-Grem1              | Advanced Cell Diagnostics               | 314741-C3         |
| RNAscope Probe- Mm-Wnt7b              | Advanced Cell Diagnostics               | 401131            |
| RNAscope Probe- Mm-Ret                | Advanced Cell Diagnostics               | 431791-C2         |
| RNAscope Probe- Mm-Six2               | Advanced Cell Diagnostics               | 500011, 500011-C3 |
| RNAscope Probe- Mm-Foxd1              | Advanced Cell Diagnostics               | 495501-C3         |
| RNAscope Probe- Mm-Alx1               | Advanced Cell Diagnostics               | 403161, 403161-C3 |

|                          |                              |                                                                 |
|--------------------------|------------------------------|-----------------------------------------------------------------|
| RNAscope Probe- Mm-Lox   | Advanced Cell<br>Diagnostics | 425311                                                          |
| RNAscope Probe- Mm-Fibin | Advanced Cell<br>Diagnostics | 545551-C2                                                       |
| RNAscope Probe- Mm-Wnt4  | Advanced Cell<br>Diagnostics | 401101-C2                                                       |
| RNAscope Probe- Mm-Aqp2  | Advanced Cell<br>Diagnostics | 452411-C3                                                       |
| RNAscope Probe- Mm-Ren1  | Advanced Cell<br>Diagnostics | 433461-C2                                                       |
| RNAscope Probe- Mm-Agr1a | Advanced Cell<br>Diagnostics | 481161-C3                                                       |
| RNAscope Probe- Mm-Nphs1 | Advanced Cell<br>Diagnostics | 433571                                                          |
| RNAscope Probe- Mm-Ehd3  | Advanced Cell<br>Diagnostics | 1110201                                                         |
| RNAscope Probe- Mm-Gja5  | Advanced Cell<br>Diagnostics | 518041-C2                                                       |
| Software and Algorithms  |                              |                                                                 |
| FlowJo (ver 7.6.5)       | Tree Star                    | <a href="https://www.flowjo.com">https://www.flowjo.com</a>     |
| Imaris (ver 7.7.0)       | BITPLANE                     | <a href="http://www.bitplane.com/">http://www.bitplane.com/</a> |

**Supplementary Table 2: Primer list for qRT-PCR**

| Oligonucleotides      |                           |                           |
|-----------------------|---------------------------|---------------------------|
| mouse qRT-PCR Primers | Sequence Forward          | Sequence Reverse          |
| <i>Actb</i>           | CATCCGTAAAGACCTCTATGCCAAC | ATGGAGCCACCGATCCACA       |
| <i>Foxd1</i>          | TCGCTCTGTCTTGCCACTAGGA    | ACGCCTGGACCTGAGAATCTCTAC  |
| <i>Crabp1</i>         | AGCAGCGAGAATTGACGAG       | CGCACAGTAGTGGATGTCTTGATG  |
| <i>Ebf1</i>           | GACTACGGCTTCCAGAGGTTACAGA | CCCATACAGGGCTTCAACCAG     |
| <i>Asb4</i>           | CACATTCGATGGAACATAAAGTGGA | CGAATGGCACATC1TGACAGG     |
| <i>Hic1</i>           | GCCCGGGACTGATAATGTGAAG    | ACCTCGGAAGCAGAGACAGATG    |
| <i>Tbx18</i>          | ATCCCTGGAATCCCAAAGCAA     | CCAGACAACAGGTGAGGATGTGTAG |
| <i>Rgs5</i>           | AGTTCTGGGTTGCCTGTGAGAATTA | CCAAGTCAAAGCTGCGAGGA      |
| <i>Creb5</i>          | GTCCGATAACAGCCATGCAGAA    | TCGCTGACCGATGAGGATGTAG    |
| <i>Isl1</i>           | TCCATGGCAAAGCAGTGGAG      | CAGCACGGCTGAGGTAAATGATAA  |
| <i>Hoxa13</i>         | CCACCTCTGGAAGTCCACTCTG    | CCGTTTGTCTTGTAATGAATTTG   |
| <i>Gata2</i>          | GGCTCTACCACAAGATGAATGGA   | CGCCATAAGGTGGTGGTGTCTC    |
| <i>Pdgfra</i>         | AGCAAACATCTTGACTTGGGAACA  | ACTTGATCATTCCTCCGGACAC    |
| <i>Pbx1</i>           | GCCCATGGAAGCCAAGCTAA      | GTGACTGCACGCTCATGAACAA    |
| <i>Aldh1a2</i>        | AGCCCATTGGAGTGTGTGGAC     | TGCTCAGCGGGTTTGATGAC      |
| <i>Rarb</i>           | AGCAAGTTAGTCTGCCGTCTGGA   | AGGCCACTTGCCCATACCTTC     |
| <i>Gdnf</i>           | CACGTTTCGCATGGTTCCA       | TGGGCAGCTGAGGTTGTCA       |
| <i>Fat4</i>           | GTGTTTAACGTCACCGATGCAGA   | TCCACTGCAAAGTCCCAAG       |
| <i>Osr1</i>           | ACTGATGAGCGACCTTACACCTG   | ACTTGTGAGTGTAGCGTCTTGTTGA |
| <i>Wt1</i>            | TGAAGACCCACACCAGGACTC     | TGTGATGGCGGACCAATTC       |
| <i>Six2</i>           | GCAACTTCCGCGAGCTCTAC      | GCCTTGAGCCACAAGTGTCTG     |
| <i>Grem1</i>          | TTCAGTGCTCGCCCTATGCTC     | TACACCCGCGGTCAAGTGAA      |
| <i>Pax2</i>           | AGGCATCAGAGCACATCAAATCAG  | GGGTTGGCCGATGCAGATAG      |
| <i>Lfng</i>           | TTCATCGCCGTCAAGACCAC      | CTTGGCCAGAGCTTCGTCTC      |
| <i>Dll1</i>           | CTGTCTGCCAGGGTGTGATGA     | GCCATGGAGACAACCTGGGTA     |
| <i>Tbx6</i>           | GGTCAGCCTGAGCTTGGA        | GGTCCAGGCCAGTGACTGATAC    |
| <i>Mesp2</i>          | ACTGGACACAATCCACTGAACCTG  | TGAGGCTGTAGTCTCTGGCATGA   |
| <i>T</i>              | CCATGCTGCAGTCCCATGA       | GCTCACAGACCAGAGACTGGGATAC |
| <i>Tbx4</i>           | ACTGGACCGATGGATGACGAG     | TGGCCACCCACAGAGATTAACA    |
| <i>Foxf1</i>          | GAGCAGCCATACCTTACCAA      | ACATGCTGGGCGACTGTGAG      |
| <i>Meox1</i>          | GATTGCATGGTACTTGGGACGA    | TCCTTGGTGAAGGCTGTCTCTC    |

1. Taguchi, A. & Nishinakamura, R. Higher-order kidney organogenesis from pluripotent stem cells. *Cell Stem Cell* **21**, 730–746 (2017).
2. Niwa, H., Miyazaki, J. I. & Smith, A. G. Quantitative expression of Oct-3/4 defines differentiation, dedifferentiation or self-renewal of ES cells. *Nat. Genet.* **24**, 372–376 (2000).
3. Taguchi, A. *et al.* Redefining the in vivo origin of metanephric nephron progenitors enables generation of complex kidney structures from pluripotent stem cells. *Cell Stem Cell* **14**, 53–67 (2014).
4. Grisanti, L. *et al.* Tbx18 targets dermal condensates for labeling, isolation, and gene ablation during embryonic hair follicle formation. *J. Invest. Dermatol.* **133**, 344–353 (2013).

# Supplementary material for: Generation of the organotypic kidney structure by integrating pluripotent stem cell-derived renal stroma
**Source:** Nat Commun. 2022 Feb 1;13:611. doi: 10.1038/s41467-022-28226-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

Title: Supplementary Data 1.

Description: Representative gene expression in the stromal clusters of transplanted mouse organoids and embryonic kidneys (related to Supplementary Fig. S5)

Title: Supplementary Data 2.

Description: Unbiased hierarchal clustering analysis of the induced stroma and embryonic stroma (related to Fig. 6d)

# Supplementary material for: Generation of the organotypic kidney structure by integrating pluripotent stem cell-derived renal stroma
**Source:** Nat Commun. 2022 Feb 1;13:611. doi: 10.1038/s41467-022-28226-7
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Sequence and data collection were done by using Chromium equipment (10x Genomics) .                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Data analysis   | -For single cell RNA sequence analyses, raw sequencing data for each sample was converted to matrices of expression counts by using the Cell Ranger software (10x Genomics; the version used for each sample are 2.0.0 for E9.5, 3.0.2 for E11.5, and 4.0.0 for integrated data).<br>-Statistical analyses were performed by using Seurat software (version 3.1.1 for E9.5 and E11.5, and version 4.0.0 for integrated data).<br>-The original FACS data sets were collected by using BD FACS Diva software (v8.0.1). Data analysis were performed with Flowjo software (ver 7.6.5, TreeStar).<br>-Three-dimensional fluorescence images were captured by confocal microscopy (TSC SP8; Leica) and reconstructed by Imaris (v 7.7.0, Bitplane). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Figures 1, 2, 3, and 6 have associated scRNA-seq raw data, which have been deposited in the National Center for Biotechnology Information Gene Expression

Omnibus (GSE178263 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178263]). The scRNA-seq data of E15.5 and P0 embryonic kidneys were described previously (GSE149134 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149134])(Naganuma et al., 2021).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All experiments in this study were performed with a sample size as large as possible and repeated at least three independent experiments to perform statistical analysis. Sample size was not pre-determined by applying statistical methods. |
| Data exclusions | No data were excluded from the analysis                                                                                                                                                                                                       |
| Replication     | All induction experiments in this study were independently repeated 3 times with replicates. The number of replicates of samples and types of statistical analysis were described in Figure legends and supplementary information.            |
| Randomization   | Samples were allocated into experimental groups based on induced conditions of the cultured cells.                                                                                                                                            |
| Blinding        | The investigators were not blinded during allocating different treatments to avoid cross contamination between samples.                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

KRT8 (1:50, DSHB, TROMA-I); SIX2 (1:100, Proteintech, 11562-1-AP); FOXD1(1:500, Santa Cruz,sc-47585); TBX18(1:500, Santa Cruz,sc-17869); ISL1 (1:200, Abcam, ab20670) SMA (1:100, Dako, M0851); RFP (1:100, Rockland, 600-401-379), LTL (1:200, VECTOR, B-1325); CDH1(1:100, BD biosciences, 610181); NPHS1(1:100, Progen, GP-N2); CAR2 (1:100, Santa Cruz, sc-25596); AQP2(1:100, Sigma, A7310); SLC12A1 (1:100, StressMarq Bioscience, SPC-401D); HOPX (1:500, Proteintech, 11419-1-AP); Mouse PECAM1 (1:50, Dianova, DIA-310); MYH11 (1:100, Abcam, Ab53219); UPK1B (1:200, Sigma, WH0007348M2); ITGA8 (1:50, R&D systems, BAF4076); PDGFRA (1:500, Biolegend, 135907); ROBO2 (1:200, R&D systems ,BAF3147).

Secondary antibodies and dilutions used are as follows: PE Streptoavidin (1:100, BD biosciences, 554061) ; BV421 Streptoavidin (1:100, Biolegend, 405226); Alexa 488 donkey anti-rabbit IgG (Thermo, #A21206, 1:500); Alexa 488 chicken anti-mouse IgG (Thermo, #A21200, 1:500); Alexa 488 donkey anti-goat IgG (Thermo, #A11055, 1:500); Alexa 488 chicken anti-rat IgG (Thermo, #A21470, 1:500);Alexa 568 donkey anti-rabbit IgG (Thermo, #A11042, 1:500); Alexa 568 donkey anti-mouse IgG (Thermo, #A11037, 1:500); Alexa 568 donkey anti-goat IgG (Thermo, #A11057, 1:500); Alexa 568 goat anti-guinea pig IgG (Thermo, #A11075, 1:500); Alexa 568 Streptoavidin (Thermo, #A21094, 1:500); Alexa 633 goat anti-rat IgG (Thermo, #A21094, 1:500); Alexa 633 goat anti-guinea pig IgG (Thermo, #A21105, 1:500); Alexa 633 goat anti-mouse IgG (Thermo, #A21052, 1:500); Alexa 633 Streptoavidin (Thermo, #S11226, 1:500).

The Tyramide Signal Amplification (TSA) kit (Thermo) was used for detection of Foxd1, Tbx18 and Hopx.

### Validation

1.SIX2 (1:100, Proteintech, 11562-1-AP);  
The following antibodies were validated on manufacture's website:

<https://www.ptglab.com/products/SIX2-Antibody-11562-1-AP.htm>

We previously published use of this antibody in doi: 10.1016/j.stem.2017.10.011

2. FOXD1 (1:500, Santa Cruz, sc-47585);

The following antibodies were validated on website:

<https://www.citeab.com/antibodies/794015-sc-47585-foxd1-antibody-c-19>

Citations (9)

3. TBX18 (1:500, Santa Cruz, sc-17869);

The following antibodies were validated on manufacture's website:

[https://www.scbt.com/p/tbx18-antibody-c-20?productCanUrl=tbx18-antibody-c-20&\\_requestid=3896205](https://www.scbt.com/p/tbx18-antibody-c-20?productCanUrl=tbx18-antibody-c-20&_requestid=3896205)

Citations (4)

4. ISL1 (1:200, Abcam, ab20670)

The following antibodies were validated on manufacture's website:

<https://www.abcam.com/islet-1-antibody-ab20670.html>

5. KRT8 (1:50, DSHB, TROMA-I);

The following antibodies were validated on manufacture's website:

<https://dshb.biology.uiowa.edu/TROMA-I>

We previously published use of this antibody in doi: 10.1016/j.stem.2017.10.011

6. SMA (1:100, Dako, M0851);

The following antibodies were validated on website:

<https://www.citeab.com/antibodies/2414737-m0851-actin-smooth-muscle-concentrate>

Citations (1235)

7. RFP (1:100, Rockland, 600-401-379),

The following antibodies were validated on manufacture's website:

[https://rockland-inc.com/store/Antibodies-to-GFP-and-Antibodies-to-RFP-600-401-379-O4L\\_24299.aspx](https://rockland-inc.com/store/Antibodies-to-GFP-and-Antibodies-to-RFP-600-401-379-O4L_24299.aspx)

We previously published use of this antibody in doi: 10.1038/s41598-018-37793-z

8. LTL (1:200, VECTOR, B-1325);

The following antibodies were validated on manufacture's website:

<https://vectorlabs.com/biotinylated-lotus-tetragonolobus-lectin-ltl.html>

We previously published use of this antibody in doi: 10.1016/j.stem.2017.10.011

9. CDH1 (1:100, BD biosciences, 610181);

The following antibodies were validated on manufacture's website:

<https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-e-cadherin.610181>

We previously published use of this antibody in doi: 10.1016/j.stem.2017.10.011

10. NPHS1 (1:100, Progen, GP-N2);

The following antibodies were validated on manufacture's website:

<https://www.progen.com/products/antibodies/anti-nephrin-guinea-pig-polyclonal-serum>

We previously published use of this antibody in doi: 10.1016/j.stemcr.2018.08.003

11. CAR2 (1:100, Santa Cruz, sc-25596);

The following antibodies were validated on manufacture's website:

<https://www.scbt.com/p/ca-ii-antibody-h-70>

Citations (10)

12. AQP2 (1:100, Sigma, A7310);

The following antibodies were validated on manufacture's website:

<https://www.sigmaaldrich.com/JP/en/product/sigma/a7310>

We previously published use of this antibody in doi: 10.1681/ASN.2020030378

13. SLC12A1 (1:100, StressMarq Bioscience, SPC-401D);

The following antibodies were validated on manufacture's website:

<https://www.stressmarq.com/products/antibodies/polyclonal-antibodies/nkcc2-antibody-spc-401/?v=3e8d115eb4b3>

We previously published use of this antibody in doi: 10.1016/j.stem.2017.10.011

14. HOPX (1:500, Proteintech, 11419-1-AP);

The following antibodies were validated on manufacture's website:

<https://www.ptglab.com/products/HOPX-Antibody-11419-1-AP.htm>

15. Mouse PECAM1 (1:50, Dianova, DIA-310);

The following antibodies were validated on manufacture's website:

<https://www.dianova.com/en/shop/dia-310-anti-cd31-mssw-from-rat-sz31-unconj-for-mouse-ffpe-tissue/>

16. MYH11 (1:100, Abcam, Ab53219);

The following antibodies were validated on manufacture's website:

<https://www.abcam.com/smooth-muscle-myosin-heavy-chain-11-antibody-1g12-ab683.html>

17. UPK1B (1:200, Sigma, WH0007348M2);

The following antibodies were validated on manufacture's website:

<https://www.sigmaaldrich.com/JP/en/product/sigma/wh0007348m2>

18. ITGA8 (1:50, R&D systems, BAF4076);

The following antibodies were validated on manufacture's website:

[https://www.rndsystems.com/products/mouse-integrin-alpha8-biotinylated-antibody\\_baf4076](https://www.rndsystems.com/products/mouse-integrin-alpha8-biotinylated-antibody_baf4076)

We previously published use of this antibody in doi: 10.1016/j.stem.2017.10.011

19. PE Streptavidin (1:100, BD biosciences, 554061);

The following antibodies were validated on manufacture's website:

<https://www.bdbiosciences.com/en-eu/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-streptavidin.554061>

We previously published use of this antibody in doi: 10.1016/j.stem.2017.10.011

20. mouse PDGFRA (1:500, Biolegend, 135907);

The following antibodies were validated on manufacture's website:

<https://www.biolegend.com/ja-jp/products/apc-anti-mouse-cd140a-antibody-6439?GroupID=BLG8105>

We previously published use of this antibody in doi: 10.1016/j.stem.2017.10.011

21. ROBO2 (1:200, R&D systems ,BAF3147);

The following antibodies were validated on manufacture's website:

[https://www.rndsystems.com/products/human-robo2-biotinylated-antibody\\_baf3147](https://www.rndsystems.com/products/human-robo2-biotinylated-antibody_baf3147)

We previously published use of this antibody in doi: 10.1681/ASN.2018070747

22. BV421 Streptavidin (1:100, Biolegend, 405226)

The following antibodies were validated on manufacture's website:

<https://www.biolegend.com/ja-jp/products/brilliant-violet-421-streptavidin-7297>

We previously published use of this antibody in doi: 10.1016/j.stem.2017.10.011

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

The ESC line (Hoxb7-GFP, clone #B6-5, male) was established in our previous study (Taguchi and Nishinakamura, 2017). G4-2 ESC line (male) expressing GFP ubiquitously (Niwa et al., 2000), which was kindly provided from Dr. Hitoshi Niwa at Kumamoto University.

Authentication

All mouse ES cell lines were authenticated by testing pluripotency gene expression.

Mycoplasma contamination

The ES cell lines are not tested for Mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

NO misidentified cell lines were used in this study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Osr1GFP mice and Tbx18-MerCreMer mice were generated as described previously (Taguchi et al., 2014, Grisanti et al., 2013). Hoxb7-GFP mice (Yu et al., 2002), Foxd1-GFP mice (Kobayashi et al., 2014), Foxd1-GFP-CreERT2 mice (Kobayashi et al., 2014), Isl1-MerCreMer mice (Laugwitz et al., 2005), and ROSA26-CAG-tdTomato mice (Madisen et al., 2010) were purchased from Jackson Laboratory. Foxd1-GFP-CreERT2, Isl1-MerCreMer, and Tbx18-MerCreMer mice were maintained on C57BL/6 background, while the other strains were maintained on a mixed genetic background of C57BL/6 and ICR. Males of Osr1-GFP, Hoxb7-GFP, and Foxd1-GFP mice (2-8 months of age) were mated with female ICR mice (8-12 weeks of age) to obtain embryos. Males of Foxd1-GFP-CreERT2, Isl1-MerCreMer, and Tbx18-MerCreMer mice (2-8 months of age) were mated with female ROSA26-CAG-tdTomato mice (8-12 weeks of age). For the transplantation experiments, immunodeficient 8-10-week-old male mice (NOD/ShiJic-scidJcl) were purchased from Charles River Laboratory Japan, Inc. Mice were housed in a specific pathogen-free animal facility in plastic cages on a 12-h/12-h light/dark cycle, and fed an irradiated CE-2 diet (CLEA Japan Inc.). Mouse rooms were maintained at 22-23 degrees Celsius, with 40-60% humidity.

Wild animals

None of wild animals were used in the study

Field-collected samples

None of field-collected samples were used in the study

Ethics oversight

All animal experiments were performed in accordance with institutional ethical guidelines and approved by the licensing committee of Kumamoto University (approval numbers: A2019–113 and A2021-008).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Induced organoids from embryonic tissues or mESCs were dissociated into single cells with 0.05% trypsin/EDTA and blocked with normal mouse serum. Cell surface marker staining was carried out in FACS buffer (1× HBSS containing 1% BSA and 0.035% NaHCO<sub>3</sub>). Stained cells were washed and re-suspend by FACS buffer containing propidium iodide (PI). After filtrating the cell solution using a 70 µm strainer, the samples were ready for FACS analysis.

Instrument

FACS SORP Aria from BD biosciences

Software

The original FACS data sets were collected by using BD FACS Diva software (v8.0.1). Data analysis were performed with Flowjo software (ver 7.6.5, TreeStar).

Cell population abundance

The abundance of sorted fractions were indicated in Figures. Purity of the sorted cells were confirmed by qPCR analysis using specific markers.

Gating strategy

Live cells were initially gated with the FSC/SSC and PI-negative population, and then FSC-H/FSC-W was applied to exclude doublet cells. The isolated cell populations were subsequently gated with cell surface markers or GFP+ cells as indicated in the Figures.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

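Single-cell RNA sequencing libraries (10x Genomics, 3′ kits) of 11 mouse samples were analysed, namely the posterior E9.5 embryo, the E11.5, E13.5, E15.5, E17.5 and P0 kidneys, the organoids made with iSPs and with nd-iS 14 days after transplantation, and the iNP, iSP and iUB cultures. This is the order of the lists of values below. Conditions were taken from the sample labels and the paper. The labels give the P0 kidney another mouse strain (C57/BL6) than the other embryonic samples (ICR) and the organoids and cultures (a cross of C57BL/6J), so every comparison with P0 is also one between strains, as is every other one between embryonic samples and organoids or cultures. Nearly all epithelial and stroma-like cells of P0 held *Xist* and few of those of the organoids did. Every comparison of these organoid cells with P0 is therefore also one between cells without and with *Xist* RNA. The label of the E9.5 library gives kidney as the tissue and the methods give the posterior embryo, which was used. The E17.5 library is known from its label alone, and the paper does not mention it. Each condition has 1 library, so no test between conditions was made, cells were not treated as replicates, and every value describes the libraries sequenced.

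The authors counted UMIs per gene and barcode with Cell Ranger and deposited the counts of barcodes called as cells, without normalization. The methods give version 2.0.0 for E9.5 and 3.0.2 for E11.5, and the headers of the other files give 3.1.0 for the E13.5 and E17.5 kidneys, 5.0.0 for the E15.5 and P0 kidneys and the organoids, and 4.0.0 for the cultures. Genome build, annotation and any further filter on barcodes are not stated, so no coordinates were used. The deposited matrices hold 4164, 1261, 5495, 3963, 5551, 10142, 5959, 4481, 5526, 4737 and 4474 barcodes, with 130170904, 42994482, 75781774, 86064312, 42430540, 93037668, 97226217, 72953564, 137588576, 104539418 and 162716718 UMIs. For E9.5 and E11.5 the paper gives 3794 and 1294 cells. The gene lists have 20672 genes, or 55488 for the libraries counted with version 5.0.0, and 20643 genes are on every list. These hold between 95.9% and 100.0% of the UMIs of a library, and CPM were computed over them. *Xist* is on the longer list only.

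Cells with at least 500 genes and at most 20% mitochondrial UMIs were kept, which left 4164, 1261, 5120, 3574, 4563, 8695, 5666, 4240, 5300, 4028 and 3878 cells with medians of 29458.5, 31478, 13558.5, 21291.5, 7261, 9008, 11462, 13870.5, 23601, 23785.5 and 32838.5 UMIs. Each library was clustered by itself. Counts were scaled to 10000 per cell and log-transformed, the 2000 most variable genes were chosen without 49 genes reported as results, scaled to at most 10 SD and reduced to 46 principal components, the number given in the methods. A shared-neighbour graph (20 neighbours, edges of at most 1/15 overlap removed) was partitioned with the Leiden method at resolution 2, with 5 iterations and seed 1. This gave 27, 18, 31, 27, 30, 39, 37, 29, 25, 24 and 17 clusters. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. The authors used Seurat, and cell annotations of theirs were not used here, so a difference from the paper may come from the rebuilt names.

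Clusters were named from 32 marker lists, 7 of them for subtypes of the stroma that count as stroma, all written before the files were opened. A cluster received the class with the highest mean of log2(CPM + 10) relative to the mean over all clusters, with the 10 kidney, organoid and culture libraries scored together and E9.5 scored by itself. It stayed unnamed below a score of 0.5, with fewer than 3 markers that are in at least 10% of its cells and at least 0.5 above the mean, where its 10 leading genes held more markers of another class, or where its median UMI count was below the library's median divided by 3 with none of its markers among these genes. The scoring was settled in 4 steps, after the names given by the earlier rules had been seen and before any reported value was computed. Rule 1 used a mean of CPM as its reference and a score of at least 1, and left most early stroma and culture clusters unnamed. Rule 2 used the mean of logarithms and named E11.5 cells erythroid, for which free haemoglobin RNA is a possible source that was not tested. Rule 3 took the leading genes against all libraries, asked for 3 leading markers to name a cluster erythroid and scored the somite list in cultures. The final rule differs from it in taking the leading genes against the rest of the library. Unnamed shares under rules 1, 2 and 3 were 39.8, 3.24 and 3.29% for E9.5, 78.4, 12.0 and 60.3% for E11.5, 65.1, 9.92 and 6.72% for E13.5, 36.1, 0.923 and 9.54% for E15.5, 17.8, 5.79 and 0% for E17.5 and 34.6, 13.0 and 12.1% for P0. They were 32.4, 9.48 and 4.98% with iSPs, 17.1, 5.78 and 4.41% with nd-iS, and 87.2, 15.9 and 3.28%, 97.2, 39.9 and 35.6% and 92.0, 16.2 and 11.0% for the iNP, iSP and iUB cultures. Under the final rule they were 3.24, 12.6, 9.92, 0.923, 5.79, 13.0, 9.48, 5.78, 12.9, 20.4 and 16.2%.

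Doublets were left in for the main values. The alternative that removes them uses Scrublet scores (scanpy, 30 components, seed 1). Its automatic threshold marked between 0% and 2.44% of cells, and in several libraries under 0.5%, so after seeing this the highest scores were removed at 0.8% per 1000 cells, which is 139, 13, 210, 102, 167, 605, 257, 144, 225, 130 and 120 cells.

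Counts of each class were summed over cells and divided by the summed UMIs to give CPM, with exact Poisson 95% intervals. Shares of cells have exact binomial 95% intervals. Log2 ratios of 2 pools have intervals from the binomial distribution of the 2 counts given their sum, and a pool with no counts is set at a floor of 3 counts and the ratio given as a bound. All these intervals cover counting error only. Shares of cells with a UMI depend on depth, so they were also computed after thinning each cell to 2000 UMIs. Stroma-like cells at E11.5 were grouped by UMIs of *Foxd1*, *Tbx18* and *Isl1*, and clustered again at resolution 1. For neighbours across libraries, equal numbers of stroma-like cells were drawn, reduced jointly to 95 principal components, as in the methods, without correction between libraries, and the 30 nearest cells of each were taken, with 20 draws. *Foxd1* was left out of the features for the neighbours of cultured cells. The interval of their mean share of *Foxd1*-positive neighbours takes each cell as 1 draw, although cells share neighbours, and serves only to sort the alternatives. Profiles over the genes of Supplementary Data 2 were compared as log2(mean counts per 10000 + 1) by Pearson r and by complete linkage.

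Genes named in the text are those the paper names in text or figure panels for these data, the Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*, and, for each pair of pools set side by side, the 5 genes with the largest ratio in each direction among genes with at least 100 UMIs in the 2 pools together, without haemoglobin, mitochondrial and ribosomal protein genes. Some genes of these lists and some leading genes of clusters are not reported here. Leading genes of clusters are named to describe the clusters. The most abundant host genes in *Xist*-positive cells were named after their values were seen. The ratio and ranking step was tested on simulated Poisson counts at the mean rates of the stroma-like pools, with 200 genes changed by known folds. In each of 4 comparisons all 200 kept their sign, between 95.2% and 95.5% of intervals covered the simulated value, and the 10 genes named were changed ones. The intervals assume such counts. The test therefore checks the calculation only, and not whether the intervals cover the spread between real cells.

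The alternatives were all deposited barcodes, at least 1000 genes and at most 10% mitochondrial UMIs, doublets removed, resolutions 1 and 3, held-out genes kept in the features, the mean of counts per 10000 of each cell, CPM over all genes of a library, thinning, at least 2 UMIs, 10 neighbours, 30 principal components, centring within each library, all genes with at least 100 UMIs for the profiles, and no logarithm. Naming rules 1 to 3 and the highest-scoring class for unnamed clusters were added later. Unnamed clusters were left out of every value of a class, and erythroid-, endothelium-, myeloid- and lymphoid-like cells out of values of the organoids' own cells.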

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

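Of the tests in this part, those of the somite-like clusters, for doublets and for free RNA, were chosen only after the result was seen.

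The E17.5 kidney is a library that the paper does not report on, and genes that the paper lists as maturation markers of P0 stood in it above their E15.5 level. *Col4a3* was at 248 (227 to 270.4) CPM in podocyte-like cells, against 13.4 (10.2 to 17.3) at E15.5, and *Htra1* at 88.9 (76.6 to 103) against 4.54 (2.78 to 7.02). *Fbp1* was at 1141 (1114 to 1169) CPM in proximal tubule-like cells, against 46.6 (41.8 to 51.8), and *Aqp2* at 1266 (1234 to 1298) in UB- or collecting duct-like cells, against 89.0 (82.1 to 96.4). The fifth gene, *Slc5a2*, was not above E15.5, at 26.6 (22.6 to 31.1) against 27.6 (23.9 to 31.7). For the last of the 6 genes, *Atp6v1g3*, no cluster of its class was named at either stage, and over all cells of non-host types it was at 14.8 (13.6 to 16.1) against 6.57 (6.00 to 7.18) CPM. The first 5 genes are not on the lists that named the clusters. The tables argue against free RNA in the droplets as the source, since that would bring the same level to every class. In the stroma-like cells of the same library the 5 genes were between 0.218 and 10.7 CPM, and the lowest ratio of a gene's own class to these cells was 8.31-fold, for *Htra1*. What stays open is a difference between the libraries. The E17.5 counts were made with another version of Cell Ranger than the E15.5 counts and with a shorter gene list. Their median was 7261 against 21291.5 UMIs. CPM were computed over the genes on every list. The P0 kidney, counted with the version and list used for E15.5, held *Col4a3* at 177 and *Htra1* at 53.3 CPM in podocyte-like cells. *Fbp1* and *Aqp2* were also above E15.5 at P0, and *Slc5a2* was not. A rise over E15.5 was thus also seen without a difference in version or list, though P0 differs in strain and depth. With 1 library per stage, the differences between the E17.5 and E15.5 libraries cannot be separated from the stage. The difference in stage, which the design names, stays open as well and was not tested.

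A marker list for the E9.5 somite, a tissue the paper does not report among the cultured cells, named clusters in 2 cultures. Somite-like cells made up 25.0% (23.7 to 26.4) of the iSP culture, 1007 of 4028 cells, and 2.94% (2.50 to 3.43) of the iNP culture, 156 of 5300. For the iSP culture the tables argue against doublets, which would collect among the 130 cells of highest doublet score. Somite-like cells made up 13.1% (7.81 to 20.1) of those, less than of all cells, and with those cells removed before clustering they made up 25.7% of the rest. For the iNP culture somite-like cells and doublets cannot be told apart. They made up 11.6% (7.69 to 16.5) of the 225 cells of highest score, more than of all cells, but only 16.7% of them were among those cells. After removal no cluster was somite-like, since of the 130 that were left 95 fell in a skeletal muscle-like cluster and 31 in unnamed ones. Free RNA cannot be told apart either, because the list that measures it is the list that named the clusters. Its 7 genes together were at a log2 ratio to stroma-like cells of 2.27 in the iSP culture (349 against 72.4 CPM) and 3.33 in the iNP culture (459 against 45.7 CPM).

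The somite-like shares also depend on how clusters are made and named. Over the alternatives that change the cells or the clusters, the iSP culture's share lay between 17.2% at resolution 3 and 26.1% with at least 1000 genes and at most 10% mitochondrial UMIs. The iNP culture had no somite-like cluster with all deposited barcodes or with doublets removed, and between 2.81% and 3.10% under the other such alternatives. Naming rule 3 gave 8.44% in the iSP and 2.94% in the iNP culture, and rules 1 and 2 gave none because they do not score this list in cultures. The difference in culture protocol, which the design names, stays open and was not tested.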

How the results depend on the processing

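Each of the 22 values that answer a comparison was computed again under the alternatives that bear on it, of which 15 were fixed before the data were examined. The 3 earlier naming rules, and giving unnamed clusters their highest-scoring class, were added after seeing the data. Of 254 alternative values 184 moved by less than the value's own 95% interval, 69 moved by more and 1 changed sign. For the shares of *Foxd1*-positive neighbours that interval takes each cell as 1 draw and does not measure their spread. For the fixed alternatives alone the first 2 counts were 126 and 49, and no log2 ratio changed sign. Where no construction is named below, the cause was not tested.

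The E11.5 ratio of FGF target genes stayed between 1.77 and 2.50 under its 8 fixed alternatives, and, under its own, the ratio of *Six2* with iSPs to P0 between −4.69 and −4.56, all within their intervals. With *Pgr* and *Ngfr* summed, the ratios to P0 stayed, under the fixed alternatives, between 1.36 and 2.23 with iSPs and between 4.51 and 5.37 with nd-iS. Computing CPM over all genes of each library left its 6 values within their intervals, and so did the correlation without the logarithm for its 3. The correlation with P0 was higher with iSPs than with nd-iS under every alternative run for it.

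Resolution 1 moved most of the values it reached, 11 of 21. The BMP target ratio became 0.83, the E9.5 ratios 3.28 for *Osr1* and 3.74 for *Grem1*, the culture shares 40.6% (iSP, stroma-like) and 34.7% (iNP, NP-like), and the share of *Foxd1*-positive neighbours with nd-iS 90.5%. The ratios to P0 became 0.022 (iSPs) and −3.31 (nd-iS) for *Foxd1* and 1.36 and 4.51 for *Pgr* and *Ngfr*, and 94.8% of drawn nd-iS cells had no P0 neighbour. Resolution 3 moved only *Osr1*, to 2.80.

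Of the filters, keeping all barcodes moved the stroma-like share of the iSP culture to 36.4% and the share without a P0 neighbour with nd-iS to 94.2%. At least 1000 genes and at most 10% mitochondrial UMIs gave 3.62 for *Grem1*, 57.1% stroma-like cells in the iSP culture, 92.5% (iSP) and 88.5% (nd-iS) *Foxd1*-positive neighbours, −2.11 for *Foxd1* with nd-iS, and 92.0% (iSPs) and 94.6% (nd-iS) without a P0 neighbour. Removing doublets gave 3.71 for *Osr1*, 52.2% stroma-like cells, 90.3% *Foxd1*-positive neighbours with nd-iS and 92.6% without a P0 neighbour with iSPs. Keeping the held-out genes in the features moved the NP-like share to 30.1%. Weighing cells equally, by the mean of counts per 10000, gave −2.02 for *Foxd1* with nd-iS, 2.23 and 5.37 for *Pgr* and *Ngfr* with iSPs and nd-iS, and −2.06 for *Six2* with nd-iS.

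Depth limits every share of cells with a UMI, since asking for more UMIs lowers such a share by construction, while thinning leaves fewer UMIs and also leaves out the shallowest cells. Thinned to 2000 UMIs, the share of *Osr1*-positive cells with *Robo2* was 8.06%, that of *Foxd1*-positive neighbours 47.9% (iSP) and 43.9% (nd-iS), and that of *Xist*-positive cells 0.407% (iSPs) and 0.618% (nd-iS). Asking for at least 2 UMIs gave 38.5%, 81.5% and 74.5%, 0.781% and 0.454% in the same order. The *Xist*-positive share was higher with iSPs than with nd-iS under every alternative except thinning.

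Among the choices of the joint analyses, 10 neighbours gave 95.3% (iSPs) and 96.9% (nd-iS) without a P0 neighbour, centring each library 85.3% and 90.1%, and 91.9% *Foxd1*-positive neighbours for the iSP culture, and 30 principal components 89.7% such neighbours with nd-iS. More drawn cells with nd-iS than with iSPs had no P0 neighbour under every alternative except naming rule 1, and iSP culture cells had more *Foxd1*-positive neighbours than nd-iS under every alternative that gave a value except centring. Over all genes with at least 100 UMIs the correlations with P0 rose to 0.95 (E15.5), 0.93 (iSPs) and 0.92 (nd-iS).

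Of the alternatives added later, naming rule 1 gave 2.35 for *Osr1*, 0% stroma-like cells in the iSP culture, 3.87% NP-like cells in the iNP culture, 3.57% *Xist*-positive cells with iSPs, 0.61 and −2.93 for *Foxd1*, 1.15 and 3.92 for *Pgr* and *Ngfr*, and 92.5% and 89.8% without a P0 neighbour, with iSPs before nd-iS. It left most clusters of the E11.5 kidney and the cultures unnamed, and gave no value for the 2 E11.5 ratios, the 2 shares of *Foxd1*-positive neighbours and the ratio of *Grem1*. Rule 2 gave 0.56 for the FGF and 0.45 for the BMP target genes and 55.0% stroma-like cells. Rule 3, which left 60.3% of the E11.5 cells unnamed, gave 0.10 and, reversed, −0.068, with 47.5% stroma-like and 31.2% NP-like cells and −0.055 for *Foxd1* with nd-iS. Giving unnamed clusters their highest-scoring class gave 61.3%, 31.2% and −0.055 for the same 3. For *Foxd1* the construction shows the cause, since an unnamed cluster of 209 cells whose leading genes include *Foxd1* then counts as stroma.

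No paired analysis was possible because each condition has 1 library, and no replicate was left out for the same reason. These alternatives therefore show how far the values depend on the processing and not how they would vary between animals or cultures.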

Differences from the paper's values

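The paper states 43.9% of 2626 stromal cells of the organoid made with nd-iS, and 2.8% of 2879 with iSPs, in clusters positioned apart from those in vivo, as read from a plot of joint clusters. The measure computed here, the share of 1355 drawn stroma-like cells with no P0 cell among their 30 nearest neighbours, was 92.8% with nd-iS and 90.1% with iSPs. The 2 measures have different denominators and definitions, so no direction is given. Under each alternative set before the data were examined that bears on this share (all deposited barcodes, stricter filter, doublets removed, resolutions 1 and 3, held-out genes kept, 10 neighbours, 30 principal components, centring within each library) the values were also more than 1.5-fold from the paper's. As the measures differ, this says nothing on how firm either value is.

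For 3 genes that the paper also examines by staining, the averages in Supplementary Data 2 were set beside the mean counts per 10000 of stroma-like cells. Both are on one scale, since over the 168 shared genes of that table the values had a correlation of 0.98 at E15.5, 0.90 at P0, 0.99 with iSPs and 0.98 with nd-iS on the log2 scale, and 154, 120, 147 and 144 of them lay within 1.5-fold. Of the 12 averages of the 3 genes 5 differed. For *Hopx* the paper gives 0.176346 at P0, 0.5087 with iSPs and 0.353821 with nd-iS, and the values here were 1.40, 1.30 and 0.844. For *Lox* at P0 the paper gives 1.8963 and the value here was 1.10. These 4 also differed under every alternative set before the data were examined that was run for them, namely all deposited barcodes, at least 1000 genes and at most 10% mitochondrial UMIs, doublets removed, resolution 1, resolution 3 and held-out genes kept. For *Agtr1a* at P0 the paper gives 0.620078 and the value here was 1.03. At resolution 1 it was 0.878, within 1.5-fold of the paper's, and under the other 5 of these alternatives it was not.

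The tree of the stromal profiles in Fig. 6d joins E15.5 with P0, then the organoid made with iSPs and last the one made with nd-iS. On log2 values the tree computed here joined the 2 organoids with each other, both from the deposited counts and from the paper's own averages. Without the logarithm, an alternative set before the data were examined for the correlation of these profiles and applied to the tree after seeing it, both sets of averages gave the order of Fig. 6d. None of the alternatives that change the cells, the clusters or their names did so.

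The paper describes many stromal marker genes in the organoids as expressed at levels comparable to P0. Its dot plot shows them by cluster, and the comparison here pools the stroma-like cells of each library. Over the 35 genes of that plot outside its progenitor and ectopic groups, 16 with iSPs and 9 with nd-iS were within 2-fold of P0, a limit set here. Under the alternatives set before the data were examined the numbers were between 15 and 17 with iSPs and between 9 and 12 with nd-iS. This list was counted after a tally of 18 chosen genes had been seen.

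*Grem1* is described as absent from the LPM. In the LPM-like cells here 149 of its UMIs were counted, 3.55 CPM, in 93 of 1396 cells, and its level was between 2.87 and 3.78 CPM under the alternatives set before the data were examined. *Slc5a2* is among 6 maturation markers that the paper describes as detectable at P0 and not at E15.5. All 6 had UMIs at E15.5 and 5 were higher at P0, and *Slc5a2* was higher at E15.5, at 27.6 against 16.8 CPM, under every alternative run for it.

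A distal tubule cluster is among those the paper reports for the organoid made with iSPs, and none was named here. Such a cluster was named with all deposited barcodes (94 cells), with doublets removed (69 cells) and, chosen after seeing the values, under naming rule 1 (75 cells). A stroma co-induced with the iUBs is marked in Fig. 3d, and no cluster of the iUB culture was named stroma-like here under any setting run. For the ESC origin of the organoids' renal cells the paper relies on male ESCs in female hosts. Of epithelial and stroma-like cells without *Xist*, 1 of 3984 with iSPs and 3 of 3460 with nd-iS had a Y-linked UMI. A male origin was thus not borne out by Y-linked genes.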

Other observations

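Of the tests in this part, the test for free RNA of cells with at least 2 *Xist* UMIs and the test for host cells of cells with 1 *Xist* UMI were chosen only after the result was seen.

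Some epithelial and stroma-like cells of both organoids, which the paper derives from male ESCs, held UMIs of *Xist*. The paper's results state female hosts, and its methods give female hosts in one section and male mice in another, so reading *Xist* as a mark of host cells rests on the former. Of 4097 such cells with iSPs 81 had 1 UMI and 32 had at least 2, with 33 in the highest cell, and with nd-iS 52 and 16 of 3528, with 130 in the highest. For the cells that hold most of these UMIs, the tables argue against free RNA of host cells, which would spread over all cells. Cells with at least 2 held 72.7% and 86.2% of the *Xist* UMIs of these classes, where 1 rate per UMI of the library would put 15.54% and 18.1% in such cells. The same rate would give 21.7 and 31.6 such cells, where 32 and 16 were counted, so free RNA stays open for those near 2 UMIs. For the group as a whole, a candidate explanation that the tables bear out is host cells, alone or in 1 droplet with an organoid cell. The endothelium, myeloid and lymphoid marker lists hold 27 genes, of which only *Cldn5* is also on a list of the kidney (podocyte). Pooled over the cells with at least 2 *Xist* UMIs, they were higher than in cells without *Xist* by log2 ratios of 3.08 (3.03 to 3.13) with iSPs and 4.01 (3.93 to 4.08) with nd-iS. The most abundant of these genes with iSPs were *Emcn* at 259 against 71.3, *Cldn5* at 250.5 against 39.2 and *Egfl7* at 243 against 16.4 CPM, from the endothelium list. With nd-iS they were *Lyz2* at 1897 against 8.82, *C1qa* at 335 against 2.20 and *C1qb* at 234 against 2.10 CPM, from the myeloid list, and there *Cldn5* was lower, at 1.72 against 24.3.

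For cells with 1 *Xist* UMI the tables argue against host cells, since the same lists had log2 ratios of −0.58 (−0.72 to −0.44) and −0.064 (−0.22 to 0.091) to cells without *Xist*. Free RNA stays open for them. Y-linked genes were to separate host from organoid cells among all *Xist*-positive cells. They were hardly detected in any class of the organoids, the cells that the paper derives from male ESCs among them. Of the cells without *Xist* 0.0251% with iSPs and 0.0867% with nd-iS had a Y-linked UMI, and of the 113 and 68 cells with *Xist* none had. Host cells and free RNA of host cells therefore cannot be told apart by this test. No biological explanation was tested, since the design gives none within an organoid.

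More stroma-like cells drawn from the organoid made with nd-iS than from the one made with iSPs had no P0 cell among their neighbours, 92.8% against 90.1%, in the first draw. Under naming rule 1 the order was the opposite, 89.8% against 92.5%. In a draw of 1169 cells per library that adds the E15.5 kidney the shares were 95.0% and 90.5%, and 92.8% for the E15.5 cells themselves. A difference between libraries therefore cannot be told apart from a difference in the cells by this draw, since the share was near its ceiling for the E15.5 cells too. In a draw of 814 cells per library with the E17.5 kidney as well, 54.5% of its cells and 88.3% of the E15.5 cells had none. Depth cannot be told apart either. With every cell thinned to 2000 UMIs, in draws of 1231 cells, the shares were 86.1% with iSPs and 86.8% with nd-iS, again high in both. Centring each gene within each library, which removes differences common to a library, gave 85.3% with iSPs and 90.1% with nd-iS. The order therefore did not depend on a shift common to all cells of a library. For depth, and for other differences between libraries, the tables hold no value that argues against them. The stromal cells used, which the design names, stay open as well and were not tested against another library of either organoid.

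The following values belong at no claim of the paper. The reporter gene *tdTomato* had 3321 UMIs in the stroma-like cells of the P0 kidney and none in those of either organoid. In the E15.5 kidney 68.0% of 3238 epithelial and stroma-like cells had a UMI of *Xist*, and *Ddx3y* was at 33.4 CPM. In the P0 kidney the share with *Xist* was 97.9%. Comparisons of the organoids' own cells with P0, *Tsix* among the genes, are therefore also between cells mostly without and mostly with *Xist*.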
